# SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days

**DOI:** 10.1186/s12870-022-03737-z

**Published:** 2022-08-15

**Authors:** Caitlin N. Jacques, David S. Favero, Ayako Kawamura, Takamasa Suzuki, Keiko Sugimoto, Michael M. Neff

**Keywords:** SOB3, AHL, Hypocotyl, PIF, SD, Arabidopsis

## Abstract

SUPPRESSOR OF PHYTOCHROME B-4 #3 (SOB3) is a member of the AT-HOOK MOTIF CONTAINING NUCLEAR LOCALIZED (AHL) family of transcription factors that are involved in light-mediated growth in *Arabidopsis thaliana*, affecting processes such as hypocotyl elongation. The majority of the research on the AHLs has been conducted in continuous light. However, there are unique molecular events that promote growth in short days (SD) compared to constant light conditions. Therefore, we investigated how AHLs affect hypocotyl elongation in SD. Firstly, we observed that AHLs inhibit hypocotyl growth in SD, similar to their effect in constant light. Next, we identified AHL-regulated genes in SD-grown seedlings by performing RNA-seq in two *sob3* mutants at different time points. Our transcriptomic data indicate that *PHYTOCHROME INTERACTING FACTORS* (*PIF*s) *4*, *5*, *7*, and *8* along with PIF-target genes are repressed by SOB3 and/or other AHLs. We also identified PIF target genes that are repressed and have not been previously described as AHL-regulated, including *PRE1, PIL1, HFR1*, *CDF5,* and *XTR7*. Interestingly, our RNA-seq data also suggest that AHLs activate the expression of growth repressors to control hypocotyl elongation, such as *HY5* and *IAA17*. Notably, many growth-regulating and other genes identified from the RNA-seq experiment were differentially regulated between these two *sob3* mutants at the time points tested. Surprisingly, our ChIP-seq data suggest that SOB3 mostly binds to similar genes throughout the day. Collectively, these data suggest that AHLs affect gene expression in a time point-specific manner irrespective of changes in binding to DNA throughout SD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03737-z.

## Introduction

Plants have a complex set of signaling pathways that enables them to interpret and respond to their surroundings. One mechanism by which plants alter their growth and development in response to environmental cues is through changes in gene transcription. An important group of transcriptional regulators involved in this process are members of the AT-HOOK MOTIF NUCLEAR LOCALIZED (AHL) family [1–3]. In *Arabidopsis thaliana* (Arabidopsis), AHL29/ SUPPRESSOR OF PHYTOCHROME B4-#3 (SOB3) has an important function regulating growth and development in response to light, affecting processes such as hypocotyl growth, flowering, and senescence [1, 4–10]. *SOB3* was identified as a repressor of hypocotyl growth in an activation-tagging screen for suppressors of the long-hypocotyl phenotype exhibited by the *phytochrome B-4* (*phyB-4*) photoreceptor mutant grown in white light [1, 11–13]. Further investigation revealed that SOB3 regulates hypocotyl growth in a light-dependent manner, affecting growth specifically in dim light [1]. Therefore, *SOB3-Dominant* (*SOB3-D*) seedlings, which are derived from the aforementioned activation-tagging experiment, have enhanced expression of *SOB3* and exhibit short hypocotyls compared to wild-type Col-0 plants [1, 5]. In addition to SOB3, other AHLs act in a semi-redundant fashion with this family member to regulate hypocotyl growth in light [6].

The *AHL* gene family is characterized by two conserved elements important for its function: a PLANT AND PROKARYOTIC CONSERVED/DOMAIN OF UNKNOWN FUCTION #296 (PPC/DUF296), and one or two AT-hook motif(s) [6, 14, 15]. SOB3 interacts with itself, other AHLs, and non-AHL transcription factors via the PPC domain [6]. On the other hand, the AT-hook motif(s) bind DNA sequences rich in adenine and thymine [4, 6, 16–18]. Notably, a single missense mutation within the central AT-hook domain of *SOB3* in the *SOB3-D* background, known as the s*ob3-6* allele, produces extremely tall seedlings [1]. This phenotype is attributed to a dominant-negative effect of a non-functional SOB3-6 protein being overexpressed, i.e. the SOB3-6 protein can engage in protein–protein interaction as it normally would, but cannot bind to DNA [6]. This leads to the formation of unproductive complexes that fail to inhibit seedling growth. From this research, it became clear that the AT-hook and PPC domain are both important for the function of SOB3 and other AHLs.

AHLs regulate growth in both constant light and long days (LD; 16 h light/8 h dark) at least partially by repressing the auxin pathway. In seedlings grown in constant light, SOB3 binds directly to the promoters of the auxin biosynthesis gene *YUCCA8* (*YUC8*) and auxin signaling genes belong to the *SMALL AUXIN UP RNA 19* (*SAUR19*) subfamily and represses their transcription [5]. However, overexpression of SAUR19 only partly recovers the short-hypocotyl phenotype of *SOB3-D*, suggesting that the effect of AHLs on growth is not fully explained by its effect on the auxin pathway. In a different study using seedlings grown in LD, Lee and Seo found that AHLs repress *YUC9* transcription by promoting deposition of the H2A.Z histone variant on the promoter of this gene [8]. This likely represses auxin biosynthesis and consequently, hypocotyl growth in older seedlings. Additionally, results from another study using LD-grown plants suggest that AHLs inhibit petiole growth largely by acting on the auxin pathway [18]. In this study, it was found that AHLs limits petiole elongation by antagonizing the growth-promoting PHYTOCHROME-INTERACTING FACTORs (PIFs). Specifically, AHLs repress PIF-mediated activation of genes involved in hormone-mediated growth, such as *ACS8*, which is involved in ethylene biosynthesis, *NPY1*, which is involved in auxin transport, *YUC8*, and *SAUR24*, thus accounting for their negative effect on petiole growth.

The majority of the research on AHLs has been performed in continuous white light or LD. Not only is constant light uncharacteristic of a natural growth environment, but there are likely different mechanisms that regulate growth in short days (SD; 8 h light/16 h dark), compared to continuous light or LD [18]. Additionally, it is unknown if AHLs have different effects on gene expression throughout the day. Therefore, in order to investigate these questions, we examined how AHLs regulate hypocotyl elongation in SD, a condition in which little is known about how this family of transcription factors affects growth.

## Results

### AHLs repress hypocotyl growth in SD

We investigated how AHLs regulate hypocotyl elongation in short days (SD) (8 h light/16 h dark), a condition in which little is known about how this family of transcription factors affect growth. Phenotypic analysis of mutants for *SOB3* revealed that *SOB3-D* exhibits reduced hypocotyl growth in SD, while *sob3-6* seedlings are extremely tall (Fig. 1). These phenotypes indicate that SOB3 and/or other AHLs repress hypocotyl growth in SD, similar to what has been reported for seedlings grown in constant light or long days [1, 4–6, 8, 18].

**Fig. 1:**
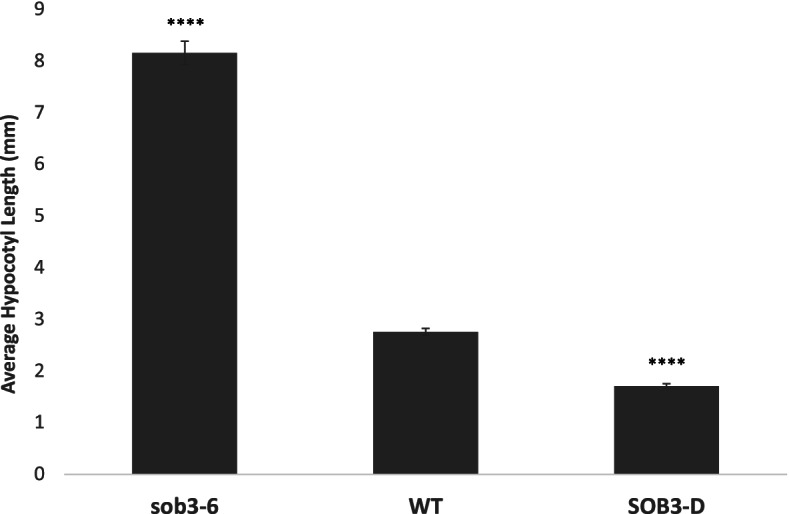
AHLs repress hypocotyl growth in SD. Hypocotyl measurements of *sob3-6*, WT Col-0, and *SOB3-*D five-day-old seedlings grown in SD. Error bars represent standard error of the mean. In a Welch’s t test (unpaired two-tailed t test with unequal variance) compared with the wild type: *P* ≤ 0.0001 = ****

### AHLs regulate the expression of many genes in a time point-specific manner in SD

Next, in order to gain insight into the molecular mechanisms by which AHLs affect hypocotyl growth in SD, we identified nuclear-encoded genes that are differentially expressed between *SOB3-D* and *sob3-6*. Specifically, we performed RNA-seq using seedlings harvested at three different time points: at ZT4 (four hours after dawn) and ZT9 (one hour after dusk) in five-day-old seedlings, and at dawn in six-day-old seedlings (ZT24) (Fig. 2A; Table S1). 

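RNA-seq libraries came from whole seedlings of SOB3-D and of sob3-6, which carries a missense mutation in the AT-hook of the SOB3 copy that SOB3-D overexpresses. There were 3 biological replicates of each genotype at each of the 3 time points, 18 libraries in all, and the paper states that the genotypes of a replicate set were harvested from the same plate or plates. The authors mapped the reads to the TAIR10 cDNA sequences with Bowtie, kept every best hit of a read and deposited a CPM value for each of 32811 transcripts of 24953 genes, of which 24745 are nuclear. The steps between low values show that 1 read was worth between 0.0903 and 0.166 CPM, which gives 6012747 to 11076919 mapped reads per library with a median of 8199501.5. At ZT4 the SOB3-D libraries had 6012747 to 11076919 mapped reads (median 10958989) and the sob3-6 libraries 7111636 to 8593805 (median 8366015). At ZT9 the ranges were 7125488 to 8072465 (median 7765532) in SOB3-D and 7974199 to 8958667 (median 8006276) in sob3-6. At ZT24 they were 7922923 to 9757263 (median 8211495) in SOB3-D and 8187508 to 9165906 (median 8488195) in sob3-6. Because a read was counted on every transcript it hit, the values of a library summed to between 1546178 and 1573550 CPM. The deposited values were not rescaled. Transcripts with a mean of at least 0.5 CPM over the 6 libraries of a time point were compared on the log2(CPM + 0.5) scale, which understates the change of low transcripts, with limma's moderated test, a mean trend in the variance and Benjamini-Hochberg adjustment. A nuclear gene with at least 1 transcript at an adjusted p under 0.05 was counted as AHL-repressed when it was higher in sob3-6 and as AHL-induced when it was lower. Positions of genes refer to the TAIR10.1 assembly, and means are followed by the SD over the 3 replicates.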

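SOB3 (AT1G76500, chromosome 1 from 28704963 to 28706691) itself was read at 243 ± 24.6 CPM in sob3-6 and 179 ± 11.7 CPM in SOB3-D at ZT4, at 243 ± 5.65 CPM in sob3-6 and 145 ± 12.0 CPM in SOB3-D at ZT9 and at 321 ± 9.19 CPM in sob3-6 and 219 ± 13.6 CPM in SOB3-D at ZT24. The log2 fold change sob3-6/SOB3-D was 0.44 (standard error 0.10, limma adjusted p = 0.0395) at ZT4, 0.75 (standard error 0.087, limma adjusted p = 0.00167) at ZT9 and 0.55 (standard error 0.066, limma adjusted p = 0.00182) at ZT24, and SOB3 was higher in sob3-6 in 3 of 3 replicate pairs at each time point. Both genotypes carry the overexpressed copy, so this level does not tell their labels apart. SOB3 kept its ZT4 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0387 to 0.158), those without sob3-6 replicate 3 and SOB3-D replicate 1. SOB3 also lost the ZT4 call with TMM rescaling and edgeR's quasi-likelihood test (adjusted p 0.000795 to 0.0635 over the alternatives with all libraries).

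**Figure D1:**
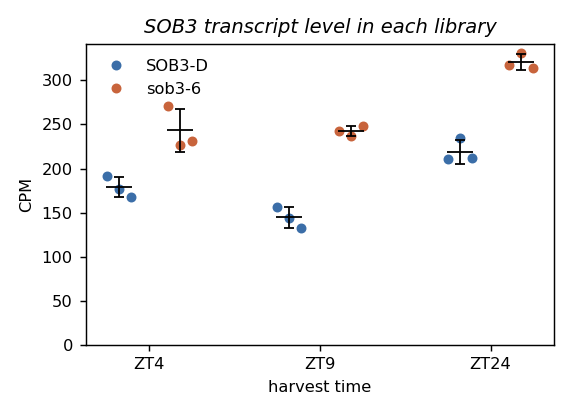
SOB3 in each library of SOB3-D and sob3-6, in CPM, at ZT4, ZT9 and ZT24. Points are libraries and bars are the mean with the SD of 3 replicates, and at every time point the 3 sob3-6 libraries lie above the 3 SOB3-D libraries.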

The three time points of ZT4, ZT9, and ZT24 were specifically chosen based on what is known about the regulation of hypocotyl growth as well as PIF activity in SD. In SD, hypocotyl growth mainly occurs at the end of the night, when high expression of *PIF4* and *PIF5* coincides with minimal post-translational repression of the *PIF*s by phytochromes and other inhibitory factors [19–21]. Therefore, we chose to test the ZT24 time point to investigate if AHLs might be preventing excessive growth at this time point by binding to and regulating the expression of *PIF*s and their target genes. On the other hand, we chose the other two time points because they represent times during the day (ZT4) or evening (ZT9) when PIF activity and growth are minimal. We reasoned that AHLs might be contributing to repression of growth at one or both of these time points, possibly by inhibiting *PIF* transcription and/or the expression of PIF-activated genes.

**Fig. 2:**
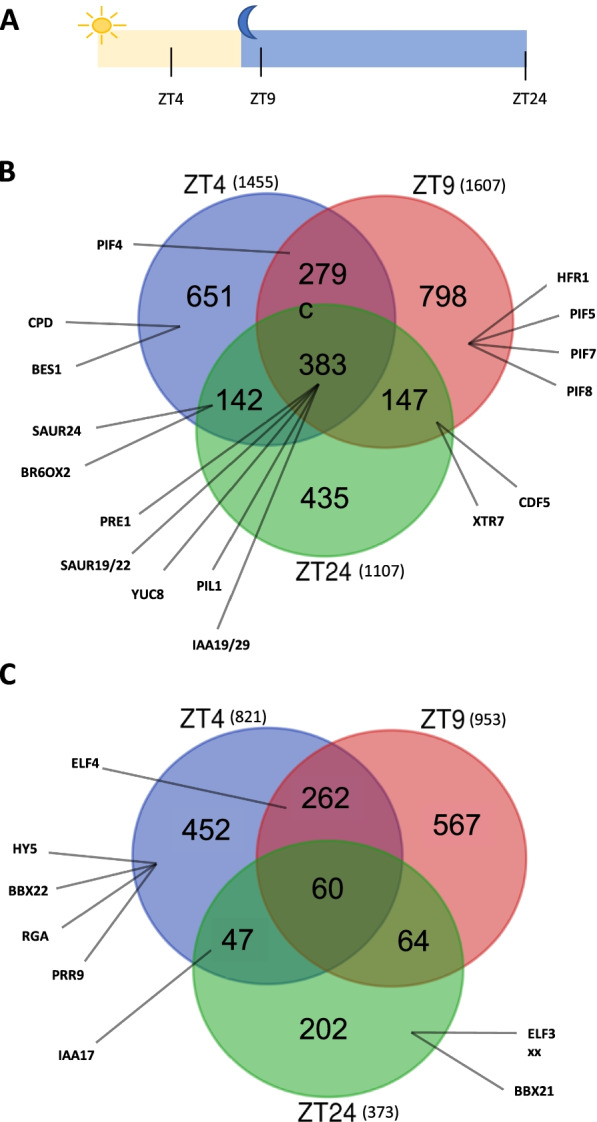
AHLs repress the expression of growth-promoting genes while also activating growth repressors. RNA-seq analysis of *SOB3-D* and *sob3-6* seedlings in SD. **A** SD photoperiod diagram depicting the time points used to harvest seedings for RNA-seq. The diagram starts at the beginning of day five and ends at the beginning of day six. **B**, **C** AHL-repressed (**B**) or -induced (**C**) nuclear-encoded genes identified from the RNA-seq data based on having higher or lower expression in *sob3-6* than *SOB3-D*, respectively. In (**B**), AHL-repressed *PIF*s, PIF-target genes, and BR-associated genes are named. In (**C**), AHL-induced growth repressors are named

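Among nuclear genes with a transcript at a mean of at least 0.5 CPM, 20516 at ZT4, 20462 at ZT9 and 20530 at ZT24, limma found 1409, 2088 and 1419 with an adjusted p under 0.05 between sob3-6 and SOB3-D. The replicate block raised these counts to 2034 at ZT4, 3416 at ZT9 and 2736 at ZT24. With 1 library left out, the count fell to as few as 502 at ZT4 (without SOB3-D replicate 2), 741 at ZT9 (without sob3-6 replicate 2) and 728 at ZT24 (without sob3-6 replicate 2).

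**Figure D2:**
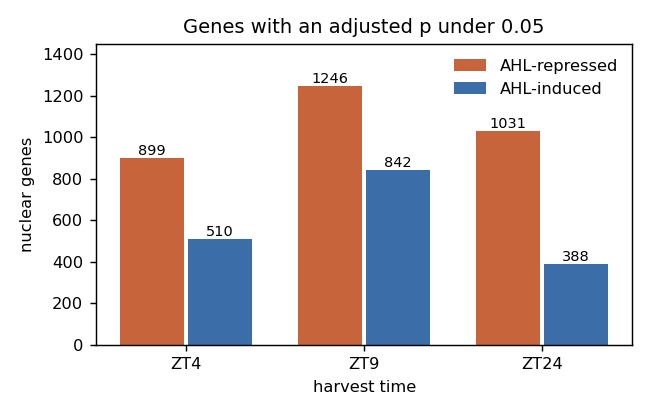
Number of AHL-repressed and AHL-induced nuclear genes at ZT4, ZT9 and ZT24 from limma on the deposited CPM values. The bars reach 899, 1246 and 1031 repressed genes and 510, 842 and 388 induced genes.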

EdgeR analysis of our RNA-seq data for *SOB3-D* and *sob3-6* revealed 2,276 differentially expressed genes at ZT4, 2,560 at ZT9, and 1,480 at ZT24 (Fig. 2B, C), indicating that SOB3 and/or other AHLs might have a greater impact on gene expression during the middle of the daytime and early during the evening than at dawn. Of these differentially expressed genes, substantially more, 2,835, were found to be repressed by AHLs (Fig. 2B) with only 1,654 induced by AHLs (Fig. 2C). This suggests that AHLs might act more often as transcriptional repressors than transcriptional activators in SD. Furthermore, the majority of genes are mis-regulated exclusively at only one time point. 

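At any time point, 2195 genes were AHL-repressed and 1427 were AHL-induced in the limma fits, and with the replicate block 3333 and 2553. By time point, 899 genes were repressed and 510 induced at ZT4, 1246 and 842 at ZT9, and 1031 and 388 at ZT24, so that repressed genes made up 63.8%, 59.7% and 72.7% of the calls. The split depended on how the libraries were scaled. With the size factors of DESeq2 it was 729 repressed and 674 induced genes at ZT4, 949 and 967 at ZT9, and 835 and 378 at ZT24, that is 52.0%, 49.5% and 68.8% repressed. With TMM rescaling, 703 genes were repressed and 585 induced at ZT4, 1033 and 908 at ZT9, and 978 and 413 at ZT24. With the library of 1 genotype and replicate number left out at each time point, the counts over the 3 time points fell. They were as low as 1082 repressed genes (without sob3-6 replicate 2) and 630 induced genes (without SOB3-D replicate 2).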

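Of the AHL-repressed genes, 1491 of 2195 (67.9%) were called at 1 time point only, and of the AHL-induced genes 1158 of 1427 (81.1%). The replicate block raised the second count to 1963. With 1 library left out at each time point, the counts fell to as few as 780 repressed genes without sob3-6 replicate 2. For induced genes they fell to as few as 540 without SOB3-D replicate 2.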

Among the AHL-repressed genes, 651 are uniquely repressed at ZT4, 798 at ZT9, and 435 at ZT24, which represents 23%, 28%, and 15% of all repressed genes, respectively (Fig. 2B). 

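In the limma fits, 350 genes were called AHL-repressed at ZT4 only, 656 at ZT9 only and 485 at ZT24 only, or 15.9%, 29.9% and 22.1% of the AHL-repressed genes. Leaving out the library of 1 genotype and replicate number at each time point moved these counts. They lay between 107 and 558 at ZT4, between 197 and 714 at ZT9, and between 304 and 436 at ZT24. The lowest counts came without SOB3-D replicate 2 at ZT4, SOB3-D replicate 1 at ZT9 and sob3-6 replicate 2 at ZT24.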

Consistent with the overall smaller number of AHL-induced compared to AHL-repressed genes, there are fewer uniquely induced genes at all time points: 452 at ZT4, 567 at ZT9, and 202 at ZT24 (Fig. 2C). 

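Genes called AHL-induced at a single time point numbered 297 at ZT4, 607 at ZT9 and 254 at ZT24. Leaving out 1 library at each time point gave between 115 and 375 at ZT4, between 127 and 624 at ZT9, and between 126 and 249 at ZT24. The lowest counts came without SOB3-D replicate 2 at ZT4, SOB3-D replicate 1 at ZT9 and sob3-6 replicate 2 at ZT24.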

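As shares of all AHL-induced genes, the genes called at a single time point came to 20.8% at ZT4, 42.5% at ZT9 and 17.8% at ZT24.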

The uniquely induced genes at ZT4 and ZT9 make up 28% and 26% of all induced genes respectively, whereas ZT24 represents only 13%. 

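Called at all 3 time points in the same direction were 277 AHL-repressed and 44 AHL-induced genes, which the replicate block raised to 464 and 91. The counts were as low as 110 without sob3-6 replicate 2 for repressed genes and 13 without SOB3-D replicate 2 for induced genes.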

Interestingly, there are relatively few genes mis-regulated at all three time points, particularly for the AHL-induced genes. 

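The genes called at all 3 time points were 12.6% of the AHL-repressed genes and 3.08% of the AHL-induced genes.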

Among induced genes, only 4% are mis-regulated at all three time points, whereas 13% are mis-regulated at all three time points for AHL-repressed genes (Fig. 2B, C). Collectively, these data suggest that the expression of most AHL-regulated genes is only affected by these transcription factors at certain times during the day.

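Whether the sob3-6/SOB3-D difference itself changed between time points was tested as an interaction in 1 limma fit of the 18 libraries. It differed between ZT4 and ZT9 for 307 genes, between ZT4 and ZT24 for 622 genes and between ZT9 and ZT24 for 845 genes (adjusted p under 0.05). The replicate block raised these counts to 643, 1203 and 1474. With 1 replicate number left out of all groups, they fell to as few as 9, 6 and 15, each without replicate 2. Of the 2649 calls made at 1 time point only in their direction, 944 (35.6%) had an interaction with at least 1 of the other time points.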

### AHLs regulate the expression of *PIF*s and their target genes to control growth of the hypocotyl in SD

At least one way by which AHLs inhibit growth is by reducing the expression of PIF-activated genes [18]. Therefore, we investigated how the expression of several PIF target genes are affected in our RNA-seq data, focusing on PIF-activated genes highlighted in a recent review [21]. Indeed, our transcriptomic data indicate that PIF target genes are repressed by AHLs throughout the day in SD-grown seedlings (Fig. 2B). 

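Of the 13 PIF target genes of Table S2, 12 had a positive log2 fold change sob3-6/SOB3-D at ZT4 and all 13 at ZT9 and ZT24, with medians of 0.89, 1.17 and 0.98. In the limma fits 7, 9 and 9 of them were AHL-repressed and 0 AHL-induced, and at an unadjusted p under 0.05 the counts were 11, 10 and 11 repressed and 1, 0 and 0 induced. With the replicate block 9, 10 and 11 were repressed. For the 26 named genes that the paper lists as PIF targets, PIFs, brassinosteroid-associated genes or growth repressors, 11, 14 and 11 were called in the transcript used for each gene when the adjustment covered all transcripts tested, and 23, 17 and 16 when adjusted over the list alone. The paper draws PIF targets and growth repressors from a review, and lists each of the 26 genes for a call at 1 or more time points in these libraries, so the second set of counts is not independent evidence.

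**Figure D3:**
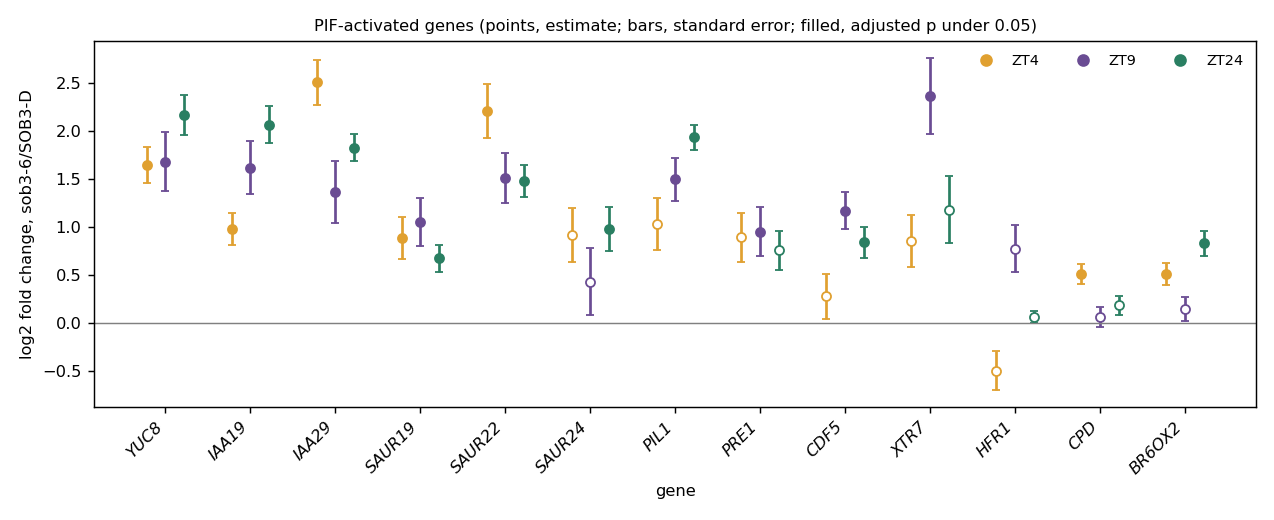
Log2 fold change sob3-6/SOB3-D of the 13 PIF target genes of Table S2 at ZT4, ZT9 and ZT24, with the standard error of the limma fit. The values run from -0.50 to 2.51 at ZT4, 0.063 to 2.37 at ZT9 and 0.063 to 2.17 at ZT24.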

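YUC8 (AT4G28720) lies on chromosome 4 from 14192569 to 14194302. YUC8 was read in sob3-6 against SOB3-D at 13.0 ± 0.746 against 3.86 ± 0.924 CPM at ZT4, 7.70 ± 1.78 against 2.17 ± 1.12 CPM at ZT9 and 28.4 ± 8.04 against 5.78 ± 0.829 CPM at ZT24 (SD, n = 3). YUC8 had a log2 fold change of 1.65 at ZT4, 1.68 at ZT9 and 2.17 at ZT24, with standard errors of 0.19, 0.31 and 0.21 and limma adjusted p of 0.00201, 0.0111 and 0.00073. IAA19 (AT3G15540) lies on chromosome 3 from 5264001 to 5265695. IAA19 was read in sob3-6 against SOB3-D at 10.8 ± 1.75 against 5.19 ± 0.574 CPM at ZT4, 11.9 ± 3.25 against 3.57 ± 1.38 CPM at ZT9 and 33.2 ± 3.58 against 7.72 ± 2.25 CPM at ZT24 (SD, n = 3). IAA19 had a log2 fold change of 0.98 at ZT4, 1.62 at ZT9 and 2.07 at ZT24, with standard errors of 0.17, 0.28 and 0.19 and limma adjusted p of 0.00977, 0.00831 and 0.000629. For both genes every sob3-6 library lay above its SOB3-D pair, in 3 of 3 pairs at each time point, as it did for the SAUR genes. SAUR22 (AT5G18050) lies on chromosome 5 from 5974341 to 5975087. SAUR22 was read in sob3-6 against SOB3-D at 5.66 ± 1.78 against 0.812 ± 0.305 CPM at ZT4, 1.89 ± 0.111 against 0.345 ± 0.131 CPM at ZT9 and 18.3 ± 0.542 against 6.36 ± 1.49 CPM at ZT24 (SD, n = 3). SAUR22 had a log2 fold change of 2.21 at ZT4, 1.51 at ZT9 and 1.48 at ZT24, with standard errors of 0.29, 0.26 and 0.17 and limma adjusted p of 0.00315, 0.00885 and 0.00159. SAUR19 (AT5G18010) lies on chromosome 5 from 5962773 to 5963405. SAUR19 was read in sob3-6 against SOB3-D at 6.98 ± 1.93 against 3.46 ± 0.255 CPM at ZT4, 2.25 ± 0.223 against 0.837 ± 0.253 CPM at ZT9 and 15.2 ± 1.37 against 9.37 ± 1.41 CPM at ZT24 (SD, n = 3). SAUR19 had a log2 fold change of 0.88 at ZT4, 1.05 at ZT9 and 0.67 at ZT24, with standard errors of 0.22, 0.25 and 0.14 and limma adjusted p of 0.0464, 0.0291 and 0.0208. Of its 84-base stretches, 0.545% occur in another gene. SAUR22 lost its ZT9 call without sob3-6 replicate 2 (adjusted p 0.0179 to 0.0542 over the 6 fits). SAUR19 kept its ZT4 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0203 to 0.139), that without sob3-6 replicate 1. SAUR19 also lost the ZT4 call with no filter on low values, a minimum mean of 5 CPM, TMM rescaling, edgeR's quasi-likelihood test and 1 transcript per gene (adjusted p 0.00327 to 0.062 over the alternatives with all libraries). SAUR19 kept its ZT9 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0467 to 0.123), those without sob3-6 replicate 3 and SOB3-D replicate 2. SAUR19 also lost the ZT9 call with DESeq2 (adjusted p 0.000811 to 0.111 over the alternatives with all libraries). SAUR19 kept its ZT24 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0194 to 0.0907), those without sob3-6 replicate 3 and SOB3-D replicate 1. A further family member in Table S2 is SAUR24 (AT5G18080, chromosome 5 from 5983683 to 5984308). SAUR24 had a log2 fold change of 0.92 at ZT4, 0.43 at ZT9 and 0.98 at ZT24, with standard errors of 0.28, 0.35 and 0.23 and limma adjusted p of 0.0917, 0.506 and 0.0347. SAUR24 passed at ZT4 with both of edgeR's exact tests, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0223 to 0.113 over the alternatives with all libraries). SAUR24 also passed at ZT4 without sob3-6 replicate 1 (adjusted p 0.0228 to 0.262 over the 6 fits). SAUR24 kept its ZT24 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0198 to 0.132), that without SOB3-D replicate 1. SAUR24 also lost the ZT24 call with one fit of all 18 libraries (adjusted p 0.00205 to 0.0569 over the alternatives with all libraries).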

Some PIF-activated genes were identified as AHL-repressed at all three time points, such as *YUC8*, *IAA19*, and two *SAUR*s (Fig. 2B), which are all growth promoting genes associated with the auxin pathway that have been also previously identified as genes directly repressed by the AHLs [5, 18]. Notably, we found that in addition to *IAA19*, the similarly functioning and PIF-target gene *IAA29* [22–24] is also repressed by the AHLs at all three time points (Fig. 2B). 

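IAA29 (AT4G32280) lies on chromosome 4 from 15583332 to 15584903. IAA29 was read in sob3-6 against SOB3-D at 9.67 ± 2.35 against 1.27 ± 0.333 CPM at ZT4, 11.2 ± 4.22 against 4.02 ± 1.67 CPM at ZT9 and 87.7 ± 11.3 against 24.4 ± 4.39 CPM at ZT24 (SD, n = 3). IAA29 had a log2 fold change of 2.51 at ZT4, 1.37 at ZT9 and 1.83 at ZT24, with standard errors of 0.23, 0.32 and 0.14 and limma adjusted p of 0.000741, 0.0285 and 0.000282, higher in sob3-6 in 3 of 3 pairs at each time point. IAA29 kept its ZT9 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0149 to 0.108), those without sob3-6 replicate 1 and SOB3-D replicate 2.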

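PIL1 (AT2G46970) lies on chromosome 2 from 19295431 to 19297858. PIL1 was read in sob3-6 against SOB3-D at 2.84 ± 1.02 against 1.09 ± 0.163 CPM at ZT4, 3.01 ± 0.216 against 0.743 ± 0.0991 CPM at ZT9 and 61.7 ± 4.57 against 15.9 ± 2.69 CPM at ZT24 (SD, n = 3). PIL1 had a log2 fold change of 1.03 at ZT4, 1.50 at ZT9 and 1.94 at ZT24, with standard errors of 0.27, 0.22 and 0.13 and limma adjusted p of 0.056, 0.00448 and 0.000165. PRE1 (AT5G39860) lies on chromosome 5 from 15957368 to 15958559. PRE1 was read in sob3-6 against SOB3-D at 9.71 ± 1.79 against 5.16 ± 1.78 CPM at ZT4, 2.39 ± 0.274 against 1.01 ± 0.340 CPM at ZT9 and 11.7 ± 3.05 against 6.61 ± 0.863 CPM at ZT24 (SD, n = 3). PRE1 had a log2 fold change of 0.89 at ZT4, 0.95 at ZT9 and 0.76 at ZT24, with standard errors of 0.26, 0.25 and 0.20 and limma adjusted p of 0.0762, 0.0447 and 0.059. Both were higher in sob3-6 in 3 of 3 pairs at each time point. PIL1 passed at ZT4 with the replicate block (adjusted p = 0.0338), and with no filter on low values, both of edgeR's exact tests and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.00152 to 0.107 over the alternatives with all libraries). PIL1 also passed at ZT4 without sob3-6 replicate 3 (adjusted p 0.0325 to 0.196 over the 6 fits). PRE1 passed at ZT4 with the replicate block (adjusted p = 0.029), and with both of edgeR's exact tests and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0129 to 0.109 over the alternatives with all libraries). PRE1 lost its ZT9 call in each of the 6 fits with 1 library left out (adjusted p 0.0535 to 0.138). PRE1 also lost the ZT9 call with a pseudocount of 0.1 CPM, edgeR's quasi-likelihood test, DESeq2 and the quasi-likelihood test with the replicate block (adjusted p 0.00765 to 0.162 over the alternatives with all libraries). PRE1 passed at ZT24 with the replicate block (adjusted p = 0.01), and with both of edgeR's exact tests and DESeq2, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.00885 to 0.076 over the alternatives with all libraries). PRE1 also passed at ZT24 without sob3-6 replicate 2 (adjusted p 0.0268 to 0.177 over the 6 fits).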

The PIF-activated genes *PIL1* and *PRE1* [25, 26] are also found among the AHL-repressed genes at all three time points (Fig. 2B). Notably, PRE1 promotes hypocotyl growth, likely at least in part by enhancing PIF protein activity [26–31]. Other PIF targets were only identified as AHL-repressed at one or two time points. For example, the growth-promoting gene *CDF5* [32] is found among the AHL-repressed genes at ZT9 and ZT24, but not at ZT4 (Fig. 2B). Additionally, some genes that are differentially regulated between *SOB3-D* and *sob3-6* at all three time points exhibit different fold changes in expression at the different time points, such as *SAUR22* (greatest fold change at ZT4), *SAUR19* (greatest fold change at ZT9), and IAA19 (greatest fold change at ZT24), (Table S2). Thus, AHLs appear to have quantitatively different effects on the expression of some PIF-regulated genes throughout the day.

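CDF5 (AT1G69570) lies on chromosome 1 from 26161528 to 26163715. CDF5 was read in sob3-6 against SOB3-D at 7.07 ± 1.57 against 5.78 ± 1.57 CPM at ZT4, 11.7 ± 1.34 against 4.98 ± 1.24 CPM at ZT9 and 39.4 ± 9.11 against 21.5 ± 2.83 CPM at ZT24 (SD, n = 3). CDF5 had a log2 fold change of 0.28 at ZT4, 1.17 at ZT9 and 0.84 at ZT24, with standard errors of 0.24, 0.19 and 0.16 and limma adjusted p of 0.534, 0.00719 and 0.0155, positive in 3 of 3 pairs at each time point. The change did not pass the threshold for a difference between time points. The interaction was 0.89 on the log2 scale for ZT9 minus ZT4 (limma adjusted p = 0.214) and 0.56 for ZT24 minus ZT4 (limma adjusted p = 0.409). CDF5 has 53.8% of its 84-base stretches on the opposite strand in another gene's transcript, and the paper's text does not name whether the counting used strand. CDF5 lost its ZT24 call without either SOB3-D replicate 1 or SOB3-D replicate 2 (adjusted p 0.0165 to 0.057 over the 6 fits).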

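The highest of the 3 log2 fold changes was at ZT4 for SAUR22, at ZT9 for SAUR19 and at ZT24 for IAA19. None of these changes between time points passed the threshold in the limma interaction test. SAUR22 differed by -0.70 on the log2 scale at ZT9 minus ZT4 (standard error 0.33, limma adjusted p = 0.442) and by -0.73 at ZT24 minus ZT4 (standard error 0.33, limma adjusted p = 0.286). SAUR19 differed by -0.38 at ZT24 minus ZT9 (standard error 0.27, limma adjusted p = 0.59) and by 0.17 at ZT9 minus ZT4 (standard error 0.27, limma adjusted p = 0.909). IAA19 differed by 1.08 at ZT24 minus ZT4 (standard error 0.34, limma adjusted p = 0.1) and by 0.45 at ZT24 minus ZT9 (standard error 0.34, limma adjusted p = 0.62). IAA19 at ZT24 minus ZT4 passed with the replicate block (limma adjusted p = 0.0136), while without 1 replicate number the adjusted p ranged from 0.126 to 0.486.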

In addition to finding that many PIF targets are repressed by AHLs, our data also indicate that AHLs repress the expression of *PIF*s themselves in SD. Specifically, *PIF4* is among the AHL-repressed genes at ZT4 and ZT9, while *PIF5*, *7*, and *8* are repressed exclusively at ZT9 (Fig. 2B). These data suggest that AHLs regulate the expression of *PIF*s during the daytime and early in the evening, but not late in the night. 

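PIF4 (AT2G43010) lies on chromosome 2 from 17886101 to 17889087. PIF4 was read in sob3-6 against SOB3-D at 187 ± 27.6 against 138 ± 4.97 CPM at ZT4, 156 ± 12.3 against 54.7 ± 4.94 CPM at ZT9 and 104 ± 11.0 against 85.2 ± 6.19 CPM at ZT24 (SD, n = 3). PIF4 had a log2 fold change of 0.43 at ZT4, 1.51 at ZT9 and 0.28 at ZT24, with standard errors of 0.11, 0.10 and 0.092 and limma adjusted p of 0.0582, 0.000119 and 0.111, positive in 3 of 3 pairs at each time point. PIF4 passed at ZT4 with the replicate block (adjusted p = 0.0433), and with edgeR's exact test without normalization factors, one fit of all 18 libraries and one fit of all 18 libraries with the replicate block (adjusted p 0.00531 to 0.121 over the alternatives with all libraries). PIF4 passed at ZT24 with the replicate block (adjusted p = 0.0178), and with the quasi-likelihood test with the replicate block (adjusted p 0.0178 to 0.217 over the alternatives with all libraries). PIF5 (AT3G59060) lies on chromosome 3 from 21827905 to 21830837. PIF7 (AT5G61270) lies on chromosome 5 from 24638491 to 24640765. PIF8 (AT4G00050) lies on chromosome 4 from 17639 to 20183. At ZT9 the log2 fold change was 0.78 (standard error 0.17, limma adjusted p = 0.0213) for PIF5 and 0.65 (standard error 0.17, limma adjusted p = 0.0422) for PIF7. For PIF8 it was 0.49 (standard error 0.13, limma adjusted p = 0.0491), and each of the 3 genes was positive in 3 of 3 pairs. PIF5 kept its ZT9 call in 2 of the 6 fits with 1 library left out (adjusted p 0.00371 to 0.0946), those without sob3-6 replicate 3 and SOB3-D replicate 1. PIF7 kept its ZT9 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0362 to 0.145), those without sob3-6 replicate 1 and SOB3-D replicate 3. PIF7 also lost the ZT9 call with no filter on low values, TMM rescaling, edgeR's quasi-likelihood test and DESeq2 (adjusted p 0.00068 to 0.0919 over the alternatives with all libraries). PIF8 lost its ZT9 call in each of the 6 fits with 1 library left out (adjusted p 0.0572 to 0.156). PIF8 also lost the ZT9 call with no filter on low values, TMM rescaling, edgeR's quasi-likelihood test, edgeR's exact test with TMM factors, DESeq2 and 1 transcript per gene (adjusted p 0.0215 to 0.172 over the alternatives with all libraries). At ZT4 and ZT24 the changes of PIF5 were 0.33 and 0.29, of PIF7 -0.10 and 0.36, and of PIF8 -0.46 and -0.10, none with an adjusted p under 0.05 in the transcript used. Of the 4 transcripts of PIF5, 1 passed at ZT24 (log2 fold change of 0.31, adjusted p = 0.0469 in limma), so PIF5 is among the genes counted as AHL-repressed at ZT24. PIF5 passed at ZT24 with the replicate block (adjusted p = 0.0325), and with the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0325 to 0.239 over the alternatives with all libraries). PIF8 passed at ZT4 with edgeR's exact test with TMM factors and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0242 to 0.138 over the alternatives with all libraries). PIF7 has 11.6% of its 84-base stretches on the opposite strand in another gene's transcript.

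**Figure D4:**
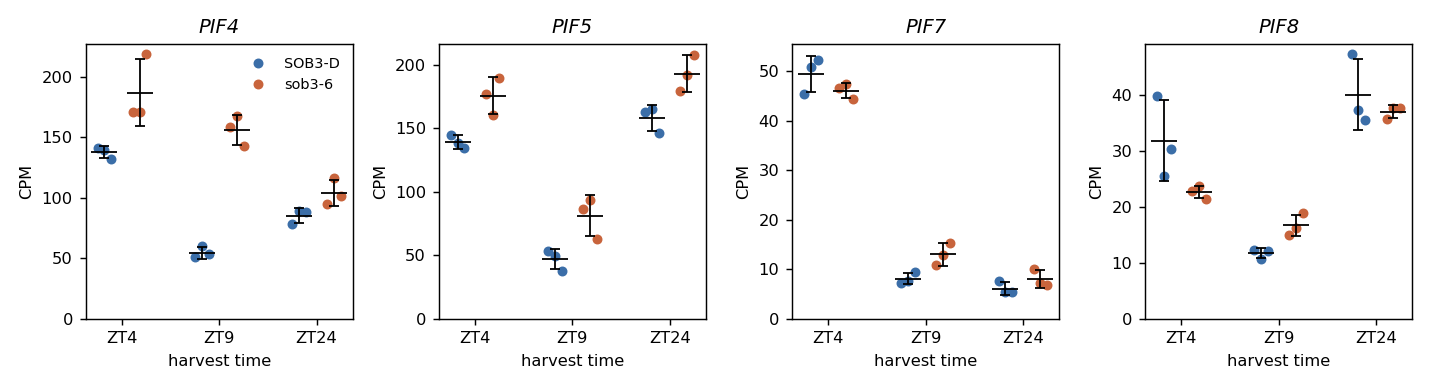
Level of PIF4, PIF5, PIF7 and PIF8 in CPM in each library of SOB3-D and sob3-6 at ZT4, ZT9 and ZT24. Points are libraries and bars are the mean with the SD of 3 replicates.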

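The limma test of the change between time points gave, for PIF4, a difference of log2 fold changes of 1.08 at ZT9 minus ZT4 (standard error 0.15, limma adjusted p = 0.0013). It was -1.22 at ZT24 minus ZT9 (standard error 0.15, limma adjusted p = 0.000251) and -0.15 at ZT24 minus ZT4 (standard error 0.15, limma adjusted p = 0.714). PIF8 differed at ZT9 minus ZT4 by 0.95 (standard error 0.20, limma adjusted p = 0.0199). PIF5 and PIF7 passed the threshold in neither comparison, with adjusted p from 0.184 to 0.948 for PIF5 and from 0.139 to 0.64 for PIF7. The replicate block brought PIF5 at ZT24 minus ZT9 (adjusted p = 0.0249 in limma) and PIF7 at ZT9 minus ZT4 (adjusted p = 0.0118) past it. PIF5 also passed without replicate 3, at ZT9 minus ZT4 (adjusted p = 0.0442 in limma) and at ZT24 minus ZT9 (adjusted p = 0.0143). PIF4 lost its call at ZT9 minus ZT4 without replicate 1 or replicate 2 (adjusted p of up to 0.113), and kept it at ZT24 minus ZT9 in all 3 fits without 1 replicate number (up to 0.0468). PIF8 at ZT9 minus ZT4 lost its call in each of those fits (0.0977 to 0.206).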

Remarkably, this is in contrast to the effect of AHLs on the expression of PIF target genes described in the previous paragraph, which appears instead to persist throughout the entire day. Therefore, AHLs likely inhibit hypocotyl growth in SD at least in part by reducing the expression of PIF-activated genes, which is likely partially a downstream consequence of AHLs repressing expression of the *PIF*s themselves.

### AHLs repress brassinosteroid biosynthesis genes and activate the expression of growth repressors to regulate hypocotyl growth in SD

Our RNA-seq data also indicate that AHLs likely repress brassinosteroid (BR) biosynthesis downstream of the PIFs as well as BR signaling. *CPD* and *BR6OX2*, both PIF4-activated genes that encode enzymes involved in brassinosteroid biosynthesis [33, 34], are found among the ZT4 AHL-repressed genes, while *BR6OX2* also falls into this group at ZT24 (Fig. 2B). 

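CPD (AT5G05690) lies on chromosome 5 from 1702640 to 1706948. CPD was read in sob3-6 against SOB3-D at 147 ± 15.0 against 103 ± 5.02 CPM at ZT4, 140.5 ± 19.0 against 134 ± 7.97 CPM at ZT9 and 337 ± 45.3 against 294 ± 15.8 CPM at ZT24 (SD, n = 3). CPD had a log2 fold change of 0.51 at ZT4, 0.063 at ZT9 and 0.19 at ZT24, with standard errors of 0.10, 0.11 and 0.10 and limma adjusted p of 0.0189, 0.781 and 0.314. BR6OX2 (AT3G30180) lies on chromosome 3 from 11810726 to 11813883. BR6OX2 was read in sob3-6 against SOB3-D at 48.7 ± 6.69 against 33.8 ± 1.83 CPM at ZT4, 29.3 ± 1.13 against 26.7 ± 4.63 CPM at ZT9 and 74.9 ± 7.96 against 42.1 ± 7.82 CPM at ZT24 (SD, n = 3). BR6OX2 had a log2 fold change of 0.51 at ZT4, 0.15 at ZT9 and 0.83 at ZT24, with standard errors of 0.12, 0.13 and 0.13 and limma adjusted p of 0.0367, 0.547 and 0.0067. CPD was higher in sob3-6 in 3 of 3 pairs at ZT4, and BR6OX2 in 3 of 3 pairs at ZT4 and ZT24 and in 2 of 3 at ZT9. CPD lost its ZT4 call without any 1 of sob3-6 replicate 1, SOB3-D replicate 2 and SOB3-D replicate 3 (adjusted p 0.0241 to 0.0878 over the 6 fits). BR6OX2 kept its ZT4 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0129 to 0.14), that without sob3-6 replicate 3.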

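BES1 (AT1G19350) lies on chromosome 1 from 6688463 to 6691216. BES1 was read in sob3-6 against SOB3-D at 146 ± 26.5 against 106 ± 18.7 CPM at ZT4, 186 ± 23.9 against 177 ± 19.8 CPM at ZT9 and 175 ± 9.18 against 196 ± 17.9 CPM at ZT24 (SD, n = 3). BES1 had a log2 fold change of 0.47 at ZT4, 0.067 at ZT9 and -0.15 at ZT24, with standard errors of 0.17, 0.12 and 0.081 and limma adjusted p of 0.142, 0.788 and 0.315, higher in sob3-6 in 3 of 3 pairs at ZT4, 2 of 3 at ZT9 and 0 of 3 at ZT24. BES1 passed at ZT4 with the replicate block (adjusted p = 0.0103), and with one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.00032 to 0.192 over the alternatives with all libraries). BES1 has 28.3% of its 84-base stretches on the opposite strand in another gene's transcript.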

We further found that like *CPD*, *BES1*, which encodes a key transcription factor involved in BR-mediated hypocotyl growth [35, 36], is specifically repressed by AHLs at ZT4 (Fig. 2B). Taken together, these data suggest that in SD, the repressive effect of AHLs on hypocotyl growth is likely caused in part by them inhibiting the BR pathway.

Besides repressing the expression of genes that promote hypocotyl growth in SD, our RNA-seq data also indicate that AHLs activate the expression of growth repressors. Specifically, eight growth repressors highlighted in the Favero et al*.* review [21] are among the AHL-induced genes we identified from our RNA-seq experiment (Fig. 2C). Of these eight genes, six were identified as AHL-induced only at a single time point. 

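The 8 growth repressors, HY5, BBX21, BBX22, RGA, PRR9, ELF3, ELF4 and IAA17, had median log2 fold changes sob3-6/SOB3-D of -0.53 at ZT4, -0.22 at ZT9 and -0.29 at ZT24. At ZT4 none was higher in sob3-6 and 4 were called AHL-induced by limma, at ZT9 1 was called and at ZT24 2 were. With the replicate block 5, 2 and 3 were called.

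**Figure D5:**
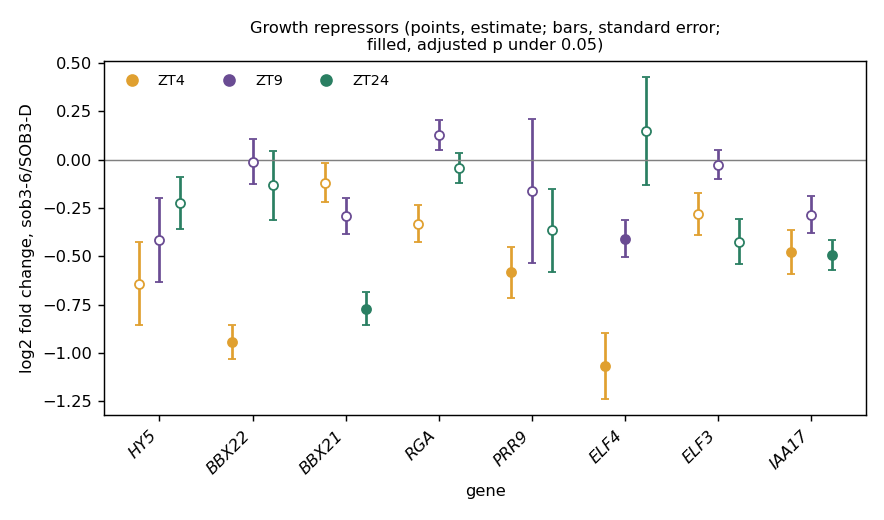
Log2 fold change sob3-6/SOB3-D of 8 growth repressors at ZT4, ZT9 and ZT24, with the standard error of the limma fit. The values run from -1.07 to -0.12 at ZT4, -0.42 to 0.13 at ZT9 and -0.77 to 0.15 at ZT24.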

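Between time points, the log2 fold change of 4 of the 8 genes differed in the limma interaction test. BBX22 differed by 0.93 at ZT9 minus ZT4 (standard error 0.19, limma adjusted p = 0.0171) and by 0.81 at ZT24 minus ZT4 (standard error 0.19, limma adjusted p = 0.0271). BBX21 differed by -0.65 at ZT24 minus ZT4 (standard error 0.13, limma adjusted p = 0.0135). RGA differed by 0.46 at ZT9 minus ZT4 (standard error 0.11, limma adjusted p = 0.0481) and ELF4 by 1.22 at ZT24 minus ZT4 (standard error 0.22, limma adjusted p = 0.00676). Leaving out 1 replicate number raised the adjusted p to 0.425 for BBX22 at ZT9 minus ZT4 and 0.396 at ZT24 minus ZT4, both without replicate 2. It rose to 0.278 for BBX21 without replicate 2, 0.445 for RGA without replicate 1 and 0.201 for ELF4 without replicate 1. The RGA call was also lost with TMM rescaling (adjusted p = 0.0701), edgeR's quasi-likelihood test (0.0819) and 1 transcript per gene (0.0518). The ELF4 call was also lost with edgeR's quasi-likelihood test (adjusted p = 0.161). At ZT24 ELF4 lay near 0.5 CPM in both genotypes, where the added 0.5 CPM understates a change. Its call held with pseudocounts of 0.1 and 1 CPM.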

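HY5 (AT5G11260) lies on chromosome 5 from 3593335 to 3595073. HY5 was read in sob3-6 against SOB3-D at 10.9 ± 2.26 against 17.4 ± 4.31 CPM at ZT4, 11.9 ± 4.33 against 15.5 ± 1.27 CPM at ZT9 and 11.6 ± 0.580 against 13.7 ± 2.04 CPM at ZT24 (SD, n = 3). HY5 had a log2 fold change of -0.64 at ZT4, -0.42 at ZT9 and -0.22 at ZT24, with standard errors of 0.22, 0.22 and 0.13 and limma adjusted p of 0.12, 0.279 and 0.379, lower in sob3-6 in 2 of 3 pairs at each time point. HY5 passed at ZT4 with edgeR's exact test with TMM factors and DESeq2 (adjusted p 0.0237 to 0.145 over the alternatives with all libraries). HY5 passed at ZT9 without sob3-6 replicate 1 (adjusted p 0.0289 to 0.566 over the 6 fits). BBX22 (AT1G78600) lies on chromosome 1 from 29566863 to 29568931. BBX22 was read in sob3-6 against SOB3-D at 57.7 ± 3.83 against 111 ± 0.726 CPM at ZT4, 50.3 ± 8.00 against 50.3 ± 1.76 CPM at ZT9 and 8.73 ± 1.13 against 9.73 ± 2.14 CPM at ZT24 (SD, n = 3). BBX22 had a log2 fold change of -0.94 at ZT4, -0.012 at ZT9 and -0.13 at ZT24, with standard errors of 0.088, 0.12 and 0.18 and limma adjusted p of 0.000741, 0.968 and 0.719. PRR9 (AT2G46790) lies on chromosome 2 from 19232607 to 19235179. PRR9 was read in sob3-6 against SOB3-D at 50.7 ± 7.62 against 76.0 ± 9.51 CPM at ZT4, 1.31 ± 0.723 against 1.45 ± 0.483 CPM at ZT9 and 6.76 ± 1.79 against 8.72 ± 1.38 CPM at ZT24 (SD, n = 3). PRR9 had a log2 fold change of -0.58 at ZT4, -0.16 at ZT9 and -0.37 at ZT24, with standard errors of 0.13, 0.37 and 0.21 and limma adjusted p of 0.0351, 0.844 and 0.367. BBX22 and PRR9 were both lower in sob3-6 in 3 of 3 pairs at ZT4. PRR9 kept its ZT4 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0138 to 0.129), that without sob3-6 replicate 3. PRR9 also lost the ZT4 call with one fit of all 18 libraries (adjusted p 0.0031 to 0.191 over the alternatives with all libraries). PRR9 has 24.9% of its 84-base stretches in another gene's transcript.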

Four growth repressors, including *HY5* and *BBX22*, are AHL-induced specifically at ZT4. Notably, HY5 and BBX22 proteins are protected from COP1-mediated degradation only in the presence of light [37, 38], thus AHLs appear to activate *HY5* and *BBX22* specifically when their encoded proteins are able to contribute to hypocotyl growth repression, i.e. during the daytime [39–41]. *BBX22*’s close homolog, *BBX21*, on the other hand, is one of two genes we found to be AHL-induced only at ZT24; however, BBX21 is unlikely to contribute to growth repression at the end of the night, since it, like BBX22, is largely degraded in a COP1-dependent manner in darkness [41, 42]. In addition to these six growth repressors, two were identified as AHL-induced at two different time points: *ELF4* at both ZT4 and ZT9 and *IAA17* at both ZT4 and ZT24. Collectively, our RNA-seq data suggest that AHLs inhibit hypocotyl growth in SD by not only repressing the expression of PIF-activated, growth-promoting genes, but also by increasing the expression of growth repressors, particularly during the daytime.

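BBX21 (AT1G75540) lies on chromosome 1 from 28365824 to 28367738. BBX21 was read in sob3-6 against SOB3-D at 87.9 ± 8.91 against 95.2 ± 5.52 CPM at ZT4, 83.8 ± 8.91 against 102 ± 1.29 CPM at ZT9 and 109 ± 12.1 against 186 ± 4.19 CPM at ZT24 (SD, n = 3). BBX21 had a log2 fold change of -0.12 at ZT4, -0.29 at ZT9 and -0.77 at ZT24, with standard errors of 0.10, 0.10 and 0.084 and limma adjusted p of 0.541, 0.0905 and 0.00127, lower in sob3-6 in 3 of 3 pairs at ZT9 and ZT24. BBX21 passed at ZT9 with the replicate block (adjusted p = 0.0379), and with one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0273 to 0.144 over the alternatives with all libraries). ELF3 (AT2G25930) lies on chromosome 2 from 11058944 to 11063324. ELF3 was read in sob3-6 against SOB3-D at 26.8 ± 2.56 against 32.7 ± 2.22 CPM at ZT4, 114 ± 2.75 against 116 ± 3.09 CPM at ZT9 and 23.7 ± 3.16 against 31.8 ± 2.76 CPM at ZT24 (SD, n = 3). ELF3 had a log2 fold change of -0.28 at ZT4, -0.026 at ZT9 and -0.42 at ZT24, with standard errors of 0.11, 0.075 and 0.12 and limma adjusted p of 0.177, 0.879 and 0.0659, lower in sob3-6 in 3 of 3 pairs at each time point. ELF3 passed at ZT24 with the replicate block (adjusted p = 0.0387), and with both of edgeR's exact tests and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0113 to 0.106 over the alternatives with all libraries). ELF3 also passed at ZT24 without sob3-6 replicate 3 (adjusted p 0.029 to 0.193 over the 6 fits).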

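ELF4 (AT2G40080) lies on chromosome 2 from 16734294 to 16734953. ELF4 was read in sob3-6 against SOB3-D at 5.77 ± 1.02 against 12.6 ± 1.70 CPM at ZT4, 59.2 ± 6.005 against 78.5 ± 2.24 CPM at ZT9 and 0.627 ± 0.212 against 0.508 ± 0.0995 CPM at ZT24 (SD, n = 3). ELF4 had a log2 fold change of -1.07 at ZT4, -0.41 at ZT9 and 0.15 at ZT24, with standard errors of 0.17, 0.10 and 0.28 and limma adjusted p of 0.00813, 0.0274 and 0.806, lower in sob3-6 in 3 of 3 pairs at ZT4 and ZT9 and in 1 of 3 at ZT24. ELF4 kept its ZT9 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0463 to 0.0934), that without sob3-6 replicate 3. ELF4 also lost the ZT9 call with one fit of all 18 libraries and one fit of all 18 libraries with the replicate block (adjusted p 0.0022 to 0.0989 over the alternatives with all libraries). IAA17 (AT1G04250) lies on chromosome 1 from 1136078 to 1138663. IAA17 was read in sob3-6 against SOB3-D at 52.3 ± 3.33 against 73.4 ± 9.94 CPM at ZT4, 35.4 ± 2.96 against 43.1 ± 1.45 CPM at ZT9 and 46.7 ± 3.39 against 65.8 ± 3.08 CPM at ZT24 (SD, n = 3). IAA17 had a log2 fold change of -0.48 at ZT4, -0.28 at ZT9 and -0.49 at ZT24, with standard errors of 0.11, 0.10 and 0.079 and limma adjusted p of 0.0409, 0.101 and 0.00719, lower in 3 of 3 pairs at each time point. IAA17 kept its ZT4 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0311 to 0.153), that without SOB3-D replicate 1. IAA17 passed at ZT9 with the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0223 to 0.188 over the alternatives with all libraries).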

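From the changes of the PIF targets, the PIFs, the brassinosteroid-associated genes and the growth repressors together, the paper proposes that AHLs inhibit hypocotyl growth in short days both by repressing growth-promoting genes and by raising growth repressors. Of the 52 named gene and time point pairs in the lists of Fig. 2B and C, 52 had the same sign in the deposited values, and 41 passed the adjusted p threshold in the limma fits.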

### Changes in SOB3 binding do not explain the differential regulation of genes at ZT4, ZT9, and ZT24 in SD

Since our RNA-seq data show that AHLs regulate somewhat different sets of genes at different times during the day, we next investigated if SOB3 binding to DNA changes throughout the day in SD by performing ChIP-seq at the same three time points used for RNA-seq (Fig. 2A; Table S3). Genes bound by SOB3 in at least two of the three replicates for a given time point were considered SOB3-bound genes for subsequent analyses (Fig. 3, yellow outline), which resulted in 14,718 genes at ZT4, 14,226 genes at ZT9, and 14,778 genes at ZT24. When these genes were compared to each other, we found that most genes are bound by SOB3 at all three time points (Fig. 4). Interestingly, there are a smaller number of genes that are only bound at one or two time points (Fig. 4). These observations suggest that SOB3 is mostly binding to similar genes at these time three points.

**Fig. 3:**
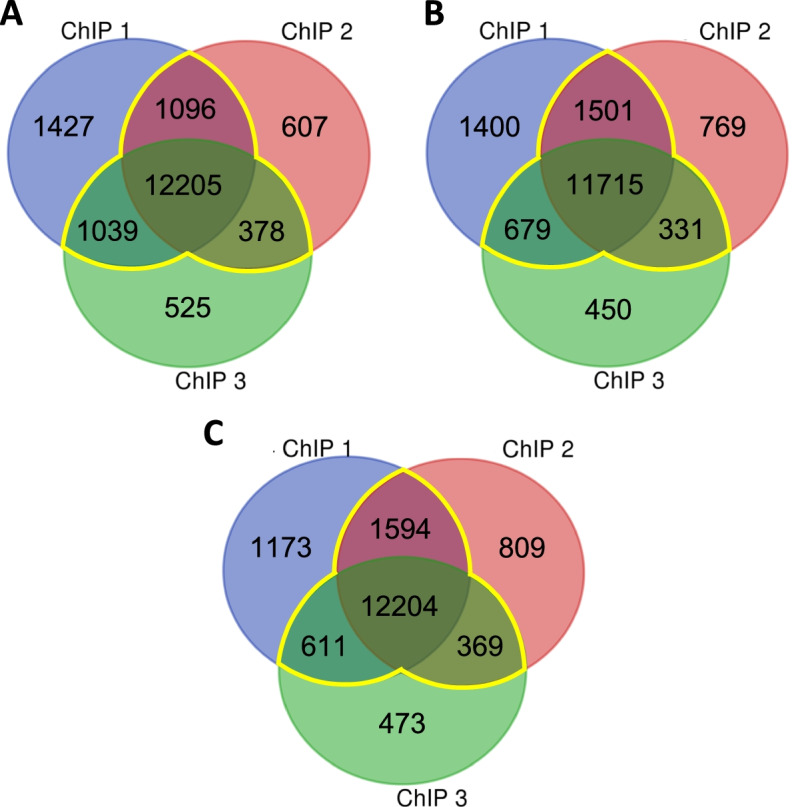
SOB3 binds a similar number of genes at ZT4, ZT9, and ZT24. Overlap between genes found to be bound by SOB3 in different replicates of the ChIP-seq experiment at A) ZT4, B) ZT9, or C) ZT24. ChIP 1 is the first replicate, ChIP 2 is the second replicate, and ChIP 3 is the third replicate. Yellow outlines indicate genes that were used for subsequent analysis, i.e. those bound in at least two replicates within a time point

**Fig. 4:**
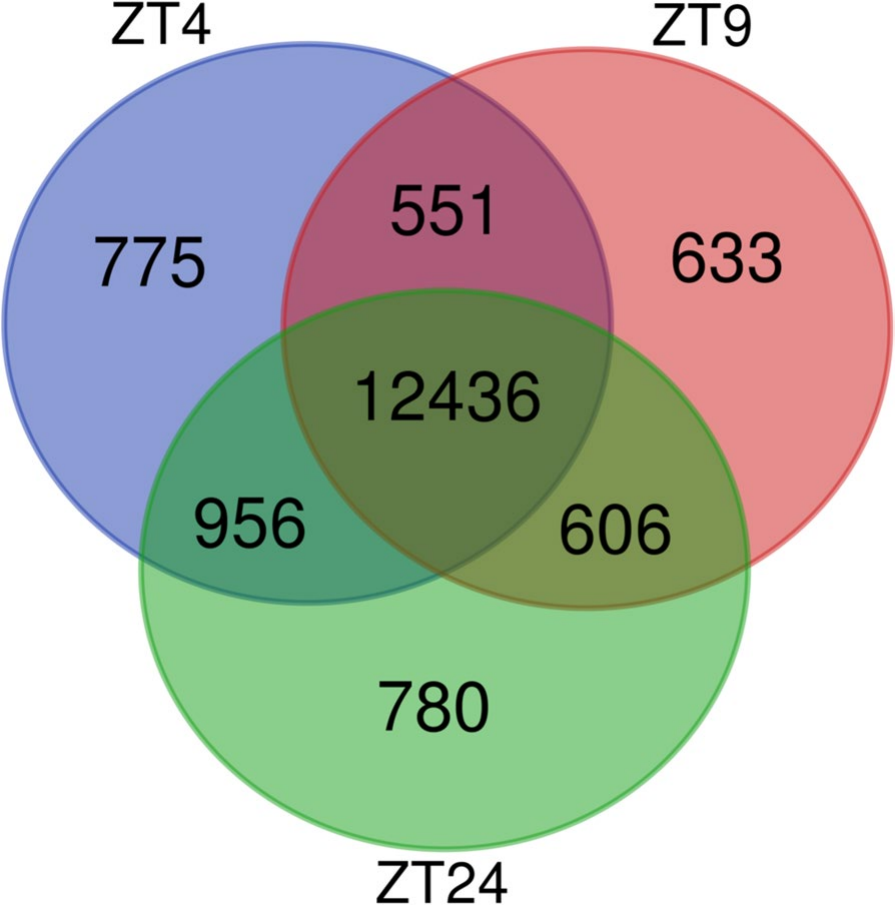
Most SOB3-bound genes are bound at ZT4, ZT9, and ZT24. Overlap between genes bound by SOB3 in at least two ChIP-seq replicates at each time point

Next, we looked at the distribution of SOB3 binding sites in order to evaluate how SOB3 is functioning in the genome. We observed that the majority of binding sites are in close proximity to a transcription start site (promoter-TSS) (Fig. 5). Additionally, SOB3 has few binding events within genes bodies, with 5% of binding events occurring in exons and 3% occurring in introns. Favero et al. similarly observed that SOB3 mainly binds genomic regions located outside of gene bodies, with a high proportion of binding events occurring in promoter-TSS regions [18]. Interestingly, each time point has the same percentage of binding events in each of the five categories. The high proportion of binding events observed in promoter-TSS regions at all three time points lends further support to previous findings which indicate that SOB3 functions as a transcription factor [1, 4, 6, 14, 16, 17, 43–51], and further suggests that this role of SOB3 remains consistent throughout the day. In addition, when the binding patterns from the three time points are compared, we observe nearly identical binding of SOB3 at all three time points (Fig. 6), suggesting that this transcription factor largely binds to similar loci throughout the day. Therefore, it is unlikely that a change in binding to target genes explains the different effects of AHLs on gene expression at ZT4, ZT9 and ZT24.

**Fig. 5:**
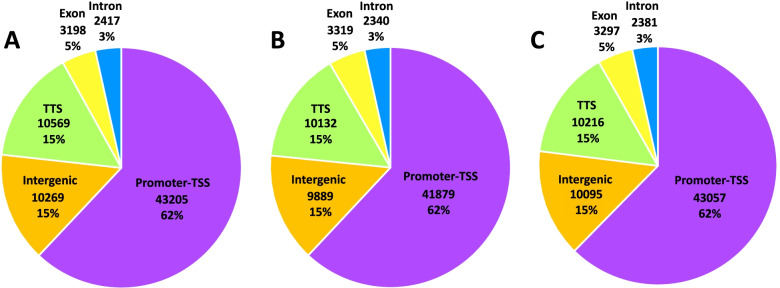
SOB3 binds the same types of genomic regions at different time points. SOB3 binding pattern distribution determined from the ChIP-seq data based on annotations obtained using HOMER software. Distribution of SOB3 binding at **A** ZT4, **B** ZT9, and **C** ZT24. Promoter-TSS is defined as -1,000 bp to + 100 bp in relation to a transcription start site. TTS is defined as -100 bp to + 1000 bp in relation to a transcription termination site

**Fig. 6:**
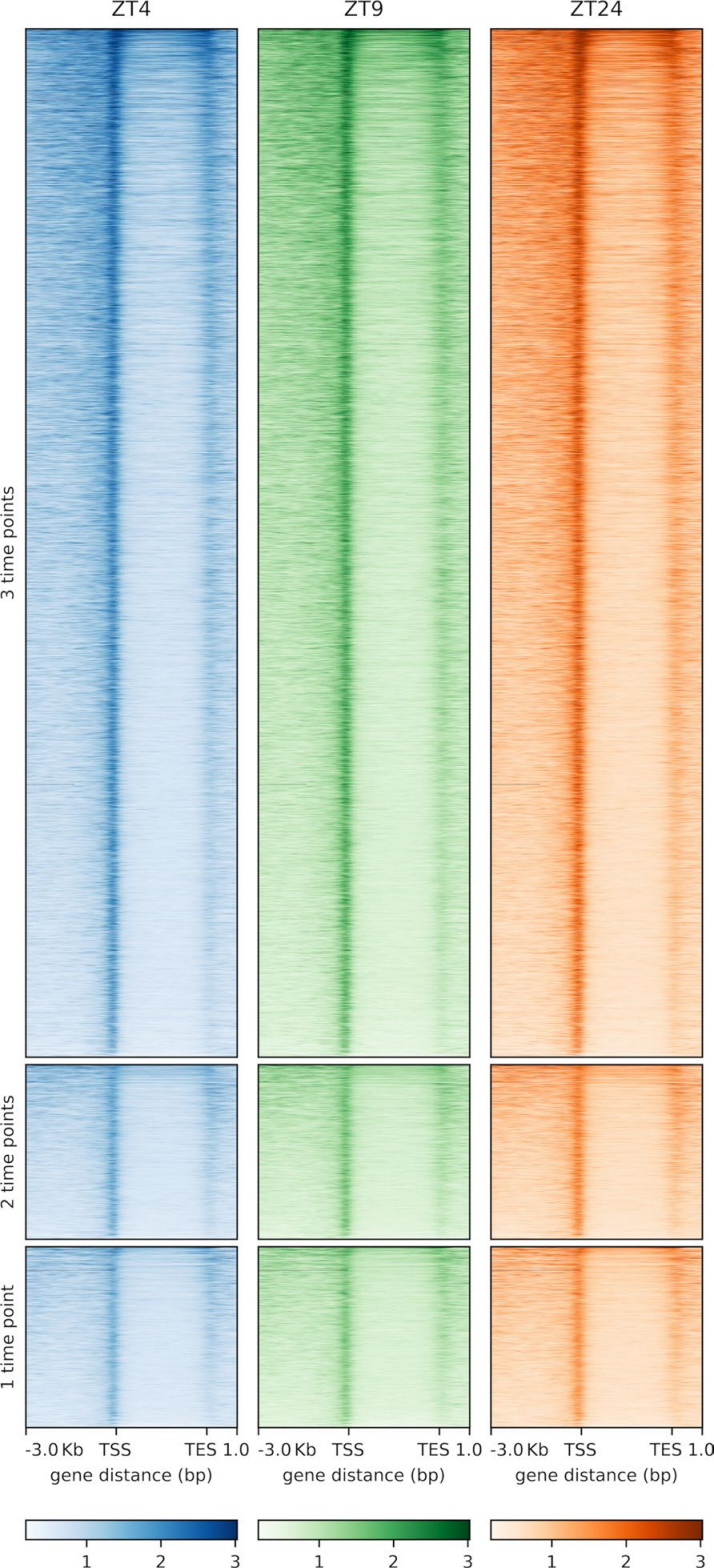
SOB3 exhibits similar binding to target genes at ZT4, ZT9, and ZT24. Distribution of SOB3 binding, as determined from the ChIP-seq data, to genes identified as SOB3-bound at one, two, or three time points

### Motifs associated with TCPs and PIFs are highly enriched within the SOB3 ChIP-seq data

We then used MEME-ChIP to conduct motif enrichment analysis of the ChIP-seq data [52]. This analysis showed the GGHCCA motif, which resembles sequences bound by TCPs [53–56], as the most enriched motif in all replicates for all time points (Fig. 7). This motif is also much more highly enriched compared to all other motifs in every replicate and at every time point, which suggests an intimate relationship between AHLs and the TCPs in SD. The GGHCCA motif was also seen as the most enriched motif in a recent paper by Favero et al. that examined the effects of SOB3 in long days on petiole growth [18]. As noted in their paper, this motif is likely the most enriched in this data set because TCPs and AHLs have been shown to physically interact [6, 53, 54, 57]. As such, this motif is likely bound by TCPs that are in a SOB3 protein-DNA complex. Our MEME-ChIP analysis also revealed enrichment of other types of motifs at all three time points (Fig. 7). One such motif is CACRYG, which is similar to sequences bound by PIFs [25, 26, 54, 56, 58–60]. This is particularly interesting given our findings from the RNA-seq data that the expression of several PIF-activated genes are repressed by the AHLs. Therefore, it is likely that AHLs bind directly to the promoters of PIF targets and regulate their expression in SD, which also appears to be happening in the context of petiole growth [18]. Various AT-rich motifs are also highly ranked at all three time points. Some of these, including AWATAAWA, AWAATAW, TATWTWW, ATAWWATA, and TATTWTW, exclusively contain adenine and thymine residues and are similar to motifs that have been demonstrated to be bound by other AHLs, including AHL12, AHL20, and AHL25, in vitro [4, 6, 14, 16, 17, 51, 54, 56]. These motifs may be bound by SOB3 itself and/or other AHL family members found in complex with SOB3. Notably, the motifs ARAGAVA or ARASAVA are also present in all replicates from all time points and could be bound by AHLs since they are also AT-rich. However, this possibility seems unlikely, since from a structural perspective, four consecutive A/T base pairs appear to be needed to accommodate binding by an AT-hook [61].

**Fig. 7:**
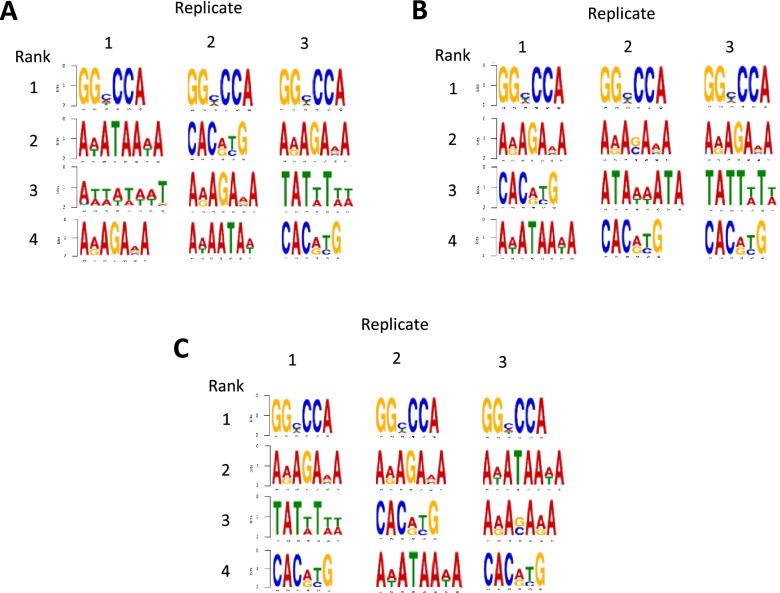
Motifs associated with TCP-binding, PIF4-binding, and AHL-binding are all enriched in regions bound by SOB3. Top 4 enriched motifs from the ChIP-seq data at each time point: **A** ZT4, **B** ZT9, and **C** ZT24. Enriched motifs were identified in the 300 bp regions surrounding SOB3 peaks using CentriMo and DREME software in MEME-Suite.

### GO term enrichment shows AHLs directly induce genes associated with similar processes at ZT4 and ZT9, but not at ZT24

Next, to identify genes that are directly regulated by AHLs, we compared our RNA-seq and ChIP-seq results. We identified 1,042 genes as directly repressed by AHLs at ZT4, 1,183 at ZT9, and 771 at ZT24. Interestingly, we found fewer genes were directly induced by AHLs with 595 at ZT4, 604 at ZT9, and 301 at ZT24 (Fig. 8). Thus, it appears that AHLs are likely acting as both repressors and activators of transcription in SD. However, it also appears that AHLs have a bias towards acting as repressors, which is in agreement with what we had inferred earlier based on the RNA-seq data alone. Notably, this bias of AHLs towards acting as transcriptional repressors seems to be particularly high at ZT24. Comparing SOB3-bound AHL-regulated genes at each time point, we see that 64% of them are repressed at ZT4 and 66% at ZT9, while 72% of them are repressed at ZT24 (Fig. 8).

**Fig. 8:**
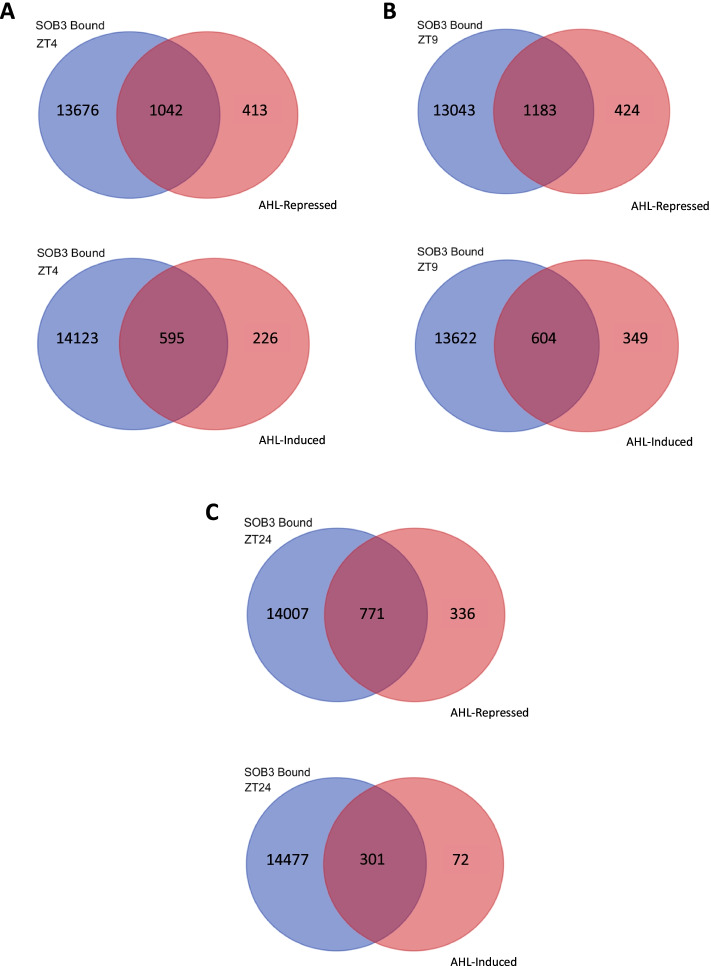
SOB3-bound genes are more frequently repressed than activated by AHLs in SD. Overlap between AHL-repressed or AHL-induced genes identified from the RNA-seq data and SOB3-bound genes identified from ChIP-seq at each of the three time points tested: **A** ZT4, **B** ZT9, and **C** ZT24

To further investigate differences in the genes directly regulated by AHLs based on time point, we compared GO term enrichment among the different time points for the genes we identified as direct targets of AHLs. The top enriched GO terms among genes that are directly repressed by AHLs largely include those involved in responses to the external environment and by extension, the internal responses that would follow (Fig. 9). Terms such as “response to endogenous stimulus”, “response to organic substance”, “response to stimulus”, and “response to hormone stimulus” are among the top repressed GO terms for all time points. However, there are some notable differences when ZT24 is compared to ZT4 and ZT9. For example, “catalytic activity” appears as the second highest GO term among directly repressed genes at ZT24, but is much lower for ZT4 and is not present within the top 25 for ZT9. There are also other interesting time point-specific findings within the GO terms of repressed genes, such as “response to auxin stimulus,” which is highly enriched at ZT4 and ZT24, but not at ZT9. Additionally, “response to brassinosteroid stimulus”, “protein phosphorylated amino acid binding”, and “phosphoprotein binding is highly enriched at ZT4. Contrastingly, “light-harvesting complex” and “chlorophyll binding” are both highly enriched specifically at ZT9. The top GO terms among genes directly induced by AHLs for both ZT4 and ZT9 time points are “chloroplast part”, “plastid” or “plastid part”, and “chloroplast”, but the top GO terms for the ZT24 time point are entirely different and include, “transcription factor activity”, “transcription regulator activity”, and “response to hormone stimulus”. Moreover, the top functions unrelated to chloroplast function that are associated with directly induced genes at ZT24 are mostly functions that are also highly enriched among directly repressed targets at this time point. Taking these data together, it seems that there are somewhat specific processes being regulated by the AHLs at the different time points, but that ZT4 and ZT9 share more similarities when compared with ZT24.

**Fig. 9:**
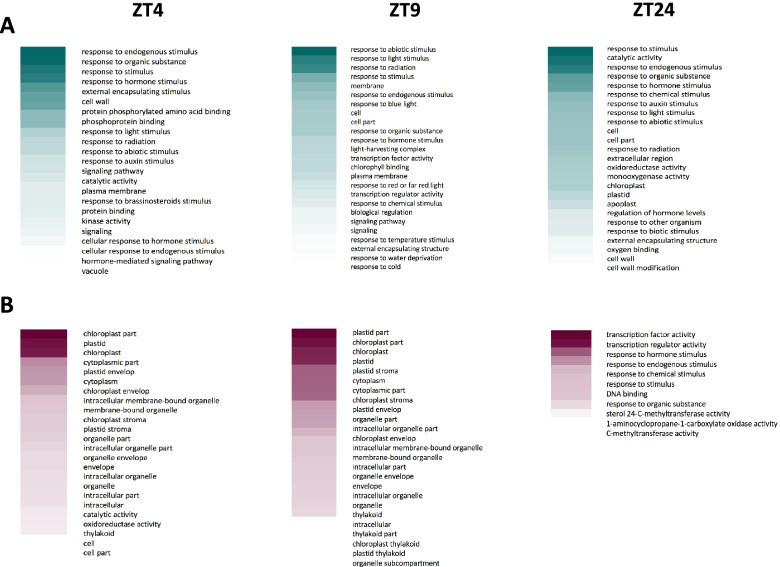
AHLs directly regulate the expression of somewhat different types of genes at ZT4, ZT9, and ZT24. Top 25 most enriched GO terms among genes identified as SOB3-bound and AHL-repressed (**A**), or SOB3-bound and AHL-induced (**B**) at ZT4, ZT9 or ZT24. The relative *P* value for each GO term is indicated by color, with darker shades representing smaller *P* values

### Changes in binding of SOB3 to target genes do not explain differential regulation of genes by AHLs at ZT4, ZT9, and ZT24

Finally, we returned to the question of whether differences in SOB3 binding at ZT4, ZT9, and ZT24 might explain the time point-specific effects of the AHLs on gene expression. First, we examined if and at which time points the AHL-regulated genes identified from our RNA-seq data and specifically highlighted in Figs. 2B and 2C are bound by SOB3. We found that nearly all of these genes are bound by SOB3, based on our ChIP-seq data, at all three time points (Table S4). Importantly, genes such as *CPD*, *BES1*, *HY5*, and *BBX22* are bound by SOB3 at ZT4, ZT9, and ZT24, despite being subject to AHL regulation at only one of the three time points (Fig S1). These data suggest that time point-specific regulation of target genes by AHLs is not achieved through differences in transcription factor binding. To further test this hypothesis, we examined the binding distribution of SOB3 specifically to genes identified as AHL-repressed (Fig. 10) or AHL-induced (Fig. 11) at only one or two time points. Using this approach, we again observed similar binding profiles for SOB3 at all three time points. Lastly, we examined if changes in the level of SOB3 enrichment on target genes could explain the time point-specific effects of AHLs on gene expression (Figs S2 and S3). However, we did not observe changes in SOB3 enrichment between the three time points that were likely to explain the time point-specific effects of the AHLs on the expression of target genes. This further indicates that time of day-specific effects of the AHLs on gene expression are not caused by differences in binding of these transcription factors to their target genes.

**Fig. 10:**
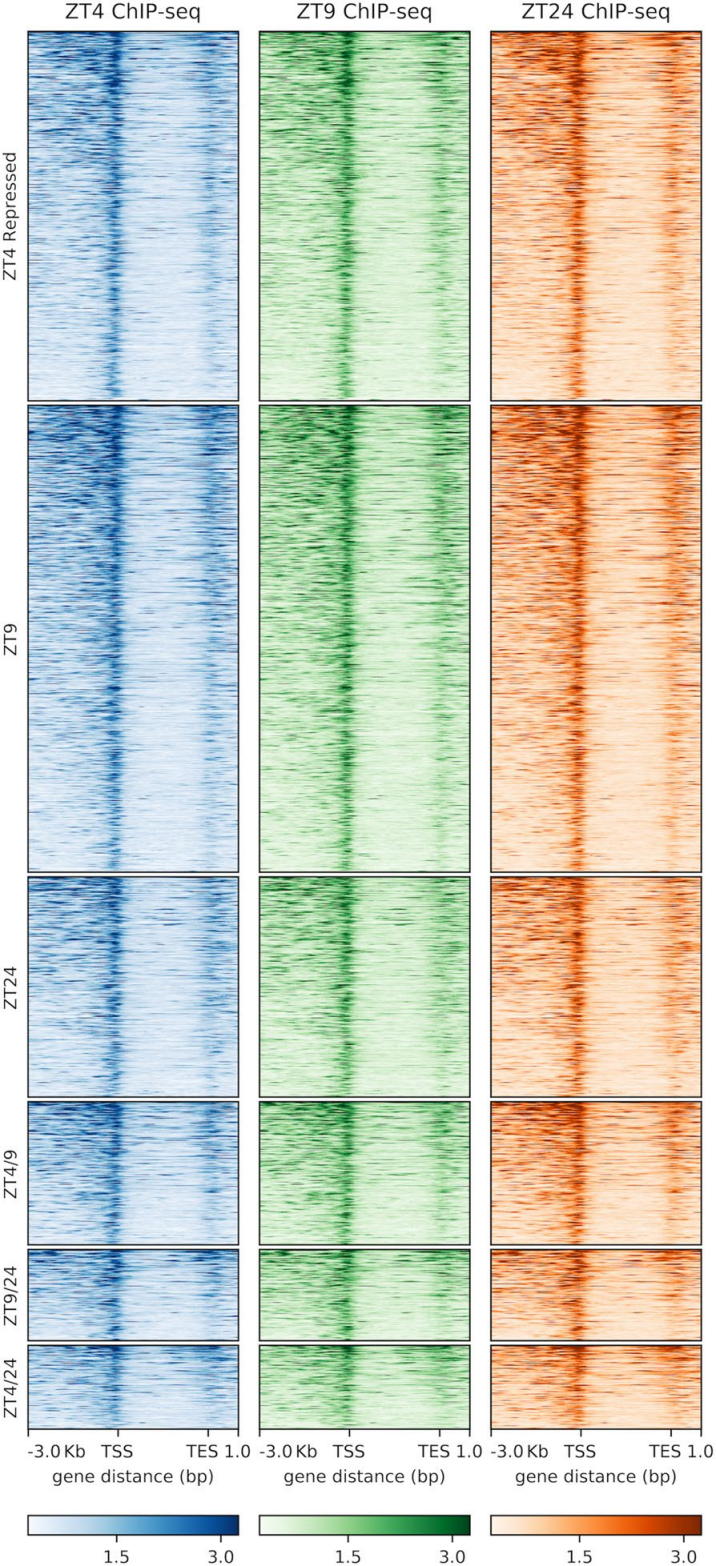
SOB3 exhibits similar binding to genes identified as directly repressed by AHLs at ZT4, ZT9, and ZT24. Distribution of SOB3 binding, as determined from the ChIP-seq data, to genes identified as both SOB3-bound and AHL-repressed at only one or two time points

**Fig. 11:**
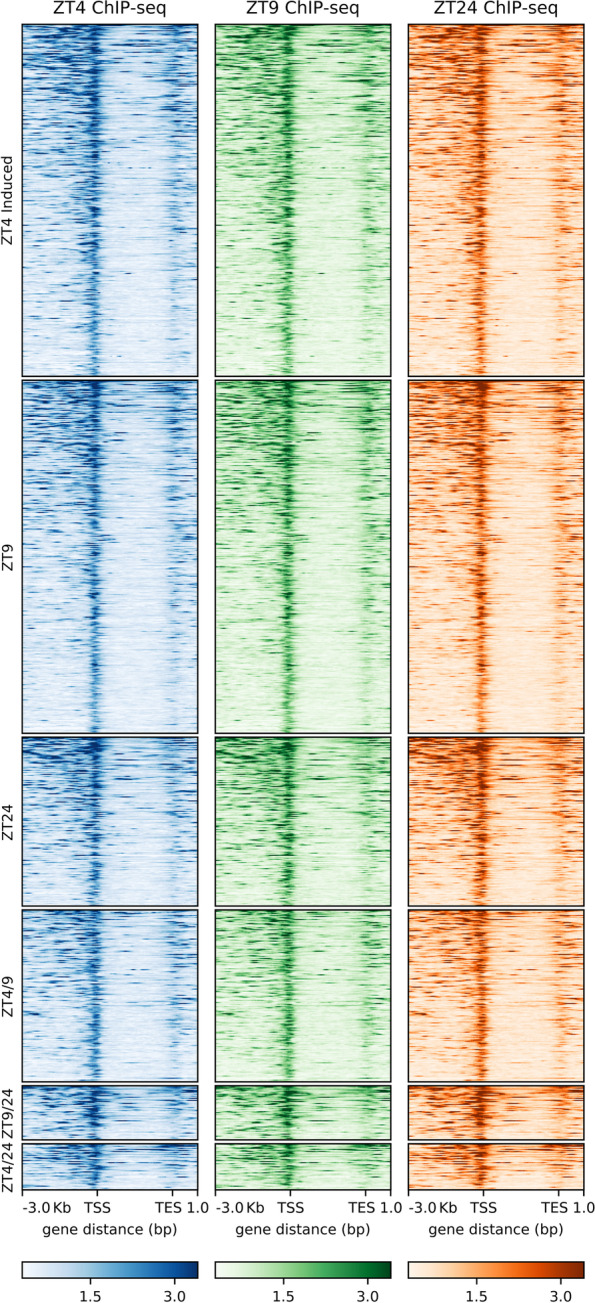
SOB3 exhibits similar binding to genes identified as directly induced by AHLs at ZT4, ZT9, and ZT24. Distribution of SOB3 binding, as determined from the ChIP-seq data, to genes identified as both SOB3-bound and AHL-induced at only one or two time points

## Discussion

### AHLs regulate growth as well as the expression of specific genes throughout SD

SOB3 and other AHLs have been shown to be involved in light-mediated hypocotyl development in continuous white light and LD [1, 4–6, 8, 10]. Firstly, we showed here that SOB3 is also able to affect growth of the hypocotyl in SD (Fig. 1), as has been reported previously for AHL22 [4]. Next, we conducted RNA-seq at three different time points (ZT4, ZT9, and ZT24) to identify mis-regulated genes that may be involved in growth and development of the hypocotyl (Fig. 2). By testing three different time points throughout SD, we were hoping to uncover mis-regulation of genes that may be overlooked by only testing one time point. 

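The number of nuclear genes with a transcript at a mean of at least 5 CPM was 15866 at ZT4, 15889 at ZT9 and 15866 at ZT24. Genes with any read numbered 23856, 23764 and 23946. With every library thinned to 6012747 mapped reads in 10 draws, the median number of AHL-regulated genes was 1276 at ZT4, 1908 at ZT9 and 1268 at ZT24. The median residual SD of log2 values was 0.175 at ZT4, 0.170 at ZT9 and 0.148 at ZT24. At an unadjusted p under 0.05, 4550 nuclear genes differed at ZT4, 5094 at ZT9 and 4546 at ZT24.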

In fact, our data suggest that AHLs have a greater impact on gene expression during the middle of the daytime and early during the evening than at the end of the night (Fig. 2 B, C), although it is possible that there are simply fewer genes expressed in seedlings at ZT24 than at ZT4 and ZT9. Additionally, we found that the majority of genes are mis-regulated at exclusively one time point. These data suggest that AHL-regulated genes are largely affected at specific times during the day.

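For genes called at a single time point in their direction, the other 2 time points still gave 5232 values that could be compared. A gene called in opposite directions at 2 time points can be among them, which lowers the share with the same sign. Such genes numbered 19 for ZT4 and ZT9, 25 for ZT4 and ZT24 and 71 for ZT9 and ZT24. Of these, 3635 (69.5%) had the same sign as the call, 71.8% for AHL-repressed and 66.4% for AHL-induced genes. For AHL-repressed genes the share was 83.2% when called at ZT4, 76.2% at ZT9 and 57.6% at ZT24. For AHL-induced genes it was 64.6%, 66.1% and 69.4%. An unadjusted p under 0.05 with the same sign was found for 1336 of the 5232 values (25.5%).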

### AHLs regulate *PIFs* and PIF-target genes, including the newly identified *PRE1, PIL1, HFR1*, *CDF5, *and *XTR7*, in SD

In order to understand more about the specific effects SOB3 and other AHLs may be having on growth, we focused on *PIF*s and PIF-target genes. We found growth-promoting genes known to be activated by PIFs and involved in auxin biosynthesis (*YUC8*, [62]) or signaling (*SAUR*s *19/22*, [25, 26, 63, 64], and *IAA*s *19/29,* [22–24]) are repressed by AHLs at all time points (Fig. 2B). On the other hand, the *PIF*s themselves (*4*, *5*, *7*, and *8*), and *BES1*, which is involved in BR signaling [35] are only repressed at one or two time points (Fig. 2B). Notably, BES1 and PIF4 are known to function together in a complex that activates the expression of growth-promoting genes [26, 34], and our data suggest that AHLs reduce activity of this complex particularly at ZT4 by repressing the expression of both *BES1* and *PIF4* at this time point (Fig. 2B). Additionally, we identified the PIF-regulated BR biosynthesis genes *CPD* and *BR6OX2* [33, 34] as directly repressed at ZT4 (Fig. 2B, Table S4), suggesting that AHLs likely further reduce BES1-PIF4 complex activity at this time point by reducing BR biosynthesis, consequently decreasing the quantity of active BES1.

Besides *CPD* and *BR6OX2*, we have also identified five PIF target genes that are repressed and have not been previously described as repressed by AHLs: *PRE1, PIL1, HFR1*, *CDF5,* and *XTR7* (Fig. 2B). *PRE1* and *PIL1* are repressed at all time points. *PRE1* promotes PIF- and BR-mediated regulation of cell elongation [26–31]. On the other hand, PIL1, recently renamed PIF2 [65], is a PIF that functions in an atypical manner. PIL1 represses activation of gene expression, and consequently growth, by other PIF family members within a negative feedback loop [66–68]. In contrast to *PRE1* and *PIL1*, *HFR1* is only repressed at ZT9 (Fig. 2B)*. 

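HFR1 (AT1G02340) lies on chromosome 1 from 465616 to 467880. HFR1 was read in sob3-6 against SOB3-D at 22.8 ± 6.75 against 31.7 ± 4.70 CPM at ZT4, 16.4 ± 1.88 against 9.78 ± 3.43 CPM at ZT9 and 128 ± 4.58 against 123 ± 5.46 CPM at ZT24 (SD, n = 3). HFR1 had a log2 fold change of -0.50 at ZT4, 0.78 at ZT9 and 0.063 at ZT24, with standard errors of 0.20, 0.25 and 0.065 and limma adjusted p of 0.189, 0.0851 and 0.626, higher in sob3-6 in 3 of 3 pairs at ZT9, 1 of 3 at ZT4 and 2 of 3 at ZT24. HFR1 passed at ZT9 with the replicate block (adjusted p = 0.0438), and with both of edgeR's exact tests and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0216 to 0.104 over the alternatives with all libraries). HFR1 passed at ZT4 without sob3-6 replicate 3 (adjusted p 0.0414 to 0.462 over the 6 fits).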

HFR1* also represses PIF-mediated activation of gene expression and growth as part of a negative feedback loop [69–72]. *CDF5* and *XTR7* are both repressed by SOB3 at ZT9 and ZT24, but not at ZT4 (Fig. 2B). 

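XTR7 (AT4G14130) lies on chromosome 4 from 8137020 to 8138392. XTR7 was read in sob3-6 against SOB3-D at 22.6 ± 4.54 against 12.7 ± 4.68 CPM at ZT4, 113 ± 57.7 against 21.2 ± 10.7 CPM at ZT9 and 168 ± 90.2 against 70.6 ± 26.7 CPM at ZT24 (SD, n = 3). XTR7 had a log2 fold change of 0.86 at ZT4, 2.37 at ZT9 and 1.18 at ZT24, with standard errors of 0.27, 0.40 and 0.35 and limma adjusted p of 0.103, 0.00766 and 0.0809, positive in 3 of 3 pairs at each time point. XTR7 passed at ZT24 with the replicate block (adjusted p = 4.5e-05), and with both of edgeR's exact tests, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 3.78e-05 to 0.187 over the alternatives with all libraries). XTR7 passed at ZT4 with both of edgeR's exact tests, DESeq2 and one fit of all 18 libraries with the replicate block (adjusted p 0.0307 to 0.208 over the alternatives with all libraries). XTR7 has 26.6% of its 84-base stretches on the opposite strand in another gene's transcript.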

CDF5 promotes the expression of some PIF-activated genes, including *YUC8* and *IAA19*, and consistently also plays a positive role in hypocotyl growth [32]. XTR7 (also known as XTH15) is a cell wall-modifying enzyme that has been shown to positively regulate petiole elongation [73]. Given the many similarities between the molecular mechanisms that regulate hypocotyl and petiole growth [21], it is likely that XTR7 also promotes hypocotyl elongation; thus, the effect of the AHLs on hypocotyl growth in SD may be caused in part by their repressive effect on *XTR7*.

Additionally, microtubules have been shown to be involved in elongation of the hypocotyl in Arabidopsis [74, 75]. In fact, several genes encoding microtubule associated proteins (MAPs) were found to be repressed by SOB3 in our RNA-seq data. For example, *MAP65-6*, whose protein localizes to the mitochondria and binds microtubules [76] was repressed at ZT4 and ZT9 and bound by SOB3 at all time points. 

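MAP65-6 (AT2G01910) lies on chromosome 2 from 416021 to 420661. MAP65-6 was read in sob3-6 against SOB3-D at 85.9 ± 1.67 against 63.2 ± 8.17 CPM at ZT4, 99.0 ± 7.73 against 75.9 ± 2.14 CPM at ZT9 and 81.3 ± 4.94 against 74.3 ± 4.26 CPM at ZT24 (SD, n = 3). MAP65-6 had a log2 fold change of 0.45 at ZT4, 0.38 at ZT9 and 0.13 at ZT24, with standard errors of 0.11, 0.086 and 0.076 and limma adjusted p of 0.0398, 0.0255 and 0.374, positive in 3 of 3 pairs at each time point. MAP65-6 kept its ZT4 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0309 to 0.161), that without SOB3-D replicate 3. MAP65-6 also lost the ZT4 call with TMM rescaling, edgeR's quasi-likelihood test and DESeq2 (adjusted p 0.00262 to 0.0673 over the alternatives with all libraries). MAP65-6 kept its ZT9 call in 2 of the 6 fits with 1 library left out (adjusted p 0.0425 to 0.11), those without sob3-6 replicate 1 and sob3-6 replicate 3. MAP65-6 also lost the ZT9 call with TMM rescaling, edgeR's quasi-likelihood test and DESeq2 (adjusted p 0.00638 to 0.0731 over the alternatives with all libraries).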

A microtubule stabilizing gene, *WDL4* [77, 78], was repressed at ZT9 and bound by SOB3 at all time points. It fact, it was recently discovered that *WDL4* acts to modulate auxin maxima by regulating PIN trafficking during apical hook formation [79]. Therefore, our data show that SOB3 could partially control hypocotyl elongation in SD by repressing *MAP*s.

Our RNA-seq data also indicate that AHLs activate the expression of growth repressors in SD. We specifically identified growth repressors discussed in Favero et al. 21, such as *HY5, BBX21-22*, *ELF4,* and *IAA17*, as AHL-induced (Fig. 2C). However, it is interesting to note that while Favero et al. [18] observed higher expression of *BIN2* in *SOB3-D* compared to *sob3-6* using 14-day-old plants grown in LD and harvested at ZT4, we did not find *BIN2* to be differentially regulated between the two mutants at ZT4, ZT9, or ZT24. Therefore, while AHLs might inhibit growth by promoting BIN2-mediated phosphorylation and subsequently degradation of PIF3 and PIF4 [80, 81] by enhancing the expression of *BIN2* in juvenile rosettes [18], AHLs likely do not inhibit growth through this pathway in seedlings, at least those growing in SD. 

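BIN2 (AT4G18710) lies on chromosome 4 from 10296138 to 10301228. BIN2 was read in sob3-6 against SOB3-D at 198 ± 13.2 against 183 ± 12.9 CPM at ZT4, 264 ± 8.99 against 263 ± 3.604 CPM at ZT9 and 300.1 ± 26.9 against 351 ± 6.28 CPM at ZT24 (SD, n = 3). BIN2 had a log2 fold change of 0.12 at ZT4, 0.0074 at ZT9 and -0.23 at ZT24, with standard errors of 0.10, 0.077 and 0.076 and limma adjusted p of 0.525, 0.97 and 0.118, below 0 in 3 of 3 pairs at ZT24. Of the 84-base stretches of BIN2, 2.93% occur in another gene's transcript. BIN2 passed at ZT24 with the replicate block (adjusted p = 0.0335), and with the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0307 to 0.177 over the alternatives with all libraries).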

Given that we and the Favero et al. [18] study identified *RGA* as up-regulated in *SOB3-D* compared to *sob3-6* at ZT4 (Fig. 2C), AHLs might repress hypocotyl growth in SD partly by promoting DELLA-mediated PIF degradation and inhibition of PIF binding to target genes [82–84] specifically at this time point.

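RGA (AT2G01570) lies on chromosome 2 from 255247 to 257568. RGA was read in sob3-6 against SOB3-D at 102 ± 5.08 against 129 ± 9.65 CPM at ZT4, 90.4 ± 1.86 against 82.8 ± 4.17 CPM at ZT9 and 154 ± 11.5 against 159 ± 11.3 CPM at ZT24 (SD, n = 3). RGA had a log2 fold change of -0.33 at ZT4, 0.13 at ZT9 and -0.044 at ZT24, with standard errors of 0.094, 0.079 and 0.079 and limma adjusted p of 0.0729, 0.368 and 0.797, lower in sob3-6 in 3 of 3 pairs at ZT4, 0 of 3 at ZT9 and 2 of 3 at ZT24. RGA passed at ZT4 with the replicate block (adjusted p = 0.0483), and with edgeR's exact test with TMM factors, DESeq2 and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.00816 to 0.101 over the alternatives with all libraries).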

An important question is if PIF target genes are actually regulated directly by AHLs, as is suggested by both our ChIP-seq data and that from the Favero et al. [18] study. It is conceivable that the down-regulation of PIF targets that is observed in *SOB3-D* compared to *sob3-6* might simply be a downstream consequence of less PIF activity in *SOB3-D*, given that we found *PIF4*, *5*, *7*, and *8* are all AHL-repressed (Fig. 2B) and AHLs might promote DELLA-mediated degradation of PIFs, as described above. However, while these mechanisms might reduce PIF activity and consequently the activation of PIF target genes at ZT4 and ZT9, they do not appear to explain the negative effect of AHLs on the expression of these genes at ZT24. 

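PHYA (AT1G09570) lies on chromosome 1 from 3095160 to 3100819. PHYA was read in sob3-6 against SOB3-D at 243 ± 8.56 against 139.8 ± 12.6 CPM at ZT4, 358 ± 20.1 against 178 ± 13.9 CPM at ZT9 and 576 ± 76.2 against 575 ± 91.1 CPM at ZT24 (SD, n = 3). PHYA had a log2 fold change of 0.80 at ZT4, 1.00 at ZT9 and 0.0058 at ZT24, with standard errors of 0.10, 0.092 and 0.13 and limma adjusted p of 0.00244, 0.000608 and 0.987. PHYC (AT5G35840) lies on chromosome 5 from 14007812 to 14011848. PHYC was higher in sob3-6 at ZT24, with a log2 fold change of 0.35 (standard error 0.076, limma adjusted p = 0.0266). PHYC kept its ZT24 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0491 to 0.0828), that without sob3-6 replicate 3. PHYC also lost the ZT24 call with DESeq2 (adjusted p 0.0175 to 0.133 over the alternatives with all libraries). PHYB, PHYD and PHYE had log2 fold changes from -0.27 to 0.26 over the 3 time points, and none was called in the limma fits, where PHYB at ZT24 and PHYE at ZT9 had an unadjusted p under 0.05. PHYA shares no 84-base stretch with another gene.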

Another way the AHLs could theoretically affect PIF activity at ZT24 is by increasing *phyB* transcription, thereby enhancing phyB-mediated degradation of these transcription factors during the night, since phyB only slowly reverts back to its inactive Pr form after dusk [85–92]. However, the only photoreceptor found to be differentially regulated in our RNA-seq data was UVR8. Therefore, it seems likely that at least at ZT24 in SD, AHLs are directly repressing the expression of PIF target genes.

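Among 10 photoreceptor genes, the phytochromes included, 2 were called at ZT4, 5 at ZT9 and 2 at ZT24 by limma on the transcript used for each gene, all of them higher in sob3-6. Counted by any transcript there were 3 at ZT24, with PHOT2. UVR8 (AT5G63860) lies on chromosome 5 from 25554416 to 25559499. UVR8 had a log2 fold change of 0.22 at ZT4, 0.40 at ZT9 and 0.31 at ZT24, with standard errors of 0.10, 0.080 and 0.084 and limma adjusted p of 0.233, 0.0153 and 0.0631, positive in 3 of 3 pairs at each time point. UVR8 lost its ZT9 call without any 1 of sob3-6 replicate 2, SOB3-D replicate 1 and SOB3-D replicate 2 (adjusted p 0.0174 to 0.0739 over the 6 fits). UVR8 passed at ZT24 with the replicate block (adjusted p = 0.0279), and with one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0221 to 0.143 over the alternatives with all libraries). UVR8 also passed at ZT24 without sob3-6 replicate 1 (adjusted p 0.0305 to 0.198 over the 6 fits). PHOT1 (AT3G45780) lies on chromosome 3 from 16816721 to 16824210. PHOT1 was read in sob3-6 against SOB3-D at 510.0 ± 66.2 against 367 ± 21.4 CPM at ZT4, 536 ± 37.7 against 238 ± 27.0 CPM at ZT9 and 591 ± 70.9 against 415 ± 53.9 CPM at ZT24 (SD, n = 3). PHOT1 had a log2 fold change of 0.47 at ZT4, 1.17 at ZT9 and 0.51 at ZT24, with standard errors of 0.12, 0.11 and 0.11 and limma adjusted p of 0.0475, 0.000608 and 0.0294, positive in 3 of 3 pairs at each time point. PHOT1 lost its ZT4 call in each of the 6 fits with 1 library left out (adjusted p 0.0519 to 0.185). PHOT1 also lost the ZT4 call with no filter on low values, TMM rescaling, edgeR's quasi-likelihood test, edgeR's exact test with TMM factors and 1 transcript per gene (adjusted p 0.000484 to 0.0984 over the alternatives with all libraries). PHOT1 kept its ZT24 call in 2 of the 6 fits with 1 library left out (adjusted p 0.025 to 0.106), those without sob3-6 replicate 1 and SOB3-D replicate 3. CRY1 (AT4G08920) lies on chromosome 4 from 5723651 to 5727268. CRY2 (AT1G04400) lies on chromosome 1 from 1185512 to 1188696. CRY1 had a log2 fold change of 0.40 (standard error 0.083, limma adjusted p = 0.0179) at ZT9, and CRY2 of 0.35 (standard error 0.088, limma adjusted p = 0.0362). CRY1 lost its ZT9 call without either sob3-6 replicate 2 or SOB3-D replicate 2 (adjusted p 0.0281 to 0.0837 over the 6 fits). CRY2 kept its ZT9 call in 1 of the 6 fits with 1 library left out (adjusted p 0.0202 to 0.156), that without sob3-6 replicate 3. CRY1 passed at ZT4 with the replicate block (adjusted p = 0.0355), and with one fit of all 18 libraries and one fit of all 18 libraries with the replicate block (adjusted p 0.00645 to 0.144 over the alternatives with all libraries). CRY2 passed at ZT4 with the replicate block (adjusted p = 0.0405), and with edgeR's exact test without normalization factors, one fit of all 18 libraries and one fit of all 18 libraries with the replicate block (adjusted p 0.00366 to 0.102 over the alternatives with all libraries). CRY2 also passed at ZT4 without SOB3-D replicate 1 (adjusted p 0.0388 to 0.189 over the 6 fits). PHOT2 had its largest log2 fold change at ZT24, 0.31 (standard error 0.079, limma adjusted p = 0.053) in the transcript used, while 2 of its 4 transcripts passed (lowest adjusted p = 0.00682 in limma). PHOT2 passed at ZT24 with the replicate block (adjusted p = 0.0077), and with edgeR's exact test with TMM factors and one fit of all 18 libraries, and the quasi-likelihood test and one fit of all 18 libraries with the block added (adjusted p 0.0077 to 0.0641 over the alternatives with all libraries). PHOT2 also passed at ZT24 without sob3-6 replicate 3 or SOB3-D replicate 1 (adjusted p 0.0335 to 0.176 over the 6 fits). PHOT2 has 35.7% of its 84-base stretches on the opposite strand in another gene's transcript, and PHOT1 shares none.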

### SOB3: A transcription factor and a potential chromatin remodeling protein

The SOB3 binding patterns seen in our data could indicate that SOB3 is acting as a chromatin remodeling protein. The AT-hook motif was first described in the high mobility group (HMG) proteins [93–95], which are a family of non-histone chromosomal proteins found in a wide variety of eukaryotic organisms [96, 97]. HMGA proteins, similarly to SOB3, contain an AT-hook motif through which they bind AT-rich DNA [95, 98, 99]. Furthermore, HMGA proteins are also involved in the organization of chromatin [97] and the formation of the enhancesome [100, 101]. HMGA proteins compete with histone H1 for binding to linker DNA, inducing a loosening of chromatin structure [95, 102–104]. Additionally, HMGA proteins have been shown to bind to the H2A/H2B/H3/H4 nucleosome [105], indicating a role of these proteins in eviction and/or mobilization of core histones during transcriptional regulation [95]. HMGA proteins may also be involved in DNA looping and chromatin rearrangements that bring enhancesomes/promoters together so that transcription can begin [95, 100, 101]. Our SOB3 ChIP-seq binding data could indicate that SOB3 is acting similarly to HMGA proteins, where its role would be to passively regulate transcription by modifying chromatin. It is further possible that SOB3 can act as either a transcription factor or a chromatin remodeling protein depending on the specific environment in which binding occurs.

It is possible that SOB3 itself is not a chromatin remodeler, but influences chromatin remodeling through other mechanisms, such as interacting with members of chromatin remodeling complexes. These complexes are evolutionarily conserved and contain multiple subunits. Chromatin remodeling complexes can regulate chromatin structure by changing the composition of nucleosomes [106, 107]. There are four major known subfamilies of chromatin remodeling ATPases: INO80/SWR1, CHD, ISWI, and SWI/SNF [108–114]. SWR1 exchanges histone H2A for H2A.Z. This is particularly of interest, as warm temperature promotes eviction of H2A.Z from chromatin, which enhances the activation of PIF-targeted genes such as *YUC8* [18, 62, 115–119]. Additionally, there is some evidence that SOB3 represses transcription of *YUC9* by recruiting by increasing H2A.Z deposition on its promoter via recruitment of the SWR1 complex [8]. Interestingly, actin-related protein 9 (ARP9), which has been shown to be involved in SWI/SNF chromatin remodeling [120, 121], was found to be induced at all time points in our RNA-seq data. 

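ARP9 (AT5G43500) lies on chromosome 5 from 17469490 to 17473619. ARP9 was read in sob3-6 against SOB3-D at 14.8 ± 0.642 against 36.4 ± 1.41 CPM at ZT4, 16.4 ± 1.35 against 42.3 ± 2.70 CPM at ZT9 and 14.8 ± 1.36 against 42.9 ± 1.74 CPM at ZT24 (SD, n = 3). ARP9 had a log2 fold change of -1.27 at ZT4, -1.34 at ZT9 and -1.50 at ZT24, with standard errors of 0.10, 0.11 and 0.10 and limma adjusted p of 0.000307, 0.000264 and 0.000142, negative in 3 of 3 pairs at each time point. The call held at each time point in all 6 fits with 1 library left out, with adjusted p of at most 0.00356, 0.0036 and 0.00145.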

Additional experiments are needed to determine if SOB3 affects chromatin remodeling by interacting with chromatin remodeling complexes or by influencing the expression of chromatin remodeling proteins.

### Roles of AHLs in plant development: agricultural implications

Previous research has indicated that overexpression of *SOB3* and *AHL20* in Arabidopsis and Camelina delays flowering [9, 10]. Further research on newly discovered SOB3-regulated genes, such as *CDF5*, may elucidate additional mechanisms by which SOB3 is regulating flowering time. For example, loss-of-function *cdf5-1* mutants have been shown to have earlier flowering when compared to WT plants [122]. The ability to change or regulate flowering time within crop species can have many valuable advantages, such as allowing for different or increased planting seasons. Further experiments evaluating the role of *CDF5* in AHL-regulated flowering time may elucidate additional mechanisms for manipulating this advantageous agronomic trait.

## Conclusions

In summary, our data revealed that at three different time points in SD-grown seedlings, genes involved in growth of the hypocotyl are repressed, while growth repressors are induced by AHLs (Fig. 2). Additionally, we found that although somewhat different sets of genes appear to be regulated by AHLs at different time points, the binding patterns of SOB3 largely remain the same (Figs. 4, 5, 6, 10, and 11). It is important to note that we cannot rule out the possibility that some of the differences in gene expression observed between *SOB3-D* and *sob3-6* in our RNA-seq experiment are caused indirectly by the phenotypic difference in hypocotyl length between the two genotypes, and thus are not directly regulated by AHLs at the time points used in this experiment. However, we suspect that at least some of the time point-specific effects of the AHLs on gene expression identified in this experiment are attributable to the composition of AHL-containing protein complexes differing at ZT4, ZT9, and ZT24. The activities of AHL complexes are perhaps modified through interactions with different non-AHL transcription factors that are important for regulating gene expression and ultimately hypocotyl growth at specific time points in SD. Alternatively, changes in the specific AHL family members present in AHL complexes at the different time points might explain the different effects of these transcription factors on gene expression at the three time points. It is also possible that AHLs regulates gene expression in SD by acting as a chromatin remodeling proteins, since the AT-hook motif is also found in the chromatin remodeling HMGA proteins. Alternatively, rather than AHLs acting as chromatin remodeler themselves in SD, they might engage members of chromatin remodeling complexes to regulate gene expression. Future studies should focus on testing these hypotheses, in order to clarify the precise molecular mechanisms that govern regulation of gene expression and hypocotyl growth by SOB3 and other AHLs.

## Methods

The aim of this study was to undercover unique molecular events that promote growth at different time points during SD conditions in Arabidopsis. More precisely, we aimed to identify specific genes that are bound by SOB3 and are mis-regulated between *sob3* mutants that may be involved in growth and development of the hypocotyl in Arabidopsis. The overall design contains two main experiments: ChIP-seq and RNA-seq, which are described in detail below.

### Plant materials and growth conditions

The Arabidopsis (*Arabidopsis* thaliana) lines used in the study are all in the Columbia (Col-0) background and have been described previously: *SOB3-D* and *sob3-6* [1]; *ProSOB3::SOB3-GFP sob3-4* [5]. Seeds had been surface-sterilized and were grown on full-strength MS medium containing 0.6% Gelzan CM (Sigma-Aldrich) and 1% sucrose (w/v). Seeds were stratified in the dark at 4 °C for 3 days. Plants were grown in an MLR-351 plant growth chamber. The chamber was kept at a temperature of 22 °C and a short-day photoperiod (8 h light/16 h dark) for five-six days. 3LS was used as the light setting during the daytime, producing white fluorescent light with a fluence rate of approximately 35–55 μmol/m^2^/sec. For the RNA-seq and ChIP-seq experiments, seedlings were harvested at one of three time points, 4 h after dawn (ZT4), 1 h after lights off (ZT9), or at dawn the next day (ZT24), and immediately frozen in liquid nitrogen.

Arabidopsis Locus Identifiers:

- PIF4: AT2G43010
- CPD: AT5G05690
- BES1: AT1G19350
- SAUR24: AT5G18080
- BR6OX2: AT3G30180
- PRE1: AT5G39860
- SAUR19: AT5G18010
- SAUR22: AT5G18050
- YUC8: AT4G28720
- PIL1: AT2G46970
- IAA19: AT3G15540
- IAA29: AT4G32280
- HRF1: AT1G02340
- PIF5: AT3G59060
- PIF7: AT5G61270
- PIF8: AT4G00050
- CDF5: AT1G69570
- XTR7: AT4G14130
- ELF4: AT2G40080
- HY5: AT5G11260
- BBX22: AT1G78600
- RGA: AT2G01570
- PRR9: AT2G46790
- IAA17: AT1G04250
- ELF3: AT2G25930
- BBX21: AT1G75540

### Hypocotyl measurements

Seedlings used for quantification of the *sob3* mutant phenotypes were grown in the same conditions as described above. WT seedings are of *Arabidopsis thaliana* (L.) Col-0 ecotype. Five-day-old seedings were transferred to transparencies, which were digitized with a flatbed scanner. The transparencies included a ruler for measuring a 1 mm length to set the parameters for measurements in ImageJ (NIH). hypocotyls were measured from the top of hypocotyl to the beginning of the roots using the segmented line tool. The measurements were transferred to an Excel spreadsheet for analysis. A two-tailed Welch's t-test was used to check for significant differences in hypocotyl length between the mutants and the wild type.

### RNA sequencing (RNA-seq) and data analysis

20–35 whole seedlings were harvested in triplicate at the indicated time points, with plants for different biological replicates grown on different plates. Samples for different genotypes within the same biological replicate set were harvested from the same plate(s). This experimental design was used to minimize the impact of plate-to-plate variation on gene expression. Total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN) according to manufacturer’s instructions, including on-column DNase digestion to eliminate genomic DNA. Isolated RNA was subjected to library preparation using the KAPA Stranded mRNA-Seq Kit (Kapa Biosystems) with NEBNext Multiplex Oligos for Illumina (New England Biolabs) used as adapters and Agencourt AMPure XP (Beckman Coulter) beads used instead of KAPA Pure Beads. Libraries were pooled and 84- or 86-bp, single-read sequences were obtained with an Illumina NextSeq500 sequencer. Raw data files (bcl format) were converted to fastq files by bcl2fastq (Illumina). Over 50% of reads were mapped to the Arabidopsis TAIR10 cDNA reference using Bowtie [123] with the following parameters: ‘–all –best –strata’. The total number of mapped reads per sample was 6–12 million. Differentially expressed transcripts between pairs of samples were identified using the edgeR package in R/Bioconductor [124] with an FDR cutoff of 0.05. AHL-regulated genes were defined as nuclear-encoded genes for which at least one transcript was differentially regulated between sob3-6 and SOB3-D. Venn diagrams were generated using an online tool available at http://bioinformatics.psb.ugent.be/webtools/Venn/.

### Chromatin Immunoprecipitation sequencing (ChIP-seq)

The ChIP procedure included three biological replicates for each time point. Chromatin immunoprecipitation for ChIP-seq was performed essentially as described previously [18]. 1.5 g of *ProSOB3::SOB3-GFP sob3-4* [5] whole seedlings were harvested at ZT4 and immediately frozen using liquid nitrogen. Samples were ground to a fine powder using an MB1200 Multi-beads Shocker (Yasui Kikai) and cross-linking performed in 1% formaldehyde for 10 min, after which the nuclear fraction was isolated. Chromatin suspended in SDS lysis buffer (50 mm Tris–HCl [pH 7.8], 1% SDS, 10 mM EDTA) was diluted approximately five-fold with ChIP dilution buffer (50 mm Tris–HCl [pH 7.8], 0.167 M NaCl, 1.1% Triton X-100, 0.11% sodium deoxycholate, 1 Roche cOmplete EDTA-free tablet/50 mL solution) and sheared at 5 °C for 15 min using a Covaris S2 Focused-ultrasonicator with milliTUBE 1 mL AFA Fiber tubes (Covaris) and the following settings: duty cycle 5%, intensity 4, and cycles per burst 200. This produced an average fragment size of approximately 100–300 bp. Sonicated chromatin was immunoprecipitated using an anti-GFP antibody (ab290, Abcam) and Dynabeads Protein A (Thermo Fisher Scientific) at 4C. Following incubation with antibody, samples were washed once with low salt RIPA buffer (50mMTris-HCl [pH 7.8], 150mMNaCl, 1mMEDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate, 1 Roche cOmplete Ultra tablet/50 mL solution), twice with high salt RIPA buffer (50mMTris-HCl [pH 7.8], 500mMNaCl, 1mMEDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate, 1 Roche cOmplete Ultra tablet/50 mL solution), once with LNDET (10 mM Tris–HCl [pH 7.8], 250 mM LiCl, 1% IGEPAL CA-630, 1% sodium deoxycholate, 1 mM EDTA) and once with TE buffer. Chromatin was eluted from Dynabeads and cross-linking reversed at 65 °C in a solution containing 10 mM Tris–HCl [pH 7.8], 300 mM NaCl, 5 mM EDTA and 0.5% SDS. Phenol–chloroform extraction followed by ethanol precipitation was used to isolate DNA. Sequencing libraries were prepared essentially as described in Rymen et al*.* (2019). Isolated DNA was quantitated using the Qubit dsDNA HS Assay Kit with the Qubit 2.0 Fluorometer (Thermo Fisher Scientific), and 3.65 ng of ChIPed or input (for control libraries) DNA was subjected to library preparation. Libraries were prepared using the KAPA Hyper Prep Kit for Illumina (KAPA Biosystems) and Illumina compatible adaptors (New England Biolabs). Libraries were pooled and 86-bp, single-read sequences were obtained with an Illumina NextSeq500 sequencer.

### Chromatin Immunoprecipitation sequencing (ChIP-seq) data analysis

Raw data files (bcl format) were converted to fastq files by bcl2fastq (Illumina). Over 70% of reads were uniquely mapped to the Arabidopsis TAIR10 reference using Bowtie [123] with the setting ‘‘-m 1.’’ The total number of uniquely mapped reads per sample was 11–26 million. Peaks were called by comparing ChIP samples with the input using the ‘‘callpeak’’ command in MACS2 [125]. Fold-enrichment bdg format peak files were generated by using the treatment pileup and control lambda output files generated from ‘‘callpeak’’ as inputs for the MACS2 ‘‘bdgcmp’’ command with the setting ‘‘-m FE.’’ These fold-enrichment bdg files were then converted to bigWig files, which were in turn used to generate the figures showing SOB3 binding distribution or relative binding on target genes via the computeMatrix and plotHeatmap or plotProfile commands, respectively, in deepTools [126]. Peaks were visualized using the Integrative Genomics Viewer (IGV) version 2.3.88 [127, 128]. Motif analysis was performed using MEME-ChIP [129] with Arabidopsis PBM motifs selected as known motifs [56]. 300 bp nucleotide sequences centered at the SOB3-GFP ChIP-seq peak summits were used as primary input sequences for MEME-ChIP analysis. Peaks were annotated using HOMER [130]. Venn diagrams were generated using an online tool available at http://bioinformatics.psb.ugent.be/webtools/Venn/.

### Quantification and statistical analysis

Where indicated, a two-tailed Welch’s t test was performed where *P* ≤ 0.05 = *; *P* ≤ 0.005 = **; *P* ≤ 0.0005 = ***; and *P* ≤ 0.00005 = ****

Gene ontology enrichment analysis was performed via BINGO [131]. GO term results were viewed and heatmaps were created using MeV 4.8.1 [132].

## Supplementary Information

**Additional file 1:** **Supplementary Table 1.** CPM values and edgeR results (presented for each transcript) for RNA-seq data generated from sob3-6 and SOB3-D seedlings harvested at ZT4 (A), ZT9 (B), and ZT24 (C).

**Additional file 2: Supplementary Table 2.** The fold change of PIF-target genes from Figure 2. Logfc indicates log2 difference in gene expression between sob3-6 and SOB3-D seedlings. 

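The values in this table are log2 ratios of sob3-6 to SOB3-D, so a positive value marks a gene that is higher in sob3-6. They come from the authors' edgeR analysis. Values computed with limma from the deposited CPM with 0.5 added lie closer to 0 for low transcripts, since the added 0.5 CPM is large beside them.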

Highlighted values denote transcripts that are differentially regulated between the two genotypes for the given time point as indicated by a p-value (FDR-adjusted *p*-value) < 0.05

**Additional file 3: Supplementary Table 3.** Peaks identified from SOB3-GFP ChIP-seq data, using MACS2, for seedlings harvested at ZT4 (A-C), ZT9 (D-F), and ZT24 (G-I). Data from three different biological replicates for each time point are presented individually.

**Additional file 4: Supplementary Table 4.** Binding of SOB3, based on the ChIP-seq data, to AHL-repressed or AHL-induced genes named in Fig. 2B or 2C, respectively. * = bound by SOB3 in one rep; ** = bound by SOB3 in two reps; *** = bound by SOB3 in three reps. Blue highlighting indicates the gene is counted as a SOB3-bound gene at that time point (i.e. it was bound in at least 2 ChIP-seq reps). “binds uORF” indicates that although annotation using HOMER did not detect the gene as bound by SOB3 (i.e. the gene’s TSS was not the closest TSS to any SOB3 ChIP-seq peak), a uORF located just upstream of the gene was identified as SOB3-bound.

**Additional file 5: Supplementary Figure 1.** Binding of SOB3 to loci associated with BES1 (A), CPD (B), BBX22 (C), or PIF4 (D) based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24. Plots show relative fold enrichment in the ChIP samples compared to their respective input controls.

**Additional file 6: Supplementary Figure 2.** Relative binding of SOB3, based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only a single time point from the RNA-seq data for SOB3-D and sob3-6. (A) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT4. (B) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT9. (C) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT24.

**Additional file 7: Supplementary Figure 3.** Relative binding of SOB3, based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only two time points from the RNA-seq data for SOB3-D and sob3-6. (A) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT9 but not at ZT24. (B) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT24 but not at ZT9. (C) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT9 and ZT24 but not at ZT4.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189265.

## References

[1] Street IH, Shah PK, Smith AM, Avery N, Neff MM. The AT-hook-containing proteins SOB3/AHL29 and ESC/AHL27 are negative modulators of hypocotyl growth in Arabidopsis. Plant J. 2008;54(1):1–14. 10.1111/j.1365-313x.2007.03393.x.10.1111/j.1365-313X.2007.03393.x18088311

[2] Zhou L, Liu Z, Liu Y, Kong D, Li T, Yu S, Mei H, Xu X, Liu H, Chen L, Luo L. A novel gene OsAHL1 improves both drought avoidance and drought tolerance in rice. Sci Rep. 2006;6:30264.10.1038/srep30264PMC495898127453463

[3] Wong MM, Bhaskara GB, Wen TN, Lin WD, Nguyen TT, Chong GL, Verslues PE. Phosphoproteomics of Arabidopsis highly ABA-Induced1 identifies AT-Hook-Like10 phosphorylation required for stress growth regulation. Proc Natl Acad Sci USA. 2019;116:2354–63. 10.1073/pnas.1819971116.10.1073/pnas.1819971116PMC636973630670655

[4] Xiao C, Chen F, Yu X, Lin C, Fu YF. Over-expression of an AT-hook gene, AHL22, delays flowering and inhibits the elongation of the hypocotyl in Arabidopsis thaliana. Plant Mol Biol. 2009;71:39–50. 10.1007/s11103-009-9507-9.10.1007/s11103-009-9507-919517252

[5] Favero DS, Jacques CN, Iwase A, Le KN, Zhao J, Sugimoto K, Neff MM. SUPPRESSOR OF PHYTOCHROME B4-#3 Represses Genes Associated with Auxin Signaling to Modulate Hypocotyl Growth. Plant Physiol. 2016;171(4):2701–16. 10.1104/pp.16.00405.10.1104/pp.16.00405PMC497227227342309

[6] Zhao J, Favero DS, Peng H, Neff MM. Arabidopsis thaliana AHL family modulates hypocotyl growth redundantly by interacting with each other via the PPC/DUF296 domain. Proc Natl Acad Sci USA. 2013;110(48). 10.1073/pnas.121927711010.1073/pnas.1219277110PMC384517824218605

[7] Peng H, Zhao J, Neff MM. ATAF2 integrates Arabidopsis brassinosteroid inactivation and seedling photomorphogenesis. Development. 2015;142(23):4129–38. 10.1242/dev.124347.10.1242/dev.12434726493403

[8] Lee K, Seo, PJ Coordination of matrix attachment and ATP-dependent chromatin remodeling regulate auxin biosynthesis and Arabidopsis hypocotyl elongation. Plos One. 2017;12(7). 10.1371/journal.pone.018180410.1371/journal.pone.0181804PMC552900928746399

[9] Tayengwa R, Koirala PS, Pierce CF, Werner BE, Neff MM. Overexpression of AtAHL20 causes delayed flowering in Arabidopsis via repression of FT expression. BMC Plant Biol. 2020;20:559. 10.1186/s12870-020-02733-5.10.1186/s12870-020-02733-5PMC773150033308168

[10] Koirala PS, Neff MM. Improving seed size, seed weight and seedling emergence in Camelina sativa by overexpressing the Atsob3-6 gene variant. Transgenic Res. 2020;29(4):409–18. 10.1007/s11248-020-00208-9.10.1007/s11248-020-00208-932748170

[11] Elich TD, Chory J. Biochemical Characterization of Arabidopsis Wild-Type and Mutant Phytochrome B Holoproteins. Plant Cell. 1997;9(12):2271. 10.2307/3870584.10.1105/tpc.9.12.2271PMC1570739437866

[12] Weigel D, Ahn JH, Blázquez MA, Borevitz JO, Christensen SK, Fankhauser C, Ferrandiz C, Kardailsky I, Malancharuvil EJ, Neff, MM, Nguyen JT, Sato S, Wang ZY, Xia Y, Dixon RA, Harrison MJ, Lamb CJ, Yanofsky MF, Chory J. Activation Tagging in Arabidopsis. Plant Physiol. 2000;122(4):1003–14. 10.1104/pp.122.4.1003.10.1104/pp.122.4.1003PMC153924710759496

[13] Neff MM, Fankhauser C, Chory J. Light: an indicator of time and place. Genes Dev. 2000;14:257–71.10673498

[14] Fujimoto S, Matsunaga S, Yonemura M, Uchiyama S, Azuma T, Fukui K. Identification of a novel plant MAR DNA binding protein localized on chromosomal surfaces. Plant Mol Biol. 2004;56(2):225–39. 10.1007/s11103-004-3249-5.10.1007/s11103-004-3249-515604740

[15] Zhao J, Favero DS, Qiu J, Roalson EH, Neff MM. Insights into the evolution and diversification of the AT-hook Motif Nuclear Localized gene family in land plants. BMC Plant Biol. 2014;14(266):11.10.1186/s12870-014-0266-7PMC420907425311531

[16] Lim PO, Kim Y, Breeze E, Koo JC, Woo HR, Ryu JS, Park DH, Beynon J, Tabrett A, Buchanan-Wollaston V, Nam HG. Overexpression of a chromatin architecture-controlling AT-hook protein extends leaf longevity and increases the post-harvest storage life of plants. Plant J. 2007;52(6):1140–53. 10.1111/j.1365-313x.2007.03317.x.10.1111/j.1365-313X.2007.03317.x17971039

[17] Jia QS, Zhu J, Xu XF, Lou Y, Zhang ZL, Zhang ZP, Yang ZN. Arabidopsis AT-hook Protein TEK Positively Regulates the Expression of Arabinogalactan Proteins for Nexine Formation. Mol Plant. 2015;8(2):251–60. 10.1016/j.molp.2014.10.001.10.1016/j.molp.2014.10.00125616387

[18] Favero DS, Kawamura A, Shibata M, Takebayashi A, Jung JH, Suzuki T, Jaeger KE, Ishida T, Iwase A, Wigge PA, Neff MM, Sugimoto K. AT-Hook Transcription Factors Restrict Petiole Growth by Antagonizing PIFs. Curr Biol. 2020;30(8). 10.1016/j.cub.2020.02.01710.1016/j.cub.2020.02.01732197081

[19] Nozue K, Covington MF, Duek PD, Lorrain S, Fankhauser C, Harmer SL, Maloof JN. Rhythmic growth explained by coincidence between internal and external cues. Nature. 2007;448(7151):358–61.10.1038/nature0594617589502

[20] Box MS, Huang BE, Domijan M, Jaeger KE, Khattak AK, Yoo SJ, Sedivy EL, Jones DM, Hearn TJ, Webb AA, Grant A, Locke JC, Wigge PA. ELF3 controls thermoresponsive growth in Arabidopsis. Curr Biol. 2015;25(2):194–9.10.1016/j.cub.2014.10.07625557663

[21] Favero DS, Lambolez A, Sugimoto K. Molecular pathways regulating elongation of aerial plant organs: A focus on light, the circadian clock, and temperature. Plant J. 2021;105(2):392–420. 10.1111/tpj.14996.10.1111/tpj.1499632986276

[22] Kunihiro A, Yamashino T, Nakamichi N, Niwa Y, Nakanishi H, Mizuno T. Phytochrome-interacting factor 4 and 5 (PIF4 and PIF5) activate the homeobox ATHB2 and auxin-inducible IAA29 genes in the coincidence mechanism underlying photoperiodic control of plant growth of Arabidopsis thaliana. Plant Cell Physiol. 2011;52:1315–29.10.1093/pcp/pcr07621666227

[23] Sun J, Qi L, Li Y, Zhai Q, Li C. PIF4 and PIF5 transcription factors link blue light and auxin to regulate the phototropic response in Arabidopsis. Plant Cell, 2013;25:2102–14.10.1105/tpc.113.112417PMC372361523757399

[24] Pucciariello O, Legris M, Rojas CC, Iglesias MJ, Hernando CE, Dezar C, Vazquez M, Yanofsky MJ, Finlayson SA, Prat S, Casal JJ. Rewiring of auxin signaling under persistent shade. Proc Natl Acad Sci. 2018;115(21):5612–7. 10.1073/pnas.1721110115.10.1073/pnas.1721110115PMC600347629724856

[25] Hornitschek P, Kohnen MV, Lorrain S, Rougemont J, Ljung K, Lopez-Vidriero I, Franco-Zorrilla JM, Solano R, Trevisan M, Pradervand S, Xenarios I, Fankhauser C. Phytochrome interacting factors 4 and 5 control seedling growth in changing light conditions by directly controlling auxin signaling. Plant J. 2012;71:699–711.10.1111/j.1365-313X.2012.05033.x22536829

[26] Oh E, Zhu JY, Wang ZY. Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. Nat Cell Biol. 2012;14:802–9.10.1038/ncb2545PMC370345622820378

[27] Lee S, Lee S, Yang KY, Kim YM, Park SY, Kim SY, Soh MS. Overexpression of PRE1 and its homologous genes activates Gibberellin-dependent responses in Arabidopsis thaliana. Plant Cell Physiol. 2006;47:591–600.10.1093/pcp/pcj02616527868

[28] Bai MY, Fan M, Oh E, Wang ZY. A triple helix-loop-helix/basic helix-loop-helix cascade controls cell elongation downstream of multiple hormonal and environmental signaling pathways in Arabidopsis. Plant Cell, 2012;24:4917–29.10.1105/tpc.112.105163PMC355696623221598

[29] Bai MY, Shang JX, Oh E, Fan M, Bai Y, Zentella R, Sun TP, Wang ZY. Brassinosteroid, gibberellin and phytochrome impinge on a common transcription module in Arabidopsis. Nat Cell Biol. 2012;14:810–7.10.1038/ncb2546PMC360681622820377

[30] Hao Y, Oh E, Choi G, Liang Z, Wang Z. Interactions between HLH and bHLH Factors Modulate Light-Regulated Plant Development. Mol Plant. 2012;5(3):688–97. 10.1093/mp/sss011.10.1093/mp/sss011PMC362834622331621

[31] Ikeda M, Fujiwara S, Mitsuda N, Ohme-Takagi M. A triantagonistic basic helix-loop-helix system regulates cell elongation in Arabidopsis. Plant Cell, 2012;24:4483–97.10.1105/tpc.112.105023PMC353184723161888

[32] Martin G, Rovira A, Veciana N, Soy J, Toledo-Ortiz G, Gommers CMM, Boix M, Henriques R, Minguet EG, Alabadi D, Halliday KJ, Leivar P, Monte E. Circadian Waves of Transcriptional Repression Shape PIF-Regulated Photoperiod-Responsive Growth in Arabidopsis. Curr Biol. 2018;28(2):311–8. 10.1016/j.cub.2017.12.021.10.1016/j.cub.2017.12.02129337078

[33] Wei Z, Yuan T, Tarkowská D, Kim J, Nam HG, Novák O, He K, Gou XP, Li J. Brassinosteroid Biosynthesis Is Modulated via a Transcription Factor Cascade of COG1, PIF4, and PIF5. Plant Physiol. 2017;174(2):1260–73. 10.1104/pp.16.01778.10.1104/pp.16.01778PMC546201128438793

[34] Martínez C, Espinosa‐Ruíz A, de Lucas M, Bernardo‐García S, Franco‐Zorrilla JM, Prat S. PIF4‐induced BR synthesis is critical to diurnal and thermomorphogenic growth. The EMBO Journal, 2018;37(23). doi:10.15252/embj.20189955210.15252/embj.201899552PMC627688330389669

[35] Yin Y, Vafeados D, Tao Y, Yoshida S, Asami T, Chory J. A New Class of Transcription Factors Mediates Brassinosteroid-Regulated Gene Expression in Arabidopsis. Cell. 2005;120(2):249–59. 10.1016/j.cell.2004.11.044.10.1016/j.cell.2004.11.04415680330

[36] Saito M, Kondo Y, Fukuda H. BES1 and BZR1 Redundantly Promote Phloem and Xylem Differentiation. Plant Cell Physiol. 2018;59(3):590–600. 10.1093/pcp/pcy012.10.1093/pcp/pcy01229385529

[37] Chang CJ, Maloof JN, Wu S. COP1-Mediated Degradation of BBX22/LZF1 Optimizes Seedling Development in Arabidopsis. Plant Physiol. 2011;156(1):228–39. 10.1104/pp.111.175042.10.1104/pp.111.175042PMC309104221427283

[38] Osterlund MT, Hardtke CS, Wei N, Deng XW. Targeted destabilization of HY5 during light-regulated development of Arabidopsis. Nature, 2000;405:462–6. 10.1038/35013076.10.1038/3501307610839542

[39] Ang LH, Chattopadhyay S, Wei N, Oyama T, Okada K, Batschauer A, Deng XW. Molecular interaction between COP1 and HY5 defines a regulatory switch for light control of Arabidopsis development. Mol Cell. 1998;1:213–22. 10.1016/s1097-2765(00)80022-2.10.1016/s1097-2765(00)80022-29659918

[40] Burko Y, Seluzicki A, Zander M, Pedmale UV, Ecker JR, Chory J. Chimeric activators and repressors define HY5 activity and reveal a light-regulated feedback mechanism. Plant Cell. 2020;32:967–83. 10.1105/tpc.19.00772.10.1105/tpc.19.00772PMC714546532086365

[41] Bursch K, Toledo-Ortiz G, Pireyre M, Lohr M, Braatz C, Johansson H. Identification of BBX proteins as rate-limiting cofactors of HY5. Nature Plants. 2020;6(8):921–8. 10.1038/s41477-020-0725-0.10.1038/s41477-020-0725-032661279

[42] Xu D, Jiang Y, Li J, Lin F, Holm M, Deng XW. BBX21, an Arabidopsis B-box protein, directly activates HY5 and is targeted by COP1 for 26S proteasome-mediated degradation. Proc Natl Acad Sci USA. 2016;113:7655–60.10.1073/pnas.1607687113PMC494148527325768

[43] Gallavotti A, Malcomber S, Gaines C, Stanfield S, Whipple C, Kellogg E, Schmidt RJ. BARREN STALK FASTIGIATE1 Is an AT-Hook Protein Required for the Formation of Maize Ears. Plant Cell, 2011;23(5):1756–71. 10.1105/tpc.111.084590.10.1105/tpc.111.084590PMC312394021540434

[44] Jin Y, Luo Q, Tong H, Wang A, Cheng Z, Tang J, Li D, Zhao X, Li X, Wan J, Jiao Y, Chu C, Zhu L. An AT-hook gene is required for palea formation and floral organ number control in rice. Dev Biol. 2011;359(2):277–88. 10.1016/j.ydbio.2011.08.023.10.1016/j.ydbio.2011.08.02321924254

[45] Lou Y, Xu X, Zhu J, Gu J, Blackmore S, Yang Z. The tapetal AHL family protein TEK determines nexine formation in the pollen wall. Nature Communications, 2014;5(1). doi:10.1038/ncomms485510.1038/ncomms4855PMC402475024804694

[46] Matsushita A, Furumoto T, Ishida S, Takahashi Y. AGF1, an AT-Hook Protein, Is Necessary for the Negative Feedback of AtGA3ox1 Encoding GA 3-Oxidase. Plant Physiol. 2007;143(3):1152–62. 10.1104/pp.106.093542.10.1104/pp.106.093542PMC182092617277098

[47] Vom Endt D, Soares e Silva M, Kijne JW, Pasquali G, Memelink J. Identification of a bipartite jasmonate-responsive promoter element in the Catharanthus roseus ORCA3 transcription factor gene that interacts specifically with AT-Hook DNA-binding proteins. Plant Physiol. 2007;144(3):1680–9.10.1104/pp.107.096115PMC191412617496112

[48] Ng K, Yu H, Ito T. AGAMOUS Controls GIANT KILLER, a Multifunctional Chromatin Modifier in Reproductive Organ Patterning and Differentiation. PLoS Biology, 2009;7(11). doi:10.1371/journal.pbio.100025110.1371/journal.pbio.1000251PMC277434119956801

[49] Ng K, Ito T. Shedding light on the role of AT-hook/PPC domain protein in Arabidopsis thaliana. Plant Signal Behav. 2010;5(2):200–1. 10.4161/psb.5.2.11111.10.4161/psb.5.2.11111PMC288413520173412

[50] Xu Y, Gan E, Ito T. The AT-hook/PPC domain protein TEK negatively regulates floral repressors including MAF4 and MAF5. Plant Signal Behav. 2013;8(8). doi:10.4161/psb.2500610.4161/psb.25006PMC399908423733063

[51] Yun J, Kim YS, Jung JH, Seo PJ, Park CM. The AT-hook Motif-containing Protein AHL22 Regulates Flowering Initiation by Modifying FLOWERING LOCUS T Chromatin in Arabidopsis. J Biol Chem. 2012;287(19):15307–16. 10.1074/jbc.m111.318477.10.1074/jbc.M111.318477PMC334614722442143

[52] Bailey TL, Johnson J, Grant CE, Noble WS. The MEME Suite. Nucleic Acids Research, 2015;43(W1):W39–W49.10.1093/nar/gkv416PMC448926925953851

[53] Kosugi S, Ohashi Y (2002). DNA binding and dimerization specificity and potential targets for the TCP protein family. Plant J.

[54] Gupta S, Stamatoyannopoulos JA, Bailey TL, Noble WS. Quantifying similarity between motifs. Genome Biol. 2007;8:R24.10.1186/gb-2007-8-2-r24PMC185241017324271

[55] Schommer C, Palatnik JF, Aggarwal P, Chetelat A, Cubas P, Farmer EE, Nath U, Weigel D (2008). Control of jasmonate biosynthesis and senescence by miR319 targets. PLoS Biol.

[56] Franco-Zorrilla JM, Lopez-Vidriero I, Carrasco JL, Godoy M, Vera P, Solano R (2014). DNA-binding specificities of plant transcription factors and their potential to define target genes. Proc Natl Acad Sci U S A.

[57] Yin D, Liu X, Shi Z, Li D, Zhu L (2018). An AT-hook protein DEPRESSED PALEA1 physically interacts with the TCP Family transcription factor RETARDED PALEA1 in rice. Biochem Biophys Res Commun.

[58] Oh E, Yamaguchi S, Hu J, Yusuke J, Jung B, Paik I, Lee HS, Sun TP, Kamiya Y, Choi G. PIL5, a phytochrome-interacting bHLH protein, regulates gibberellin responsiveness by binding directly to the GAI and RGA promoters in Arabidopsis seeds. Plant Cell. 2007;19:1192–208.10.1105/tpc.107.050153PMC191375717449805

[59] Kim DH, Yamaguchi S, Lim S, Oh E, Park J, Hanada A, Kamiya Y, Choi G (2008). SOMNUS, a CCCH-type zinc finger protein in Arabidopsis, negatively regulates light-dependent seed germination downstream of PIL5. Plant Cell.

[60] Zhang Y, Mayba O, Pfeiffer A, Shi H, Tepperman JM, Speed TP, Quail PH (2013). A quartet of PIF bHLH factors provides a transcriptionally centered signaling hub that regulates seedling morphogenesis through differential expression-patterning of shared target genes in Arabidopsis. PLoS Genet.

[61] Huth JR, Bewley CA, Nissen MS, Evans JN, Reeves R, Gronenborn AM, Clore GM (1997). The solution structure of an HMG-I(Y)-DNA complex defines a new architectural minor groove binding motif. Nat Struct Biol.

[62] Sun J, Qi L, Li Y, Chu J, Li C (2012). PIF4-mediated activation of YUCCA8 expression integrates temperature into the auxin pathway in regulating arabidopsis hypocotyl growth. PLoS Genet.

[63] Spartz AK, Lee SH, Wenger JP, Gonzalez N, Itoh H, Inze D, Peer WA, Murphy AS, Overvoorde PJ, Gray WM (2012). The SAUR19 subfamily of SMALL AUXIN UP RNA genes promote cell expansion. Plant J.

[64] Spartz AK, Ren H, Park MY, Grandt KN, Lee SH, Murphy AS, Sussman MR, Overvoorde PJ, Gray WM. SAUR Inhibition of PP2C-D Phosphatases Activates Plasma Membrane H+-ATPases to Promote Cell Expansion in Arabidopsis. Plant Cell. 2014;26:2129–42.10.1105/tpc.114.126037PMC407937324858935

[65] Pham VN, Kathare PK, Huq E (2018). Phytochromes and Phytochrome Interacting Factors. Plant Physiol.

[66] Roig-Villanova I, Bou J, Sorin C, Devlin PF, Martinez-Garcia JF (2006). Identification of primary target genes of phytochrome signaling. Early transcriptional control during shade avoidance responses in Arabidopsis. Plant Physiol.

[67] Li L, Zhang Q, Pedmale UV, Nito K, Fu W, Lin L, Hazen SP, Chory J (2014). PIL1 participates in a negative feedback loop that regulates its own gene expression in response to shade. Mol Plant.

[68] Luo Q, Lian HL, He SB, Li L, Jia KP, Yang HQ. COP1 and phyB Physically Interact with PIL1 to Regulate Its Stability and Photomorphogenic Development in Arabidopsis. Plant Cell. 2014;26:2441–56.10.1105/tpc.113.121657PMC411494424951480

[69] Fairchild CD, Schumaker MA, Quail PH (2000). HFR1 encodes an atypical bHLH protein that acts in phytochrome A signal transduction. Genes Dev.

[70] Fankhauser C, Chory J (2000). RSF1, an Arabidopsis locus implicated in phytochrome A signaling. Plant Physiol.

[71] Duek PD, Fankhauser C (2003). HFR1, a putative bHLH transcription factor, mediates both phytochrome A and cryptochrome signalling. Plant J.

[72] Hornitschek P, Lorrain S, Zoete V, Michielin O, Fankhauser C (2009). Inhibition of the shade avoidance response by formation of non-DNA binding bHLH heterodimers. EMBO J.

[73] Sasidharan R, Chinnappa CC, Staal M, Elzenga JT, Yokoyama R, Nishitani K, Voesenek LA, Pierik R (2010). Light quality-mediated petiole elongation in Arabidopsis during shade avoidance involves cell wall modification by xyloglucan endotransglucosylase/hydrolases. Plant Physiol.

[74] Le J, Vandenbussche F, De Cnodder T, Van Der Straeten D, Verbelen J (2005). Cell elongation and microtubule behavior in the Arabidopsis hypocotyl: Responses to ethylene and Auxin. J Plant Growth Regul.

[75] Crowell EF, Timpano H, Desprez T, Franssen-Verheijen T, Emons A, Höfte H, Vernhettes S. Differential regulation of cellulose orientation at the inner and outer face of epidermal cells in the Arabidopsis hypocotyl. Plant Cell. 2011;23(7):2592–605. 10.1105/tpc.111.087338.10.1105/tpc.111.087338PMC322621021742992

[76] Mao T, Jin L, Li H, Liu B, Yuan M (2005). Two Microtubule-Associated Proteins of the Arabidopsis MAP65 Family Function Differently on Microtubules. Plant Physiol.

[77] Yuen CY, Pearlman RS, Silo-Suh L, Hilson P, Carroll KL, Masson PH (2003). WVD2 and WDL1 modulate helical organ growth and anisotropic cell expansion in Arabidopsis. Plant Physiol.

[78] Perrin RM, Wang Y, Yuen CY, Will J, Masson PH (2007). WVD2 is a novel microtubule-associated protein in Arabidopsis thaliana. Plant J.

[79] Deng J, Wang X, Liu Z, Mao T. The microtubule-associated protein WDL4 modulates auxin distribution to promote apical hook opening in Arabidopsis. Plant Cell. 2021;33(6):1927–44. 10.1093/plcell/koab080.10.1093/plcell/koab080PMC829028533730147

[80] Bernardo-Garcia S, de Lucas M, Martinez C, Espinosa-Ruiz A, Daviere JM, Prat S (2014). BR-dependent phosphorylation modulates PIF4 transcriptional activity and shapes diurnal hypocotyl growth. Genes Dev.

[81] Ling JJ, Li J, Zhu D, Deng XW (2017). Noncanonical role of Arabidopsis COP1/SPA complex in repressing BIN2-mediated PIF3 phosphorylation and degradation in darkness. Proc Natl Acad Sci U S A.

[82] Alabadi D, Gallego-Bartolome J, Orlando L, Garcia-Carcel L, Rubio V, Martinez C, Frigerio M, Iglesias-Pedraz JM, Espinosa A, Deng XW, Blazquez MA (2008). Gibberellins modulate light signaling pathways to prevent Arabidopsis seedling de-etiolation in darkness. Plant J.

[83] de Lucas M, Daviere JM, Rodriguez-Falcon M, Pontin M, Iglesias-Pedraz JM, Lorrain S, Fankhauser C, Blazquez MA, Titarenko E, Prat S. A molecular framework for light and gibberellin control of cell elongation. Nature. 2008;451:480–4.10.1038/nature0652018216857

[84] Li K, Yu R, Fan LM, Wei N, Chen H, Deng XW (2016). DELLA-mediated PIF degradation contributes to coordination of light and gibberellin signalling in Arabidopsis. Nat Commun.

[85] Hennig L, Poppe C, Unger S, Schafer E. Control of hypocotyl elongation in Arabidopsis thaliana by photoreceptor interaction. Planta. 1999;208:257–63.10.1007/s00425005055710333589

[86] Leivar P, Monte E, Oka Y, Liu T, Carle C, Castillon A, Huq E, Quail PH (2008). Multiple phytochrome-interacting bHLH transcription factors repress premature seedling photomorphogenesis in darkness. Curr Biol.

[87] Rausenberger J, Hussong A, Kircher S, Kirchenbauer D, Timmer J, Nagy F, Schafer E, Fleck C. An integrative model for phytochrome B mediated photomorphogenesis: from protein dynamics to physiology. PLoS ONE. 2010;5:e10721.10.1371/journal.pone.0010721PMC287343220502669

[88] Soy J, Leivar P, Gonzalez-Schain N, Sentandreu M, Prat S, Quail PH, Monte E (2012). Phytochrome-imposed oscillations in PIF3 protein abundance regulate hypocotyl growth under diurnal light/dark conditions in Arabidopsis. Plant J.

[89] Soy J, Leivar P, Monte E (2014). PIF1 promotes phytochrome-regulated growth under photoperiodic conditions in Arabidopsis together with PIF3, PIF4, and PIF5. J Exp Bot.

[90] Van Buskirk EK, Reddy AK, Nagatani A, Chen M (2014). Photobody Localization of Phytochrome B Is Tightly Correlated with Prolonged and Light-Dependent Inhibition of Hypocotyl Elongation in the Dark. Plant Physiol.

[91] Jung JH, Domijan M, Klose C, Biswas S, Ezer D, Gao M, Khattak AK, Box MS, Charoensawan V, Cortijo S, Kumar M, Grant A, Locke JC, Schafer E, Jaeger KE, Wigge PA. Phytochromes function as thermosensors in Arabidopsis. Science. 2016;354:886–9.10.1126/science.aaf600527789797

[92] Legris M, Klose C, Burgie ES, Rojas CC, Neme M, Hiltbrunner A, Wigge PA, Schafer E, Vierstra RD, Casal JJ. Phytochrome B integrates light and temperature signals in Arabidopsis. Science. 2016;354:897–900.10.1126/science.aaf565627789798

[93] Bustin M (2001). Revised nomenclature for high mobility group (HMG) chromosomal proteins. Trends Biochem Sci.

[94] Catez F, Hock R (2010). Binding and interplay of HMG proteins on chromatin: Lessons from live cell imaging. Biochim Biophys Acta Gene Regul Mech.

[95] Ozturk N, Singh I, Mehta A, Braun T, Barreto G. HMGA proteins as modulators of chromatin structure during transcriptional activation. Front Cell Dev Biol. 2014;2:5. 10.3389/fcell.2014.00005.10.3389/fcell.2014.00005PMC420703325364713

[96] Aravind L, Landsman D (1998). AT-hook motifs identified in a wide variety of DNA-binding proteins. Nucleic Acids Res.

[97] Reeves R. Molecular biology of HMGA proteins: Hubs of nuclear function. Gene. 2001;277(1–2):63–81. 10.1016/s0378-1119(01)00689-8.10.1016/s0378-1119(01)00689-811602345

[98] Cui TJ, Leng FF. Specific recognition of AT-Rich DNA sequences by the mammalian high mobility group-protein AT-hook 2: a SELEX study. Biochemistry. 2007;46:13059–66. 10.1021/Bi701269s.10.1021/bi701269s17956125

[99] Winter N, Nimzyk R, Bosche C, Meyer A, Bullerdiek J. Chromatin Immunoprecipitation to Analyze DNA Binding Sites of HMGA2. PLoS ONE. 2011;6:e18837. 10.1371/journal.pone.0018837.10.1371/journal.pone.0018837PMC307741421533145

[100] Bouallaga I, Massicard S, Yaniv M, Thierry F. An enhanceosome containing the Jun B/Fra-2 heterodimer and the HMG-I(Y) architectural protein controls HPV18 transcription. EMBO Rep. 2000;1:422–7. 10.1093/embo-reports/kvd091.10.1093/embo-reports/kvd091PMC108376411258482

[101] Bouallaga I, Teissier S, Yaniv M, Thierry F (2003). HMG-I(Y) and the CBP/p300 coactivator are essential for human papillomavirus type 18 enhanceosome transcriptional activity. Mol Cell Biol.

[102] Zhao K, Kas E, Gonzalez E, Laemmli UK. SAR-dependent mobilization of histone H1 by HMG-I/Y in vitro: HMG-I/Y Is Enriched in H1-depleted chromatin. EMBO J. 1993;12:3237–47.10.1002/j.1460-2075.1993.tb05993.xPMC4135918344261

[103] Catez F, Yang H, Tracey KJ, Reeves R, Misteli T, Bustin M. Network of dynamic interactions between histone H1 and high-mobility-group proteins in chromatin. Mol Cell Biol. 2004;24:4321–8. 10.1128/MCB.24.10.4321-4328.2004.10.1128/MCB.24.10.4321-4328.2004PMC40047815121851

[104] Kishi Y, Fujii Y, Hirabayashi Y, Gotoh Y (2012). HMGA regulates the global chromatin state and neurogenic potential in neocortical precursor cells. Nat Neurosci.

[105] Li O, Vasudevan D, Davey CA, Droge P. High-level expression of DNA architectural factor HMGA2 and its association with nucleosomes in human embryonic stem cells. Genesis, 2006;44:523–9. 10.1002/dvg.20242.10.1002/dvg.2024217078040

[106] Narlikar GJ, Fan H, Kingston RE. Cooperation between complexes that regulate chromatin structure and transcription. Cell. 2002;108(4):475–87. 10.1016/s0092-8674(02)00654-2.10.1016/s0092-8674(02)00654-211909519

[107] Ojolo SP, Cao S, Priyadarshani SVGN, Li W, Yan M, Aslam M, Zhao H, Qin Y. Regulation of plant growth and development: A review from a chromatin remodeling perspective. Front Plant Sci. 2018;9:1232. 10.3389/fpls.2018.01232.10.3389/fpls.2018.01232PMC611340430186301

[108] Knizewski L, Ginalski K, Jerzmanowski A (2008). Snf2 proteins in plants: Gene silencing and beyond. Trends Plant Sci.

[109] Cairns BR. The logic of chromatin architecture and remodelling at promoters. Nature. 2009;461:193–8.10.1038/nature0845019741699

[110] Clapier CR, Cairns BR (2009). The biology of chromatin remodeling complexes. Annu Rev Biochem.

[111] Hargreaves DC, Crabtree GR (2011). ATP-dependent chromatin remodeling: genetics, genomics and mechanisms. Cell Res.

[112] Narlikar GJ, Sundaramoorthy R, Owen-Hughes T. Mechanisms and functions of ATP-dependent chromatin-remodeling enzymes. Cell. 2013;154:490–503.10.1016/j.cell.2013.07.011PMC378132223911317

[113] Hu Y, Zhu N, Wang X, Yi Q, Zhu D, Lai Y, Zhao Y (2013). Analysis of rice Snf2 family proteins and their potential roles in epigenetic regulation. Plant Physiol Biochem.

[114] Han SK, Wu MF, Cui S, Wagner D. Roles and activities of chromatin remodeling ATPases in plants. Plant J. 2015;83(1):62–77. 10.1111/tpj.12877.10.1111/tpj.1287725977075

[115] Kumar SV, Wigge PA. H2A.Z-containing nucleosomes mediate the thermosensory response in Arabidopsis. Cell. 2010;140:136–47.10.1016/j.cell.2009.11.00620079334

[116] Coleman-Derr, D. Zilberman, D. Deposition of histone variant H2A.Z within gene bodies regulates responsive genes. PLoS Genet. 2012;8:e1002988.10.1371/journal.pgen.1002988PMC346944523071449

[117] Cortijo S, Charoensawan V, Brestovitsky A, Buning R, Ravarani C, Rhodes D, van Noort J, Jaeger KE, Wigge PA. Transcriptional Regulation of the Ambient Temperature Response by H2A.Z Nucleosomes and HSF1 Transcription Factors in Arabidopsis. Molecular Plant. 2017;10(10):1258–73. 10.1016/j.molp.2017.08.014.10.1016/j.molp.2017.08.014PMC617505528893714

[118] Tasset C, Yadav AS, Sureshkumar S, Singh R, van der Woude L, Nekrasov M, Tremethick D, van Zanten M, Balasubramanian S. POWERDRESS-mediated histone deacetylation is essential for thermomorphogenesis in Arabidopsis thaliana. PLOS Genetics. 2018;14(3). 10.1371/journal.pgen.100728010.1371/journal.pgen.1007280PMC587408129547672

[119] van der Woude LC, Perrella G, Snoek BL, van Hoogdalem M, Novák O, van Verk MC, van Kooten HN, Zorn LE, Tonckens R, Dongus JA, Praat M, Stouten EA, Proveniers MCG, Vellutini E, Patitaki E, Shpulatov U, Kohlen W, Balasubramanian S, Ljung K, van der Krol AR, Smeekens S, Kaiserli E, van Zanten M. HISTONE DEACETYLASE 9 stimulates auxin-dependent thermomorphogenesis in Arabidopsis thaliana by mediating H2A.Z depletion. Proc Natl Acad Sci USA. 2019;116(50):25343–54. 10.1073/pnas.1911694116.10.1073/pnas.1911694116PMC691124031767749

[120] Cairns BR, Erdjument-Bromage H, Tempst P, Winston F, Kornberg RD (1998). Two Actin-Related Proteins Are Shared Functional Components of the Chromatin-Remodeling Complexes RSC and SWI/SNF. Mol Cell.

[121] Meagher RB, Deal RB, Kandasamy MK, Mckinney EC (2005). Nuclear Actin-Related Proteins as Epigenetic Regulators of Development. Plant Physiol.

[122] Fornara F, Panigrahi KC, Gissot L, Sauerbrunn N, Rühl M, Jarillo JA, Coupland G (2009). Arabidopsis DOF Transcription Factors Act Redundantly to Reduce CONSTANS Expression and Are Essential for a Photoperiodic Flowering Response. Dev Cell.

[123] Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3). 10.1186/gb-2009-10-3-r25.10.1186/gb-2009-10-3-r25PMC269099619261174

[124] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40.10.1093/bioinformatics/btp616PMC279681819910308

[125] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Liu XS. Model-based Analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9). 10.1186/gb-2008-9-9-r13710.1186/gb-2008-9-9-r137PMC259271518798982

[126] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.

[127] Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nat Biotechnol.

[128] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): High-performance genomics data visualization and exploration. Brief Bioinform.

[129] Machanick P, Bailey TL. MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics. 2011;27:1696–7.10.1093/bioinformatics/btr189PMC310618521486936

[130] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK. Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. Mol Cell. 2010;38(4):576–89. 10.1016/j.molcel.2010.05.004.10.1016/j.molcel.2010.05.004PMC289852620513432

[131] Maere S, Heymans K, Kuiper M. BiNGO: A Cytoscape plugin to assess overrepresentation of Gene Ontology categories in Biological Networks. Bioinformatics, 2005;21(16):3448–9. 10.1093/bioinformatics/bti551.10.1093/bioinformatics/bti55115972284

[132] Howe EA, Sinha R, Schlauch D, Quackenbush J. RNA-Seq analysis in MeV. Bioinformatics. 2011;27(22):3209–10. 10.1093/bioinformatics/btr490.10.1093/bioinformatics/btr490PMC320839021976420

# Supplementary material for: SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days
**Source:** BMC Plant Biol. 2022 Aug 15;22:399. doi: 10.1186/s12870-022-03737-z
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Table 2. The fold change of PIF-target genes from Figure 2. Logfc indicates log2 difference in gene expression between sob3-6 and SOB3-D seedlings. Highlighted values denote transcripts that are differentially regulated between the two genotypes for the given time point as indicated by a p-value (FDR-adjusted p-value) < 0.05

|        |             | ZT4        |            | ZT9        |            | ZT24       |            |
|--------|-------------|------------|------------|------------|------------|------------|------------|
|        |             | logfc      | p-value    | logfc      | p-value    | logfc      | p-value    |
| BR6OX2 | AT3G30180.1 | 0.52529746 | 0.00776614 | 0.13840925 | 0.77265736 | 0.83221641 | 1.08E-06   |
| CDF5   | AT1G69570.1 | 0.31443069 | 0.59513017 | 1.22135107 | 2.00E-05   | 0.87045383 | 0.00058549 |
| CPD    | AT5G05690.1 | 0.51621402 | 0.00129225 | 0.0700124  | 0.91052375 | 0.19553694 | 0.51054218 |
|        | AT5G05690.2 | 0.49821662 | 0.00170267 | 0.07483457 | 0.88963439 | 0.20943344 | 0.43548527 |
|        | AT5G05690.3 | 0.51004007 | 0.00157636 | 0.07855773 | 0.88071435 | 0.17367329 | 0.59611293 |
| HFR1   | AT1G02340.1 | -0.4738601 | 0.09525665 | 0.75349261 | 0.00560628 | 0.06308434 | 1          |
| IAA19  | AT3G15540.1 | 1.06124571 | 0.00086698 | 1.72757759 | 1.19E-08   | 2.09401133 | 1.22E-16   |
| IAA29  | AT4G32280.1 | 2.87870697 | 1.72E-16   | 1.48360599 | 5.77E-06   | 1.8413584  | 1.09E-12   |
| PIL1   | AT2G46970.1 | 1.33030748 | 0.00172431 | 1.99978423 | 7.82E-06   | 1.95293317 | 4.44E-29   |
| PRE1   | AT5G39860.1 | 0.93639883 | 0.01146536 | 1.24465456 | 0.02568388 | 0.82985223 | 0.03177243 |
| SAUR19 | AT5G18010.1 | 1.02237269 | 0.00097825 | 1.42263883 | 0.00645015 | 0.69840737 | 0.01039373 |
| SAUR22 | AT5G18050.1 | 2.89532143 | 1.31E-13   | 2.38587574 | 0.0002006  | 1.51594787 | 2.90E-09   |
| SAUR24 | AT5G18080.1 | 1.14751726 | 0.0127236  | 0.75359945 | 0.61289263 | 1.02194354 | 0.01669815 |
| XTR7   | AT4G14130.1 | 0.83395381 | 0.2098648  | 2.41535766 | 2.35E-07   | 1.24930662 | 0.02581414 |
| YUC8   | AT4G28720.1 | 1.76739828 | 1.05E-08   | 1.83377427 | 2.56E-07   | 2.29549735 | 6.77E-17   |

**Supplementary Table 2:** The fold change of *PIF*-target genes from Figure 2. Logfc indicates log<sub>2</sub> difference in gene expression between *sob3-6* and *SOB3-D* seedlings. Highlighted values denote transcripts that are differentially regulated between the two genotypes for the given time point as indicated by a p-value (FDR-adjusted p-value) < 0.05.

# Supplementary material for: SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days
**Source:** BMC Plant Biol. 2022 Aug 15;22:399. doi: 10.1186/s12870-022-03737-z
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Table 4. Binding of SOB3, based on the ChIP-seq data, to AHL-repressed or AHL-induced genes named in Fig. 2B or 2C, respectively. * = bound by SOB3 in one rep; ** = bound by SOB3 in two reps; *** = bound by SOB3 in three reps. Blue highlighting indicates the gene is counted as a SOB3-bound gene at that time point (i.e. it was bound in at least 2 ChIP-seq reps). “binds uORF” indicates that although annotation using HOMER did not detect the gene as bound by SOB3 (i.e. the gene’s TSS was not the closest TSS to any SOB3 ChIP-seq peak), a uORF located just upstream of the gene was identified as SOB3-bound.

| Logfc+ ZT4<br>(repressed) | + ZT9     | +ZT24     | Logfc- ZT4<br>(induced)                                          | -ZT9                                              | -ZT24                                             |
|---------------------------|-----------|-----------|------------------------------------------------------------------|---------------------------------------------------|---------------------------------------------------|
| SAUR19**<br>(AT5G18010)   | SAUR19*   | SAUR19*** | ELF3***<br>(AT2G25930)                                           | ELF3***                                           | ELF3***                                           |
| SAUR22**<br>(AT5G18050)   | SAUR22*   | SAUR22*** | ELF4 (binds<br>uORF in<br>promoter of<br>ELF4***)<br>(AT2G40080) | ELF4***                                           | ELF4 (binds<br>uORF in<br>promoter of<br>ELF4***) |
| SAUR24***<br>(AT5G18080)  | SAUR24**  | SAUR24*** | HY5***<br>(AT5G11260)                                            | HY5**                                             | HY5***                                            |
| PRE1***<br>(AT5G39860)    | PRE1***   | PRE1***   | BBX21***<br>(AT1G75540)                                          | BBX21***                                          | BBX21***                                          |
| CPD***<br>(AT5G05690)     | CPD***    | CPD***    | BBX22***<br>(AT1G78600)                                          | BBX22***                                          | BBX22***                                          |
| BES1***<br>(AT1G19350)    | BES1***   | BES1***   | IAA17***<br>(AT1G04250)                                          | IAA17***                                          | IAA17***                                          |
| YUC8***<br>(AT4G28720)    | YUC8***   | YUC8***   | PRR9 (binds<br>promoter in<br>uORF of<br>PRR9***)<br>(AT2G46790) | PRR9 (binds<br>promoter<br>in uORF of<br>PRR9***) | PRR9 (binds<br>promoter in<br>uORF of<br>PRR9***) |
| PIF4***<br>(AT2G43010)    | PIF4***   | PIF4***   | RGA***<br>(AT2G01570)                                            | RGA***                                            | RGA***                                            |
| PIF5***<br>(AT3G59060)    | PIF5***   | PIF5***   |                                                                  |                                                   |                                                   |
| PIF7***<br>(AT5G61270)    | PIF7***   | PIF7***   |                                                                  |                                                   |                                                   |
| PIL1***<br>(AT2G46970)    | PIL1***   | PIL1***   |                                                                  |                                                   |                                                   |
| BR6OX2***<br>(AT3G30180)  | BR6OX2*** | BR6OX2*** |                                                                  |                                                   |                                                   |
| IAA19***<br>(AT3G15540)   | IAA19***  | IAA19***  |                                                                  |                                                   |                                                   |
| IAA29***<br>(AT4G32280)   | IAA29***  | IAA29***  |                                                                  |                                                   |                                                   |
| CDF5***<br>(AT1G69570)    | CDF5***   | CDF5***   |                                                                  |                                                   |                                                   |
| PIF8***<br>(AT4G00050)    | PIF8***   | PIF8***   |                                                                  |                                                   |                                                   |
| HFR1***<br>(AT1G02340)    | HFR1***   | HFR1***   |                                                                  |                                                   |                                                   |
| XTR7***<br>(AT4G14130)    | XTR7***   | XTR7***   |                                                                  |                                                   |                                                   |

\*=bound by SOB3 in one rep

\*\*=bound by SOB3 in two reps

\*\*\*=bound by SOB3 in three reps

Counted as a SOB3-bound gene for the indicated time point (bound in at least 2 reps)

**Supplementary Table 4:** Binding of SOB3, based on the ChIP-seq data, to AHL-repressed or AHL-induced genes named in Fig. 2B or 2C, respectively.

\* = bound by SOB3 in one rep; \*\* = bound by SOB3 in two reps; \*\*\* = bound by SOB3 in three reps. Blue highlighting indicates the gene is counted as a SOB3-bound gene at that time point (i.e. it was bound in at least 2 ChIP-seq reps). “binds uORF” indicates that although annotation using HOMER did not detect the gene as bound by SOB3 (i.e. the gene’s TSS was not the closest TSS to any SOB3 ChIP-seq peak), a uORF located just upstream of the gene was identified as SOB3-bound.

# Supplementary material for: SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days
**Source:** BMC Plant Biol. 2022 Aug 15;22:399. doi: 10.1186/s12870-022-03737-z
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Figure 1. Binding of SOB3 to loci associated with BES1 (A), CPD (B), BBX22 (C), or PIF4 (D) based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24. Plots show relative fold enrichment in the ChIP samples compared to their respective input controls.

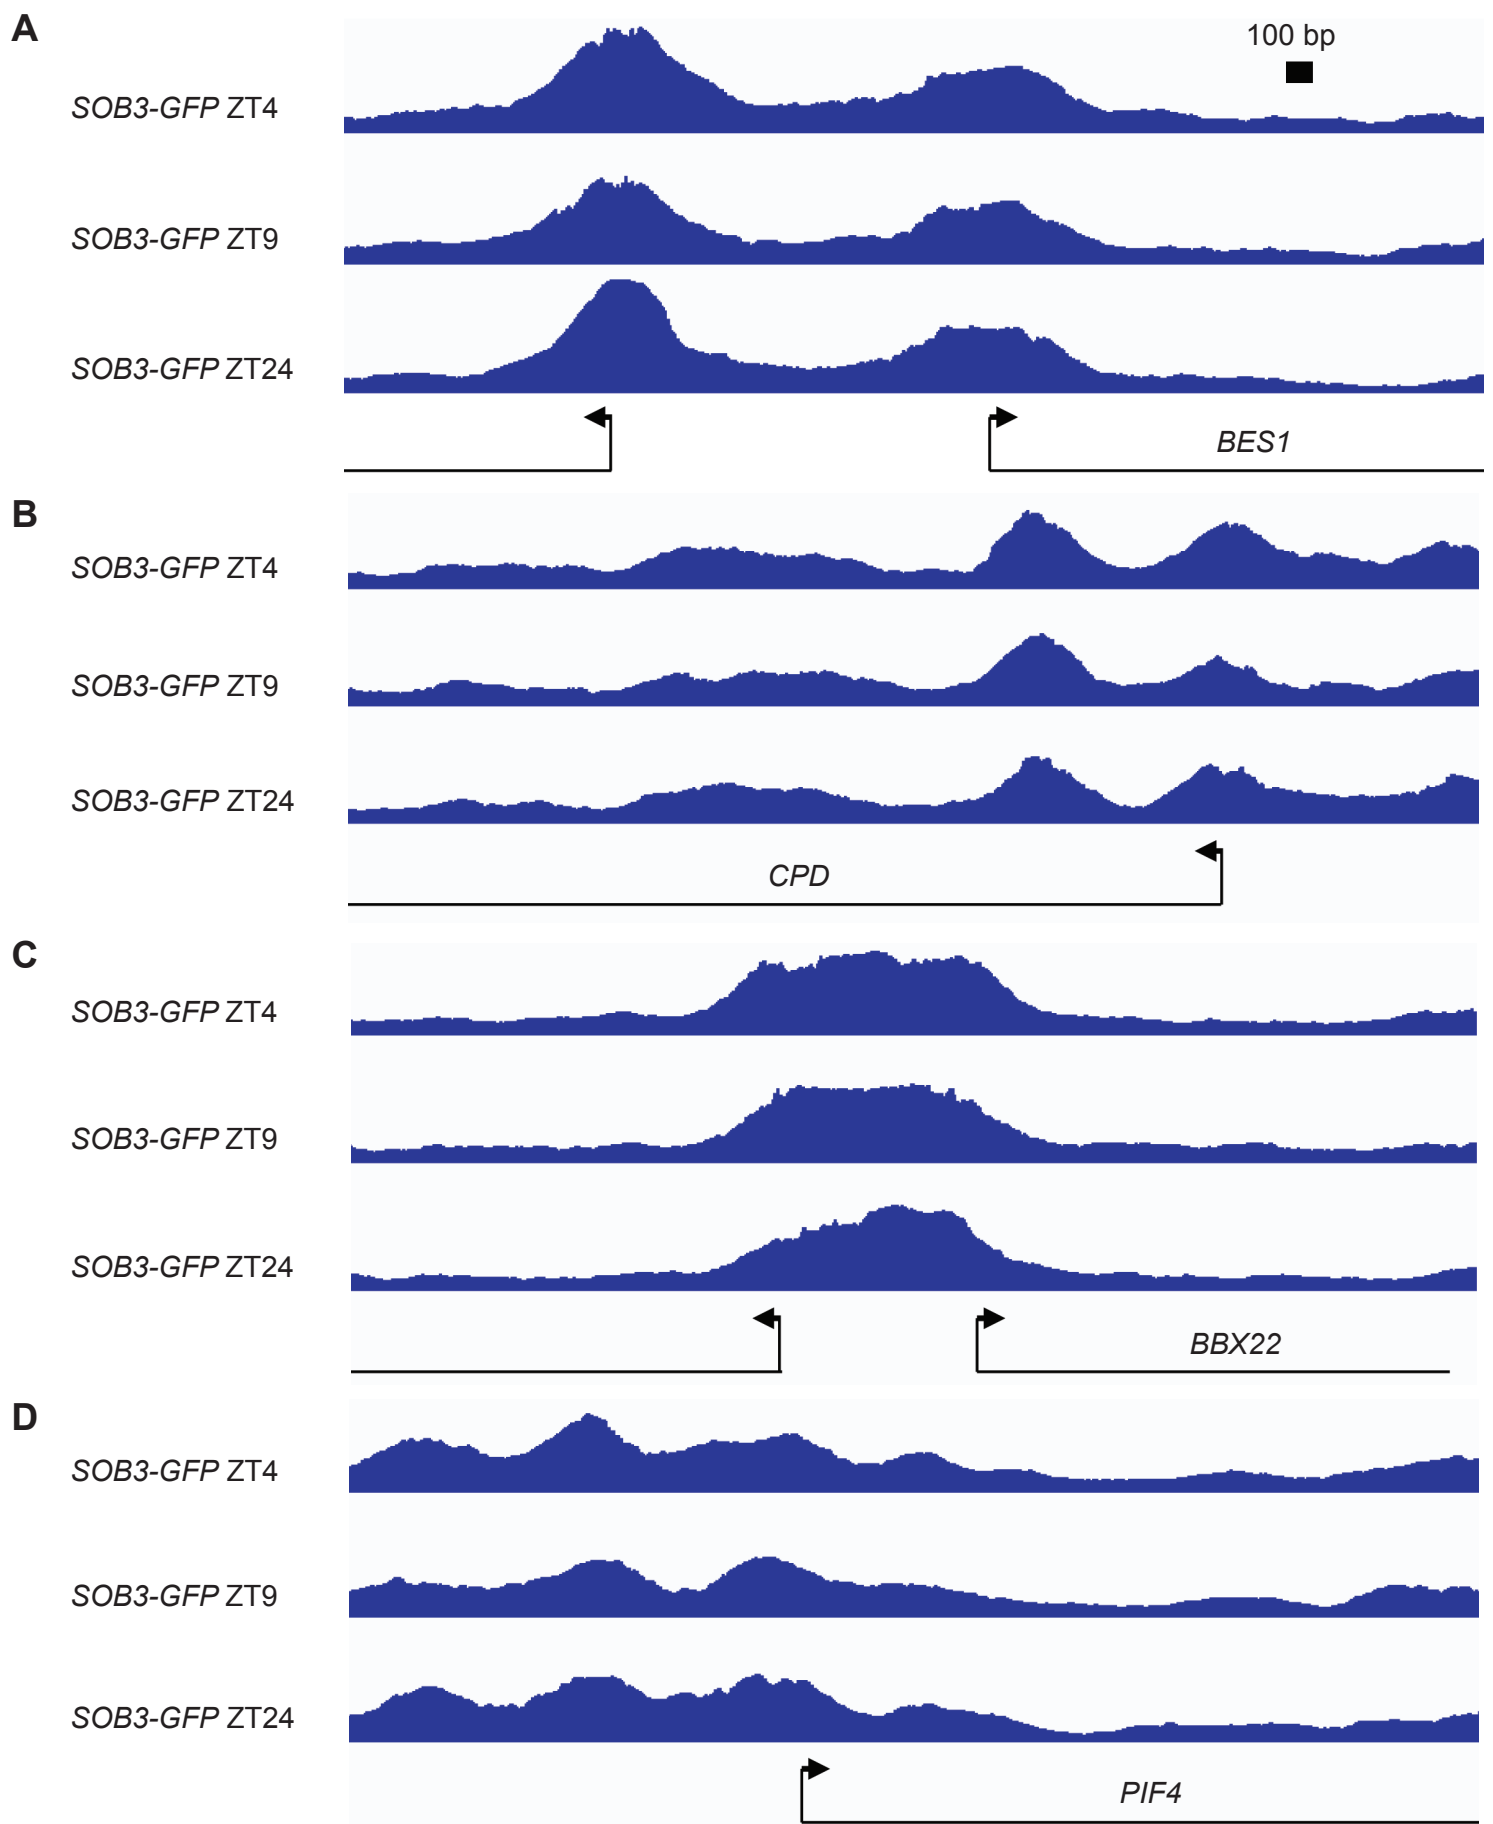

**Supplementary Figure 1:** Binding of SOB3 to loci associated with *BES1* (A), *CPD* (B), *BBX22* (C), or *PIF4* (D) based on the ChIP-seq data generated from *ProSOB3::SOB3-GFP sob3-4* seedlings harvested at ZT4, ZT9, or ZT24. Plots show relative fold enrichment in the ChIP samples compared to their respective input controls.

# Supplementary material for: SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days
**Source:** BMC Plant Biol. 2022 Aug 15;22:399. doi: 10.1186/s12870-022-03737-z
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Figure 2. Relative binding of SOB3, based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only a single time point from the RNA-seq data for SOB3-D and sob3-6. (A) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT4. (B) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT9. (C) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT24.

**A**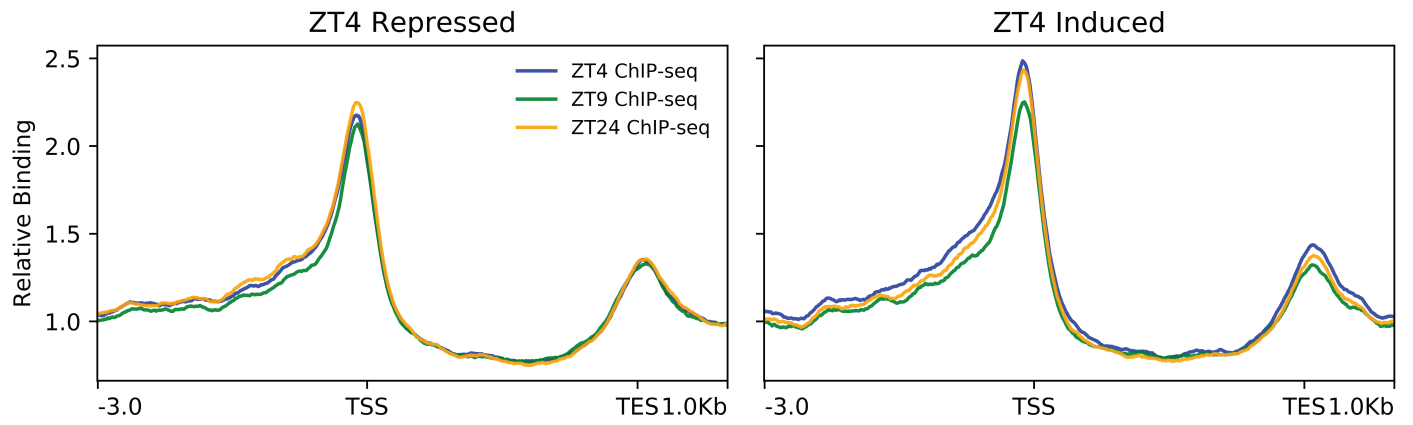**B**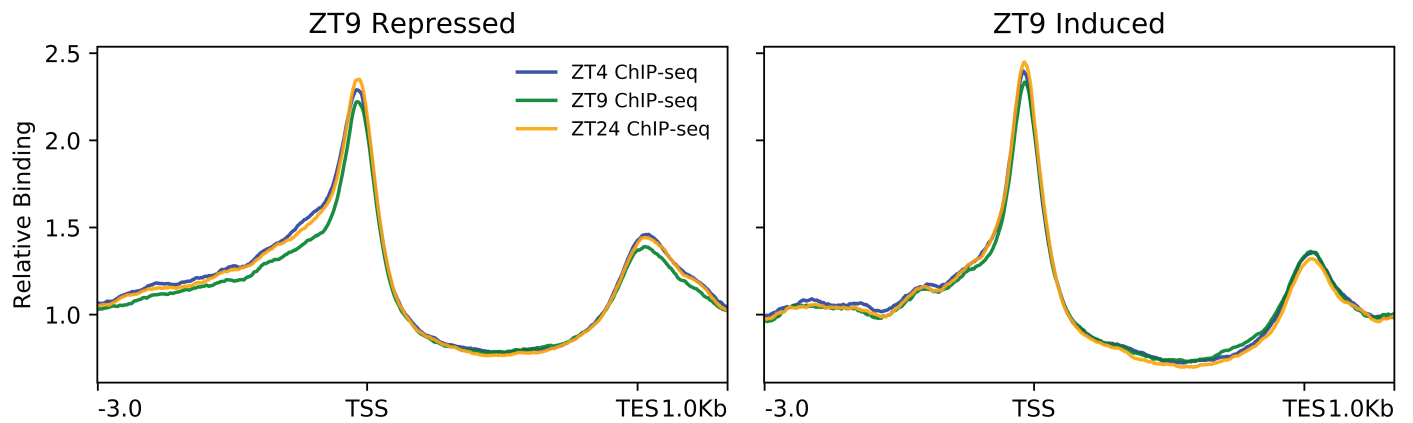**C**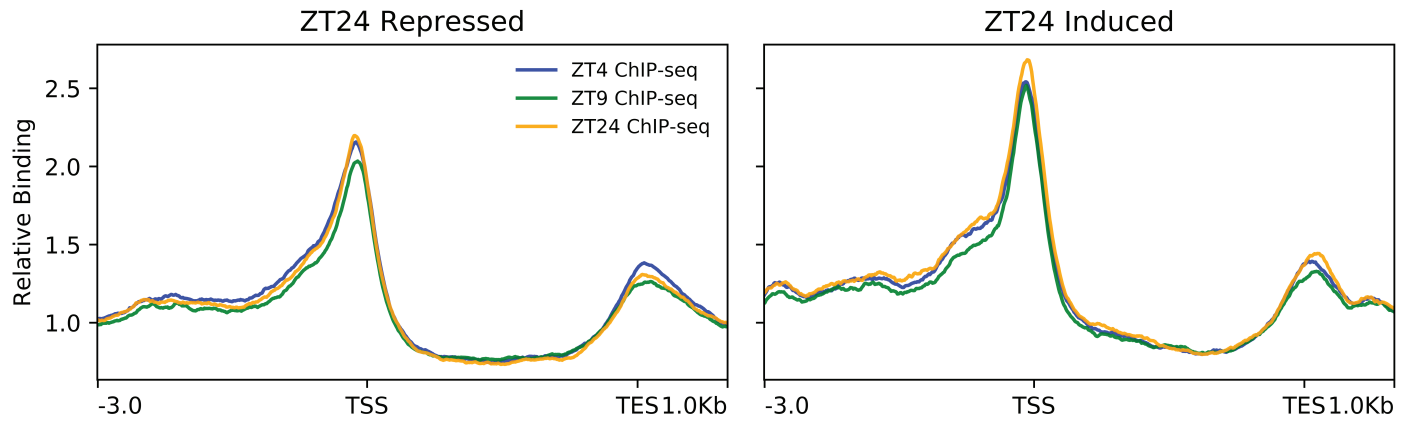

**Supplementary Figure 2:** Relative binding of SOB3, based on the ChIP-seq data generated from *ProSOB3::SOB3-GFP sob3-4* seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only a single time point from the RNA-seq data for *SOB3-D* and *sob3-6*.

**(A)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT4.

**(B)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT9.

**(C)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs only at ZT24.

# Supplementary material for: SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days
**Source:** BMC Plant Biol. 2022 Aug 15;22:399. doi: 10.1186/s12870-022-03737-z
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary Figure 3. Relative binding of SOB3, based on the ChIP-seq data generated from ProSOB3::SOB3-GFP sob3-4 seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only two time points from the RNA-seq data for SOB3-D and sob3-6. (A) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT9 but not at ZT24. (B) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT24 but not at ZT9. (C) Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT9 and ZT24 but not at ZT4.

**A**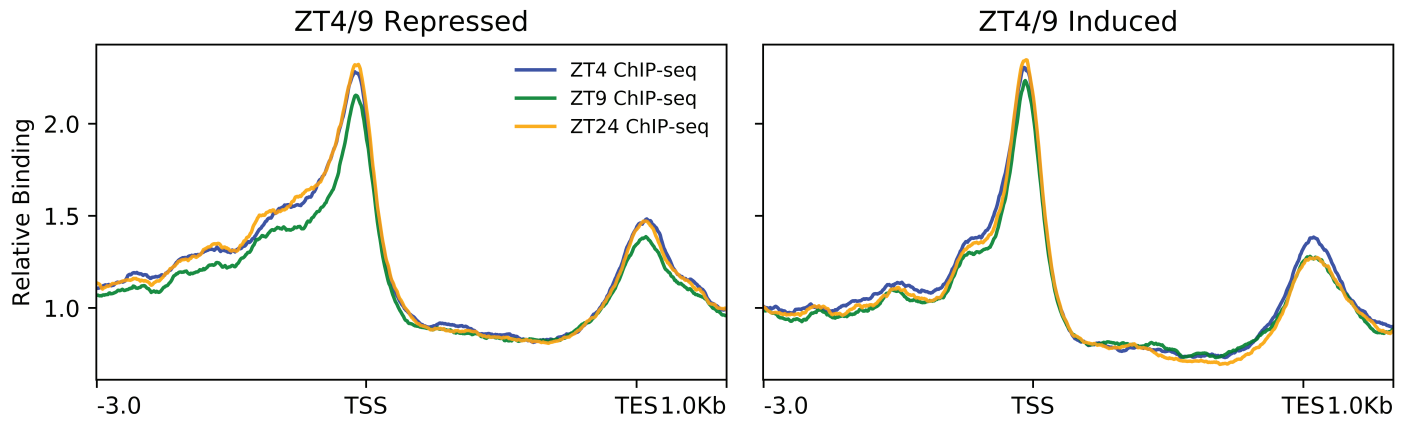**B**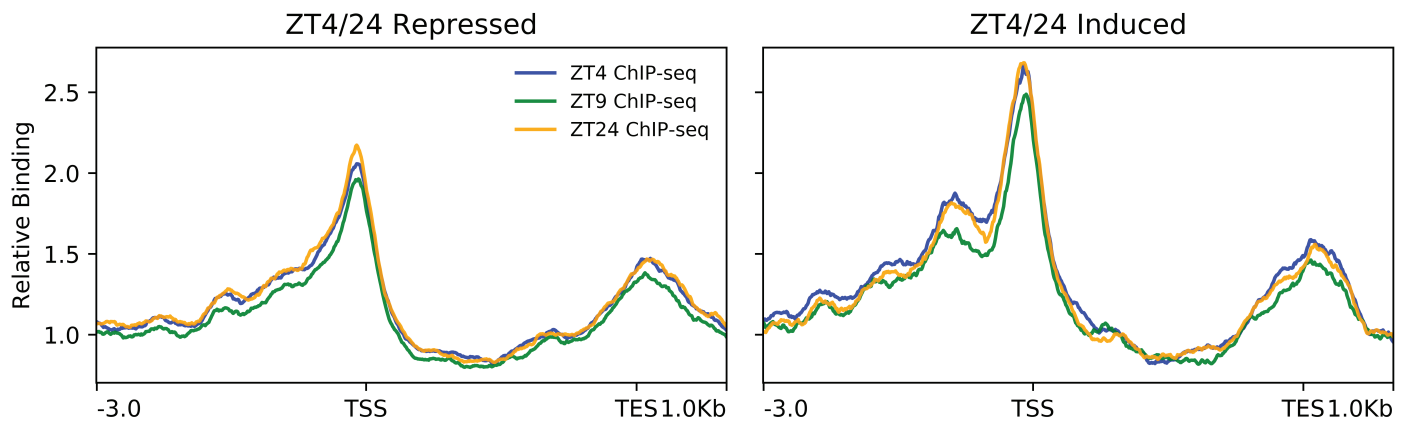**C**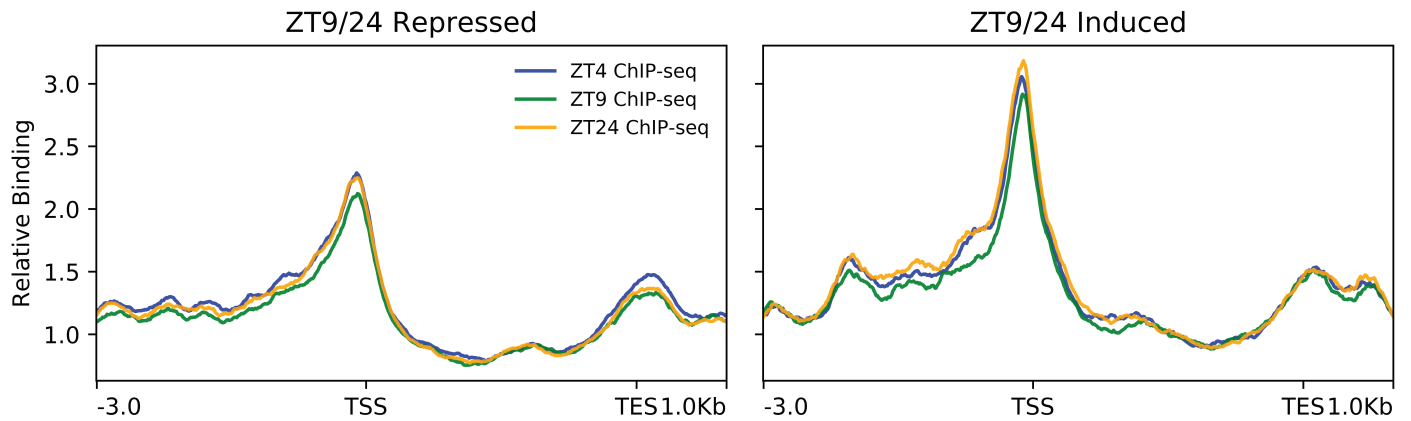

**Supplementary Figure 3:** Relative binding of SOB3, based on the ChIP-seq data generated from *ProSOB3::SOB3-GFP sob3-4* seedlings harvested at ZT4, ZT9, or ZT24, to genes identified as induced or repressed by AHLs at only two time points from the RNA-seq data for *SOB3-D* and *sob3-6*.

**(A)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT9 but not at ZT24.

**(B)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT4 and ZT24 but not at ZT9.

**(C)** Relative binding of SOB3 to genes identified as repressed (left) or induced (right) by AHLs at ZT9 and ZT24 but not at ZT4.

How the deposited data were processed for this re-analysis (not part of the article)

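The data are messenger RNA levels in whole Arabidopsis seedlings of SOB3-D and sob3-6 grown in short days and harvested at ZT4, ZT9 and ZT24, with 3 biological replicates of each genotype at each time point, 18 libraries in all. The authors deposited 3 tables, 1 for each time point, with a signal value for each of 32811 transcripts in each of 6 libraries. The authors made this signal by mapping the reads to the TAIR10 cDNA sequences with Bowtie, keeping all best hits of a read, counting reads per transcript and dividing by the mapped reads of the library, in CPM, as the paper names the unit. A read that hit several transcripts equally well was counted on each, so the values of a library sum to between 1546178 and 1573550, and the unit is therefore named a signal and not a share of a library. Libraries were stranded, and the paper's text does not name whether strand was used in counting. No filter on low values had been applied to the tables as deposited.

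Each value is a whole multiple of 1 step per library, between 0.0903 and 0.166 CPM, which gives the reads per transcript and 6012747 to 11076919 mapped reads per library (median 8199501.5). A count of 0 allows up to 3 reads, and this limit covers counting error only. Organelle-encoded transcripts, 208 in number, took 0.861% to 1.67% of the signal, and the 10 highest transcripts 4.02% to 6.42%. Replicates of a group correlated at Pearson's r of 0.976 to 0.990 across transcripts, which are not independent replicates. Counts of 18 pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 2.66 to 14.3. The part of Table S1 used here holds 1999, 1999 and 1292 of the 32811 transcripts at ZT4, ZT9 and ZT24, and its CPM matched the deposited values to within a relative difference of 4.96e-06. Of that part, 1785, 1787 and 1162 transcripts could be compared with the limma fits. Among these the paper's adjusted p called 190, 240 and 74 transcripts and limma 116, 191 and 69, with 113, 178 and 61 in common.

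For each time point, transcripts with a mean of at least 0.5 CPM over the 6 libraries were compared on the log2(CPM + 0.5) scale with limma's moderated test, two-sided, with a mean trend in the variance and Benjamini-Hochberg adjustment over all transcripts tested, organelle-encoded transcripts included. A nuclear gene (24745 in the tables, 24635 of them placed on the TAIR10.1 assembly by their locus identifiers) counted as AHL-regulated when at least 1 transcript had an adjusted p under 0.05, as AHL-repressed when higher in sob3-6 and as AHL-induced when lower. Differences between time points were tested as interactions in 1 limma fit of the 18 libraries. Named genes were, by a rule fixed in advance, 31 genes that the paper names for these libraries, the other 9 phytochrome, cryptochrome and phototropin genes and, at each time point, the 3 nuclear genes with the largest change in each direction among those past the threshold and changed the same way in 3 of 3 replicate pairs, 50 genes in all. WDL4 is not reported, since no gene of that name was found in the annotation used here. For a gene with several transcripts the one in Table S2 was taken, otherwise the one with the highest mean CPM. Shared stretches are the 84-base stretches of a gene's transcripts that also occur in a transcript of another gene in the annotation.

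The paper states that genotypes of a replicate set were harvested from the same plate or plates, so the replicate numbers pair the samples. After the mean of each group was removed, libraries of the 2 genotypes with the same number correlated at r of 0.0935 to 0.320, and those with different numbers at -0.225 to 0.110. A fit with the replicate number as a block was an alternative. The other alternatives were pseudocounts of 0.1 and 1 CPM, no filter and a minimum mean of 5 CPM, TMM rescaling, edgeR's quasi-likelihood test with TMM factors, edgeR's exact test with TMM factors and without normalization factors or filter, DESeq2, one fit of all 18 libraries, 1 transcript per gene, a log2 fold change of at least 1, an adjusted p under 0.01, and leaving out each library or replicate number in turn. For counts that combine time points, leaving out a library means leaving out that genotype and replicate number at each time point. The edgeR and DESeq2 alternatives used the recovered reads. Reads were simulated at the depths of these libraries with 200 genes changed 2-fold (dispersion 0.02). The changed genes had a mean of at least 5 CPM, and no difference between replicate sets was simulated. The limma fit at ZT4 recovered 181 of 200 (90.5%) with 9 false among 190 calls. The fit at ZT9 recovered 374 of 400 with 19 false among 393, and the interaction test 107 of 200 (53.5%) with 5 false among 112. Recovery of changes in lower genes, or of smaller changes, was not tested.

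Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The ChIP-seq data and hypocotyl measurements of the paper were not analysed here. No enrichment of gene functions was computed.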

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

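Of the tests of these patterns, only those named here were chosen after the result was seen. They include the count of organelle transcripts apart from the median of their genome and the summed signal and calls of chloroplast transcripts. The share of the differences of PHOT1, HFR1 and RGA left with TMM rescaling is the other. The sob3-6/SOB3-D difference itself differed between ZT4 and ZT9 in 307 genes, between ZT4 and ZT24 in 622 and between ZT9 and ZT24 in 845, which drew attention because the paper reports calls per time point and no test between them. Library scaling is argued against as the whole cause, since TMM rescaling kept 68.1% of these 1774 calls with the same sign, although it lost the rest. The replicate block kept 1748. On the differences within replicate pairs, with 6 pairs per comparison, limma called 106, 228 and 570 genes. Only 1 of 10 splits of the 6 pairs, the real one, gave as many in each comparison (ZT4 and ZT9, ZT4 and ZT24, ZT9 and ZT24). The others gave 0, with 605 to 1541 genes at an unadjusted p under 0.05, against 2637, 3843 and 4049 in the real ones. With 10 splits the share is never under 0.1, so a chance arrangement of the pairs and an effect of the time point cannot be told apart by this count. Without replicate 2 the counts fell to 9, 6 and 15, so their size depends on that replicate being in the fit. Whether replicate 2 carried the differences, or its loss left fewer samples with more spread, was not tested. An effect of the time of day on what SOB3 does, which the design names, may account for the differences and stays open.

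Among genes the paper names, photoreceptors aside, the difference changed between time points for 7. For PIF4 it changed by 1.08 (adjusted p = 0.0013 in limma) at ZT9 minus ZT4 and by -1.22 (adjusted p = 0.000251 in limma) at ZT24 minus ZT9, and for PIF8 by 0.95 (adjusted p = 0.0199 in limma) at ZT9 minus ZT4. HFR1 changed by 1.27 (adjusted p = 0.0454 in limma) at ZT9 minus ZT4. Among growth repressors, BBX22 changed by 0.93 (adjusted p = 0.0171 in limma) at ZT9 minus ZT4 and 0.81 (adjusted p = 0.0271 in limma) at ZT24 minus ZT4, BBX21 by -0.65 (adjusted p = 0.0135 in limma) and ELF4 by 1.22 (adjusted p = 0.00676 in limma) at ZT24 minus ZT4, and RGA by 0.46 (adjusted p = 0.0481 in limma) at ZT9 minus ZT4. Each except PIF4 at ZT24 minus ZT9 lost its call in at least 1 of the 3 fits without a replicate number. The adjusted p in those fits ranged over 0.00355 to 0.113 for PIF4 at ZT9 minus ZT4, 0.00181 to 0.0468 at ZT24 minus ZT9, 0.0977 to 0.206 for PIF8, 0.0362 to 0.385 for HFR1 and 0.0293 to 0.425 and 0.0606 to 0.396 for BBX22. It ranged over 0.0454 to 0.278 for BBX21, 0.0181 to 0.201 for ELF4 and 0.173 to 0.445 for RGA. HFR1 and RGA also lost the call with TMM rescaling (adjusted p = 0.0527 and 0.0701 in limma), but their differences stayed at 1.28 and 0.47, so library scaling is argued against as the cause of the change. No filter on low values also lost HFR1 (0.0639) and 1 transcript per gene RGA (0.0518). The quasi-likelihood test lost HFR1 (0.0607), RGA (0.0819) and ELF4 (0.161). ELF4 lay near 0.5 CPM in both genotypes at ZT24, where the added 0.5 CPM understates a change. The time of day may explain these changes, with the number of replicates as the limit, as for the 68.1% of all such calls that TMM rescaling kept.

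PHYA and PHOT1 were higher in sob3-6, and the difference changed between time points. PHYA changed by -0.79 (adjusted p = 0.013 in limma) at ZT24 minus ZT4 and by -0.997 (adjusted p = 0.00181 in limma) at ZT24 minus ZT9, and PHOT1 by 0.70 (adjusted p = 0.0472 in limma) at ZT9 minus ZT4 and by -0.66 (adjusted p = 0.0352 in limma) at ZT24 minus ZT9. Reads shared with other genes are argued against, since 0% of the 84-base stretches of PHYA or PHOT1 occur in another gene. Library scaling is argued against as the whole cause of the higher levels, since 4 of the 5 calls held with TMM rescaling, all but PHOT1 at ZT4. Both changes of PHOT1 between time points lost their call with TMM rescaling (adjusted p = 0.0603 and 0.0642 in limma). Scaling is argued against as their cause, since the differences were 0.71 and -0.64 after it. At least 96.45% of each difference of PHOT1, HFR1 and RGA was left. Without a replicate number the adjusted p ranged over 0.0219 to 0.4 and 0.00723 to 0.139 for PHYA and over 0.0154 to 0.514 and 0.019 to 0.375 for PHOT1, and each of the 4 calls was lost without replicate 2, and 3 of them also without replicate 1. PHOT1 also lost its call at ZT9 minus ZT4 with no filter on low values (adjusted p = 0.0635 in limma) and 1 transcript per gene (0.0508), and both calls with the quasi-likelihood test (0.0737 and 0.0688). An effect of the genotype on both photoreceptor genes that depends on the time of day is a candidate explanation.

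Among the genes with the largest changes at any time point, 4 also differed between time points. AT5G44440 changed by 2.81 (adjusted p = 0.0149 in limma) at ZT9 minus ZT4 and by -3.03 (adjusted p = 0.00499 in limma) at ZT24 minus ZT9. AT2G27420 changed by 2.59 (adjusted p = 0.000215 in limma) at ZT9 minus ZT4 and by 3.62 (adjusted p = 1.08e-05 in limma) at ZT24 minus ZT4, AT2G22590 by 2.92 (adjusted p = 0.00657 in limma) at ZT24 minus ZT4 and CRK30 by -2.98 (adjusted p = 0.0325 in limma) at ZT9 minus ZT4. Because these genes were picked for large changes in the same libraries, the choice favours overstated differences. Without a replicate number the adjusted p ranged over 0.0589 to 0.189 and 0.0053 to 0.108 for AT5G44440, 0.00726 to 0.104 and 0.000913 to 0.0387 for AT2G27420, 0.0106 to 0.316 for AT2G22590 and 0.00498 to 0.501 for CRK30. Only AT2G27420 at ZT24 minus ZT4 held in all 3 fits. The quasi-likelihood test lost CRK30 (adjusted p = 0.0886 in edgeR) and AT5G44440 at ZT24 minus ZT9 (0.115). At ZT4 AT2G22590 had at most 2 reads in each sob3-6 library, so its difference depends on the pseudocount. No biological explanation was tested for these genes.

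Transcripts encoded in the chloroplast and mitochondrial genomes, which the paper's counts of nuclear genes leave out, also differed between sob3-6 and SOB3-D. Of 150, 146 and 149 tested at ZT4, ZT9 and ZT24, limma called 2, 24 and 49, of which 2, 22 and 44 were lower in sob3-6. Some pairs of chloroplast transcripts had identical values, so these counts hold calls that are not independent. Among the calls at ZT24 they include ATCG00890 with ATCG01250, ATCG00900 with ATCG01240, ATCG00860 with ATCG01280 and ATCG00905 with ATCG01230. The median log2 fold changes were -0.77, -0.33 and -0.68 for chloroplast transcripts and -0.17, 0.13 and -0.47 for mitochondrial transcripts. Leaving out 1 library gave from 0 to 38 calls at ZT4 (22 to 86 at an unadjusted p under 0.05), the highest without sob3-6 replicate 1, from 11 to 30 at ZT9, the lowest without sob3-6 replicate 2, and from 26 to 52 at ZT24, the lowest without sob3-6 replicate 2. The replicate block called 45, 34 and 69. Library scaling is argued against, since 72 of the 73 calls at ZT9 and ZT24 held with TMM rescaling. A change in both organelles alike is argued against at ZT9, where the mitochondrial median lay 0.467 above that of the chloroplast on the log2 scale. The median of each genome was subtracted in each library, to test for 1 common change in the share of each organelle's RNA. Of the 73 calls, 10 were left. A median that is itself lower in sob3-6 takes away part of each lower call whatever the cause, so this fall does not show a common change. After the subtraction 4 transcripts were called at ZT9 and 21 at ZT24, and 15 of these 25 had not been called before. Of the 21, 17 lay above the median of their genome. Leaving out 1 library lowered the 21 to between 5 (without sob3-6 replicate 2) and 15, while the other 9 splits of the 6 libraries gave 0 (0 to 3 at an unadjusted p under 0.05, against 40 in the real one). The comparison with other splits replaced a limit on the share of tested transcripts after the result was seen. Under that limit a common change stayed open, so this count cannot decide. At ZT24 the summed chloroplast signal was 14929 ± 580 CPM in sob3-6 and 16264 ± 1014 CPM in SOB3-D (SD). The chloroplast median was -0.68, and of 46 chloroplast calls 41 were lower in sob3-6 and 5 higher. A common change would move all transcripts alike, so these values argue against it as the whole cause at ZT24. Whether the organelle differences came from how messenger RNA was captured from each sample or from the genotype was not tested, and both stay open.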

How the results depend on the processing

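The alternatives were set before the data were examined, apart from 2 that were added after the values had been seen, edgeR's quasi-likelihood test with the replicate block and one fit of all 18 libraries with the replicate block. Among named genes no difference that limma called between sob3-6 and SOB3-D at a time point, or between time points, changed its direction under any alternative or with any library left out. Over all alternatives and named genes, 202 values of fold changes at a time point fell short of a threshold they had passed and 128 passed one they had missed. For differences between time points the numbers were 62 and 26. Signs changed in 29 values of fold changes and 44 of differences between time points, all of them uncalled in the limma fits. The cause was not tested unless a construction is named.

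The counts of AHL-regulated genes at each time point, and of AHL-repressed and AHL-induced genes at any time point, at all 3 and at 1 only, stayed within 1.5 times those of the limma fits with pseudocounts of 0.1 and 1 CPM, no filter on low values, a minimum mean of 5 CPM, 1 transcript per gene, edgeR's exact test without normalization factors and DESeq2. Of the genes called at ZT4, ZT9 and ZT24, 85.5%, 85.2% and 94.9% were called in the same direction with TMM rescaling, 82.6%, 84.2% and 91.9% with edgeR's quasi-likelihood test and 81.8%, 80.4% and 77.3% with DESeq2. With TMM rescaling the number of genes whose difference changed between ZT9 and ZT24 fell to 562, and with the quasi-likelihood test to 542. SOB3 at ZT4 lost its call in both (log2 fold changes of 0.39 and 0.40). The exact test with TMM factors called 85 genes AHL-induced at all 3 time points.

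The replicate block gave 3416 AHL-regulated genes at ZT9 and 2736 at ZT24. It gave 3333 AHL-repressed genes at any time point and 464 at all 3, and 2553 AHL-induced genes at any time point, 91 at all 3 and 1963 at 1 time point only. Differences between time points were called for 643 (ZT4 and ZT9), 1203 (ZT4 and ZT24) and 1474 genes (ZT9 and ZT24). It kept 99.4%, 99.9% and 100% of the calls at ZT4, ZT9 and ZT24 of the limma fits. Beside the changes given with the genes, it brought past the threshold AT2G22590 at ZT9 (-1.57, adjusted p = 0.00536 in limma) and CRK30 at ZT24 (-1.22, 0.0182). Between ZT4 and ZT9 it did so for XTR7 (1.51, 0.033), BES1 (-0.40, 0.0282), PHYD (-0.53, 0.0394) and PCC1 (3.23, 0.0143), and between ZT4 and ZT24 for BES1 (-0.62, 0.00166), BIN2 (-0.35, 0.048), PHOT2 (0.38, 0.0492) and AT2G32550 (1.29, 0.0314). Between ZT9 and ZT24 it did so for BR6OX2 (0.69, 0.0246), BBX21 (-0.48, 0.0306), AT2G27420 (1.03, 0.0368) and AT2G22590 (1.91, 0.00893). One fit of all 18 libraries called 2532 genes at ZT4 and 69 AHL-induced genes at all 3 time points. With the block added, after the values had been seen, that fit called 3524, 3913 and 2215 genes at ZT4, ZT9 and ZT24. The AHL-repressed genes then numbered 4119 at any time point, 545 at all 3 and 2645 at 1 only, and the AHL-induced genes 2613, 114 and 1826. The quasi-likelihood test with the block, also added then, called 2174, 3378 and 2788 genes, with 421 AHL-repressed genes at all 3 time points and 2947 AHL-induced genes at any time point, 121 at all 3 and 2192 at 1 only.

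The stricter thresholds lower counts by construction. A log2 fold change of at least 1 left 398, 419 and 372 AHL-regulated genes at ZT4, ZT9 and ZT24. AHL-repressed genes then numbered 587 at any time point, 87 at all 3 and 381 at 1 only, and AHL-induced genes 257, 8 and 213. SOB3, at 0.44, 0.75 and 0.55, did not reach it. An adjusted p under 0.01 left 465, 667 and 591 AHL-regulated genes, 844 AHL-repressed genes at any time point, 86 at all 3 and 603 at 1 only, and 466, 11 and 391 AHL-induced genes. It left 115 genes that differed between ZT4 and ZT9, 151 between ZT4 and ZT24 and 272 between ZT9 and ZT24, and SOB3 at ZT4 (0.44) fell short.

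Leaving out 1 library, which also lowers the number of samples, gave from 502 to 1489 AHL-regulated genes at ZT4, 741 to 2223 at ZT9 and 728 to 1344 at ZT24. The counts that combine time points left out the same genotype and replicate number at each time point. AHL-repressed genes then ranged from 1082 to 2028 at any time point, 110 to 239 at all 3 and 780 to 1398 at 1 only. AHL-induced genes then ranged from 630 to 1514 at any time point, 13 to 38 at all 3 and 540 to 1151 at 1 only. Without SOB3-D replicate 2 the counts were lowest at ZT4 and for AHL-induced genes, and without sob3-6 replicate 2 at ZT9, ZT24 and for AHL-repressed genes. Differences between time points ranged between 9 and 261 genes (ZT4 and ZT9), 6 and 377 (ZT4 and ZT24) and 15 and 646 (ZT9 and ZT24), lowest without replicate 2. SOB3 at ZT4 ranged from 0.36 to 0.49. With no library left out, limma recovered 53.5% of 200 simulated 2-fold changes between time points, against 90.5% of 200 changes at ZT4. The simulated reads had the depths of the libraries, and the changed genes a mean of at least 5 CPM.

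Uncalled log2 values changed sign under these alternatives. TMM rescaling turned the sign of BIN2 at ZT9 (-0.022), PHYA at ZT24 (-0.0024) and IAA17 ZT24 minus ZT4 (0.020). The quasi-likelihood test turned the sign of BIN2 at ZT9 (-0.020), PHYA at ZT24 (-0.012), CYP96A15 ZT9 minus ZT4 (1.80), AT1G66100 ZT9 minus ZT4 (0.67), AT2G32550 ZT9 minus ZT4 (-1.27), SAUR24 ZT24 minus ZT4 (-0.10), IAA17 ZT24 minus ZT4 (0.018), AT5G44440 ZT24 minus ZT4 (0.37), AT2G32550 ZT24 minus ZT4 (-0.064), PIL1 ZT24 minus ZT9 (-0.027) and AT1G66100 ZT24 minus ZT9 (-0.48). The exact test with TMM factors turned the sign of BIN2 at ZT9 (-0.020) and PHYA at ZT24 (-0.011). The exact test without factors turned the sign of BBX22 at ZT9 (0.017) and PHYA at ZT24 (-0.0077). DESeq2 turned the sign of BIN2 at ZT9 (-0.028) and PHYA at ZT24 (-0.014). The quasi-likelihood test with the block, added after the values had been seen, turned the sign of BIN2 at ZT9 (-0.020) and PHYA at ZT24 (-0.0084). A pseudocount of 0.1 CPM turned the sign of AT2G32550 ZT9 minus ZT4 (-0.85) and AT5G44440 ZT24 minus ZT4 (0.068). A pseudocount of 1 CPM turned the sign of YUC8 ZT9 minus ZT4 (-0.041), PRE1 ZT9 minus ZT4 (-0.069) and SAUR22 ZT24 minus ZT9 (0.31).

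Log2 fold changes whose sign turned in at least 1 of the 6 fits without a library were those of BES1 at ZT9 (-0.031 to 0.16), BIN2 at ZT9 (-0.020 to 0.025), PHYB at ZT9 (-0.075 to 0.11), AT2G27420 at ZT9 (-0.22 to 0.071), BBX22 at ZT9 (-0.14 to 0.070), CPD at ZT9 (-0.040 to 0.15), PRR9 at ZT9 (-0.41 to 0.22), PHYA at ZT24 (-0.12 to 0.11), PIF8 at ZT24 (-0.18 to 0.026), BBX22 at ZT24 (-0.29 to 0.014), RGA at ZT24 (-0.10 to 0.014) and PHYD at ZT24 (-0.070 to 0.037). Differences between time points that turned in at least 1 of the 3 fits without a replicate number were SAUR19 ZT9 minus ZT4 (-0.021 to 0.35), HY5 ZT9 minus ZT4 (-0.073 to 0.60), PRE1 ZT24 minus ZT4 (-0.31 to 0.15), PIF5 ZT24 minus ZT4 (-0.072 to 0.0089), ELF3 ZT24 minus ZT4 (-0.23 to 0.037), PHYC ZT24 minus ZT4 (-0.057 to 0.16), PHOT1 ZT24 minus ZT4 (-0.015 to 0.11), CRK30 ZT24 minus ZT4 (-1.42 to 0.12), BBX22 ZT24 minus ZT9 (-0.32 to 0.026) and UVR8 ZT24 minus ZT9 (-0.15 to 0.012). Others were PHYC ZT24 minus ZT9 (-0.027 to 0.16), MAP65-6 ZT9 minus ZT4 (-0.24 to 0.045), CRY1 ZT9 minus ZT4 (-0.090 to 0.088), SAUR24 ZT24 minus ZT4 (-0.033 to 0.20), IAA17 ZT24 minus ZT4 (-0.051 to 0.032), UVR8 ZT24 minus ZT4 (-0.053 to 0.16), AT5G44440 ZT24 minus ZT4 (-0.99 to 0.56), SAUR22 ZT24 minus ZT9 (-0.38 to 0.15), CYP96A15 ZT24 minus ZT9 (-0.73 to 0.19) and YUC8 ZT9 minus ZT4 (-0.52 to 0.62). So were PRE1 ZT9 minus ZT4 (-0.078 to 0.19), CRY2 ZT9 minus ZT4 (-0.15 to 0.071), XTR7 ZT24 minus ZT4 (-0.17 to 0.87), PIF4 ZT24 minus ZT4 (-0.27 to 0.048), HY5 ZT24 minus ZT4 (-0.019 to 0.80), AT1G66100 ZT24 minus ZT4 (-0.30 to 0.90), sks13 ZT24 minus ZT4 (-0.26 to 0.075) and HY5 ZT24 minus ZT9 (-0.17 to 0.55).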

Differences from the paper's values

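A count or percentage is said here to lie near the paper's when the larger of the 2 is at most 1.5 times the smaller, and a log2 fold change when it differs by no more than the SD over the 3 replicate pairs. The number of AHL-regulated genes at ZT4 was 1409 against the paper's 2276. Of the alternatives set before the data were examined, it lay near the paper's with edgeR's exact test with TMM factors (1927) and without normalization factors (1883), the replicate block (2034) and one fit of all 18 libraries (2532), and not with the others. Genes AHL-repressed at ZT4 only numbered 350 against the paper's 651, and lay near it with the exact test without normalization factors (460), one fit of all 18 libraries (763) and without SOB3-D replicate 1 (558), and not with the other alternatives set before the data were examined. Genes AHL-induced at ZT4 only numbered 297 against the paper's 452. The alternatives that lay near it were TMM rescaling (345), the quasi-likelihood test (322), both exact tests (494 with TMM factors and 378 without), DESeq2 (379), the replicate block (376), one fit of all 18 libraries (468) and leaving out SOB3-D replicate 1 (375). Of the 2 settings chosen after seeing the values, the quasi-likelihood test with the replicate block lay near the paper's for the AHL-regulated genes at ZT4 (2174) and both it (522) and one fit of all 18 libraries with the block (633) for the AHL-induced genes at ZT4 only.

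Of all AHL-induced genes, 42.5% were called at ZT9 only against the paper's 26%. The paper's own counts of 567 and 1654 genes give 34.3%, where its counts at ZT4 and ZT24 give 27.3% and 12.2%. By the same limit of 1.5 times, the alternatives near the paper's 26% were both exact tests (37.3% with TMM factors and 35.7% without), the replicate block (36.7%), one fit of all 18 libraries (35.3%), a log2 fold change of at least 1 (33.5%) and leaving out sob3-6 replicate 2 (31.8%), and the other alternatives set before the data were examined did not. Chosen after seeing the values, one fit of all 18 libraries with the replicate block (31.5%) and the quasi-likelihood test with it (33.2%) also lay near it.

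SAUR19 had a log2 fold change of 1.05 at ZT9 against the paper's 1.42, and lay near it with a pseudocount of 0.1 CPM (1.36), the quasi-likelihood test (1.39), the exact tests with TMM factors (1.39) and without (1.44) and DESeq2 (1.40). SAUR22 had 2.21 at ZT4 against the paper's 2.90 and 1.51 at ZT9 against the paper's 2.39. It lay near these with a pseudocount of 0.1 CPM (2.66 and 2.199), the quasi-likelihood test (2.84 and 2.36), the exact tests with TMM factors (2.84 and 2.36) and without (2.88 and 2.40) and DESeq2 (2.84 and 2.41). PIL1 had 1.50 at ZT9 against the paper's 2.00, and lay near it with the quasi-likelihood test (1.97), the exact tests with TMM factors (1.97) and without (2.02) and DESeq2 (1.99), but not with a pseudocount of 0.1 CPM (1.89). For these 3 genes no other alternative set before the data were examined came as near, and the quasi-likelihood test with the replicate block, chosen after seeing the values, also did (1.40 for SAUR19, 2.76 and 2.36 for SAUR22 and 1.97 for PIL1).

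The paper states that calls were fewest at ZT24. Here 1419 genes were called at ZT24 and 1409 at ZT4, and at ZT4 there were fewer genes AHL-repressed at that time point only (350 against 485 at ZT24). ZT24 had the fewest calls with both exact tests, DESeq2, one fit of all 18 libraries, a pseudocount of 1 CPM, 1 transcript per gene, a log2 fold change of at least 1 and without sob3-6 replicate 2, and, chosen after seeing the values, with one fit of all 18 libraries and the block. The paper states that the share of AHL-induced genes called at a single time point was about as high at ZT4 as at ZT9, where here it was 20.8% at ZT4 and 42.5% at ZT9. Among photoreceptor genes the paper names only UVR8 as changed. Here limma also called PHYA at ZT4 and ZT9 (log2 fold changes of 0.80 and 1.00), PHOT1 at all 3 time points (0.47, 1.17 and 0.51), CRY1 and CRY2 at ZT9 (0.40 and 0.35) and PHYC at ZT24 (0.35), as well as PHOT2 at ZT24 by 2 of its 4 transcripts (lowest adjusted p = 0.00682 in limma). The part of Table S1 used here holds PHYA and CRY2 of these genes, and in it the paper's adjusted p is also under 0.05 at ZT4 and ZT9 (1.06e-07 and 3.39e-12 for PHYA, 0.00385 and 0.021 for CRY2). The paper has PIF5 repressed at ZT9 only, where here 1 of its 4 transcripts also passed at ZT24 (adjusted p = 0.0469 in limma).

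Of the 52 gene and time point pairs that the paper names, MAP65-6 and ARP9 included, 41 were called here and 52 had the same sign. The block called 50 of the 52 and the exact test without normalization factors 49. SAUR24 at ZT4 (0.92, adjusted p = 0.0917 in limma) was called with both exact tests and leaving out sob3-6 replicate 1. PIL1 at ZT4 (1.03, adjusted p = 0.056 in limma) was called with no filter on low values, both exact tests, the replicate block, one fit of all 18 libraries and leaving out sob3-6 replicate 3. PRE1 at ZT4 (0.89, adjusted p = 0.0762 in limma) was called with both exact tests, the replicate block and one fit of all 18 libraries. PRE1 at ZT24 (0.76, adjusted p = 0.059 in limma) was called with both exact tests, DESeq2, the replicate block and leaving out sob3-6 replicate 2. XTR7 at ZT24 (1.18, adjusted p = 0.0809 in limma) was called with both exact tests and the replicate block. HFR1 at ZT9 (0.78, adjusted p = 0.0851 in limma) was called with both exact tests, the replicate block and one fit of all 18 libraries. PIF4 at ZT4 (0.43, adjusted p = 0.0582 in limma) was called with the exact test without factors, the replicate block and one fit of all 18 libraries. BES1 at ZT4 (0.47, adjusted p = 0.142 in limma) was called with the replicate block and one fit of all 18 libraries. HY5 at ZT4 (-0.64, adjusted p = 0.12 in limma) was called with the exact test with TMM factors and DESeq2. RGA at ZT4 (-0.33, adjusted p = 0.0729 in limma) was called with the exact test with TMM factors, DESeq2, the replicate block and one fit of all 18 libraries. ELF3 at ZT24 (-0.42, adjusted p = 0.0659 in limma) was called with both exact tests, the replicate block, one fit of all 18 libraries and leaving out sob3-6 replicate 3. The 2 settings chosen after seeing the values, the quasi-likelihood test and the one fit of all 18 libraries with the block, both called SAUR24 at ZT4, PIL1 at ZT4, PRE1 at ZT4, PRE1 at ZT24, XTR7 at ZT24, HFR1 at ZT9, BES1 at ZT4, RGA at ZT4 and ELF3 at ZT24, and that one fit also called PIF4 at ZT4.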

Other observations

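The tests of the spread shared by the time points, of scaling at ZT24, of the same sign among genes without a change between time points and of the light-harvesting genes were chosen only after the result was seen. In the limma fits ZT24 had fewer AHL-regulated genes (1419) than ZT9 (2088) and about as many as ZT4 (1409). The paper raises fewer expressed genes at ZT24 as a reason for fewer calls there. That is argued against, since 20530 nuclear genes had a mean of at least 0.5 CPM at ZT24, against 20516 at ZT4 and 20462 at ZT9. Lower depth is argued against too. With all libraries thinned to 6012747 reads the median count over 10 draws was 1268 at ZT24 (1242 to 1327), against 1276 at ZT4 (1231 to 1347) and 1908 at ZT9 (1863 to 1930). A larger spread between replicates at ZT24 is argued against, since the median residual SD was lowest there (0.148, against 0.175 and 0.170). In one fit of all 18 libraries 1 spread was shared by the 3 time points. That fit called 1461 genes at ZT24, 2532 at ZT4 and 2947 at ZT9. The replicate block called 2736 at ZT24, 2034 at ZT4 and 3416 at ZT9. The order of ZT4 and ZT24 may therefore depend on whether spread is estimated within each time point and whether the pairing is used.

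At each time point, 1 of 10 splits of the 6 libraries into 3 and 3, the real one, gave as many AHL-regulated genes (ZT4, ZT9 and ZT24 alike). The other splits gave at most 1 gene at ZT4 and 0 at ZT9 and ZT24. At an unadjusted p under 0.05 they gave 270 to 2103, 158 to 1821 and 272 to 1257 genes, against 4550, 5094 and 4546 in the real split. Among the 4 splits that part all 3 replicate pairs, the real one was again the only one to give as many. A share of 1 in 10 is the smallest these 6 libraries allow, so a chance arrangement cannot be told apart from the genotype by this count alone.

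Genes called at 1 time point only in their direction numbered 2649, and 944 of them (35.6%) had a difference between time points past the threshold. Genes called in opposite directions at 2 time points can enter both numbers, once for each direction. This argues against near misses at the other time points as the whole reason. The interaction calls behind the 944 fell to 9, 6 and 15 genes without replicate 2, so the argument depends on that replicate being in the fit. With the replicate block they rose, and the 2649 genes were not split again in either case. For the 1705 genes without such a difference, near misses cannot be told apart from a time-specific effect. Of their values at the other time points 84.8% had the same sign, against 69.5% among all 2649 genes, but a gene without a tested difference between time points was selected for similar values.

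An excess of AHL-repressed over AHL-induced genes at all 3 time points cannot be told apart from library scaling. With TMM rescaling the ratio was as low as 1.14 (at ZT9), and with the size factors of DESeq2 it was 0.981 at ZT9. At ZT24 scaling is argued against as the whole cause, since the ratio stayed above 1 under each alternative with TMM or DESeq2 factors. It was 2.10 to 2.37 without the replicate block and 1.50 in the quasi-likelihood test with the block, where the block alone gave 1.76. Leaving out 1 library with TMM rescaling gave 1.73 (without sob3-6 replicate 3) to 3.17. The median log2 fold change of all tested transcripts was 0.041, 0.034 and 0.0071 at ZT4, ZT9 and ZT24. An excess at ZT24 may therefore be an effect of the genotype.

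The LHCA and LHCB genes, which encode light-harvesting proteins, were chosen after their values were seen. At ZT9, 13 of 21 were called higher in sob3-6 and 1, LHCA5, lower, with a median log2 fold change of 0.60. At ZT4 0 were called higher and 1, LHCB7, lower (median 0.13), and at ZT24 0 were called (median -0.14), while at an unadjusted p under 0.05 there were 2 higher and 2 lower at ZT4 and 2 higher and 8 lower at ZT24. The log2 fold changes at ZT9 were highest for LHCB2.3 2.51 (adjusted p = 5.16e-06 in limma), LHCB2.2 1.99 (adjusted p = 2.82e-05 in limma), LHCB2.1 1.92 (adjusted p = 2.82e-05 in limma), LHCB4.2 1.82 (adjusted p = 4.86e-05 in limma) and LHCB1.4 1.66 (adjusted p = 0.000777 in limma). The difference changed between ZT4 and ZT9 in 6 genes and between ZT9 and ZT24 in 13. Library scaling is argued against, since the median at ZT9 was 0.57 with TMM rescaling, where 9 genes were called, and DESeq2 called 15. At ZT24 DESeq2 called LHCB1.1, LHCB1.3, LHCB1.4, LHCB1.5 and LHCB4.2 lower in sob3-6 (adjusted p 2.91e-06 to 0.0366) and 0 higher. Reads shared between paralogs are argued against as the whole cause, since the 9 genes with no shared 84-base stretch had a median of 0.52, with 7 positive and 5 called. With 1 library left out between 7 and 12 were called. For genes both SOB3-bound and AHL-repressed, the paper reports high enrichment of light-harvesting complex and chlorophyll binding terms at ZT9 only. An effect of the genotype on these genes around dusk is a candidate explanation.

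The genes with the largest changes among those past the threshold in 3 of 3 pairs were as follows. CYP96A15 was at least 77.6-fold higher in sob3-6 at ZT4, 28.7-fold at ZT9 and 29.5-fold at ZT24, since no SOB3-D library had more than 1 read. AT1G66100 was at least 17.1-fold higher at ZT9, with log2 fold changes of 4.44 at ZT4 and 4.78 at ZT24. AT5G44440 had log2 fold changes of 4.38, 7.19 and 4.16 at ZT4, ZT9 and ZT24. PCC1 had 4.31 at ZT9 and was at least 9.15-fold higher at ZT24, and 23.8% of its 84-base stretches occur in another gene. Lower in sob3-6 were AT2G32550, by a log2 fold change of -4.52 at ZT4 and at least 32.9-fold at ZT9 and 17.7-fold at ZT24, and AT2G22590, at least 9.22-fold at ZT4. AT2G27420 had -2.68 at ZT4, CRK30 -3.62 at ZT9 and AT3G44970 -3.01 at ZT9 and -2.09 at ZT24. The gene sks13 was at least 6.26-fold, 9.53-fold and 7.22-fold lower at ZT4, ZT9 and ZT24.

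Of 28 other AHL family members, 2 were called higher and 0 lower in sob3-6 at ZT4 (6 and 3 at an unadjusted p under 0.05), 3 and 2 at ZT9, and 2 and 2 at ZT24. Of genes called at 2 time points, 19 of 633 changed in opposite directions at ZT4 and ZT9, 25 of 494 at ZT4 and ZT24 and 71 of 603 at ZT9 and ZT24. Of the last, 58 were lower at ZT9 and higher at ZT24.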
